# Genome-wide analyses of chromatin interactions after the loss of Pol I, Pol II, and Pol III

**DOI:** 10.1186/s13059-020-02067-3

**Published:** 2020-07-02

**Authors:** Yongpeng Jiang, Jie Huang, Kehuan Lun, Boyuan Li, Haonan Zheng, Yuanjun Li, Rong Zhou, Wenjia Duan, Chenlu Wang, Yuanqing Feng, Hong Yao, Cheng Li, Xiong Ji

**Keywords:** RNA polymerases, 3D chromatin organization, Transcription

## Abstract

**Background:**

The relationship between transcription and the 3D chromatin structure is debated. Multiple studies have shown that transcription affects global Cohesin binding and 3D genome structures. However, several other studies have indicated that inhibited transcription does not alter chromatin conformations.

**Results:**

We provide the most comprehensive evidence to date to demonstrate that transcription plays a relatively modest role in organizing the local, small-scale chromatin structures in mammalian cells. We show degraded Pol I, Pol II, and Pol III proteins in mESCs cause few or no changes in large-scale 3D chromatin structures, selected RNA polymerases with a high abundance of binding sites or active promoter-associated interactions appear to be relatively more affected after the degradation, transcription inhibition alters local, small loop domains, as indicated by high-resolution chromatin interaction maps, and loops with bound Pol II but without Cohesin or CTCF are identified and found to be largely unchanged after transcription inhibition. Interestingly, Pol II depletion for a longer time significantly affects the chromatin accessibility and Cohesin occupancy, suggesting that RNA polymerases are capable of affecting the 3D genome indirectly. These direct and indirect effects explain the previous inconsistent findings on the influence of transcription inhibition on the 3D genome.

**Conclusions:**

We conclude that Pol I, Pol II, and Pol III loss alters local, small-scale chromatin interactions in mammalian cells, suggesting that the 3D chromatin structures are pre-established and relatively stable.

## Background

The relationship between transcription and 3D chromatin structures is one of the most fundamental questions in the postgenomic era [1–4]. Mounting evidence has shown that a high level of transcription activity is correlated with a higher frequency of DNA interactions in both development and diseases [5–8]. Topologically associating domain (TAD) boundaries, insulated neighborhoods, or CTCF loop domains are usually enriched with active transcription accompanied by both protein machineries and noncoding RNAs [9–11]. In *Drosophila melanogaster*, transcription predicts chromatin organization [12–14], suggesting a potential causal relationship between transcription and the 3D chromatin landscape.

Recent studies combining knockouts and inhibition showed that transcription could relocate Cohesin over mammalian chromatin [15], indicating that Pol II may regulate the 3D genome via its impact on Cohesin. Blocking of the transcription elongation enhances Cohesin binding and loop formation at CTCF-binding sites within the gene bodies in mammalian cells [16]. As the *D. melanogaster* genome has a much higher gene density than the mammalian genome, inhibiting *D. melanogaster* transcription significantly alters chromatin interactions both within and between domains, but has very little effect on the 3D topology of TADs [12–14]. Therefore, it is unclear whether Pol II regulates 3D chromatin landscapes via Cohesin directly.

The inhibition of Pol II transcription during the early development of mouse embryos did not affect TAD structures [17, 18], but the finding was difficult to interpret because of the relatively low sequencing depth used in these experiments and developmental arrest after transcription inhibition. The chromatin organization of transcriptionally inactive mature oocytes and sperm is quite similar to that of the embryonic stem cells [17, 19–21], implying that it might not be transcription activity per se, but proteins involved in the transcription process may contribute to 3D genome organization. It is also possible that transcription changes Cohesin occupancy on a mostly small, gene scale, which may not have a notable effect on the large-scale chromatin structures that can be detected with the Hi-C method used on a large scale.

An unchanged pattern after transcription inhibition in mammalian cells is usually based on the aggregate analyses of all chromatin loops [17, 18, 21–23]. As CTCF and Cohesin play a predominant role in the 3D chromatin landscape and because they occupy most of the loops in mammalian cells, it is difficult to evaluate the contribution of transcription on chromatin structures [24–26]. It is premature to conclude that transcription has no impact on chromatin interactions in mammals because one of the critical pieces of evidence is missing in the field and needs to be evaluated: the precise roles of Pol II on the 3D genome in the absence of CTCF and Cohesin.

Pol I, Pol II, and Pol III are three distinct DNA-dependent RNA polymerases that function together with thousands of transcriptional and chromatin regulators to synthesize rRNA, mRNA, and tRNA, respectively [9, 27–33]. RNA polymerases may involve in 3D chromatin organization directly by interacting with structural proteins or noncoding RNAs or indirectly through the downstream effects of transcription. Although the structure and function of RNA polymerases have been studied for 50 years [34], the roles of Pol I and Pol III in 3D chromatin organization, in particular, have been poorly investigated compared to Pol II.

Here, we specifically degraded the largest essential subunits of Pol I, Pol II, and Pol III in murine embryonic stem cells. Large-scale chromatin interactions remained unchanged after Pol II depletion, while small, specific regions were more affected. Chromatin organization re-forms during mitotic exit in the absence of Pol II, supporting the pre-established model of the 3D genome. Therefore, we identified loops with bound Pol II but not with Cohesin or CTCF, and with both our findings and public data sets from different laboratories, we found that they were largely unchanged after transcription was inhibited. Additionally, acute depletion of Pol I and Pol III also did not result in changes in the large-scale chromatin structures, but a fraction of local, small-scale chromatin interactions seemed to be more affected. These results collectively demonstrate that RNA polymerases play a role in organizing local, small-scale 3D chromatin landscapes in mammalian cells. Interestingly, longer-term depletion of Pol II (≥ 6 h) reduced chromatin accessibility and Cohesin occupancy over chromatin. We propose that immediate transcription inhibition does not affect large-scale 3D chromatin structures but that indirect effects of transcription inhibition do affect them.

## Results

### Acute degradation of Pol I, Pol II, and Pol III in the mESCs with auxin-inducible degron technology

To investigate the roles of RNA polymerase proteins in 3D chromatin organization, we subjected mESCs to RNA polymerase degradation with degron technology. RNA polymerase-mediated transcription can be inhibited with different inhibitors; however, they either do not have the capacity to distinguish different RNA polymerases or are specific to a single RNA polymerase (such as alpha-amanitin) and only work at high concentrations, thus requiring a long treatment duration [35, 36]. The auxin-inducible degron system was applied to RNA polymerase subunits because it degrades protein rapidly and specifically (Fig. 1a; Additional file 1: Fig. S1a) [37, 38]. This system enabled us to specifically investigate endogenous Pol I (Rpa1), Pol II (Rpb1), and Pol III (Rpc1) with a GFP tag and the perturbation effects of loss of function through the use of a mAID tag.

**Fig. 1:**
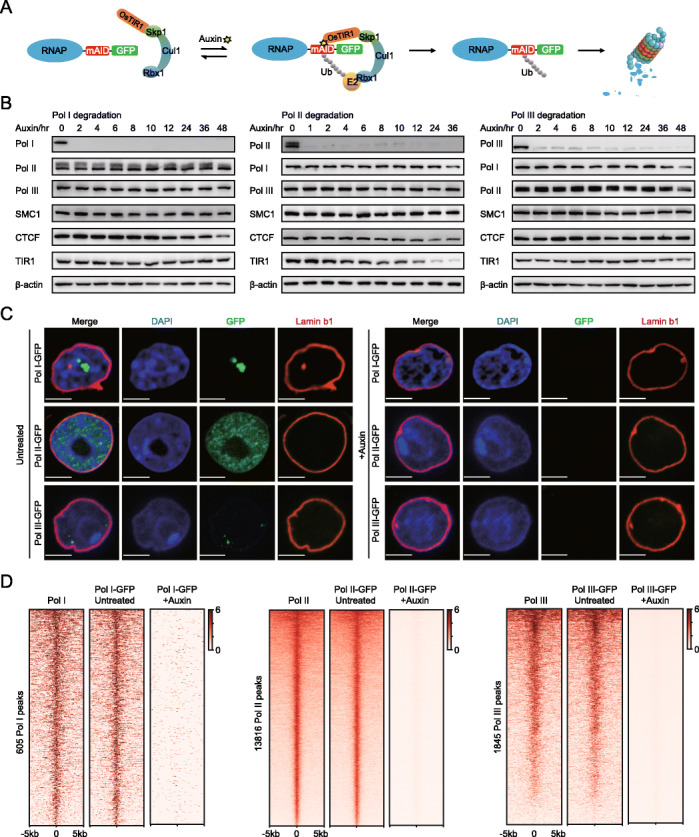
Rapid depletion of endogenous Pol I, Pol II, and Pol III proteins in the mESCs. **a** Schematic of auxin-inducible degron technology. Endogenous RNA polymerases are fused to the mAID-GFP tag in the C terminal with CRISPR genome editing. The fusion protein is recognized by OsTIR1 and subsequently degraded in the presence of auxin. Upon the removal of auxin, the Pol II protein was restored. **b** Western blot analyses of Pol I (RPA1), Pol II (RPB1), and Pol III (RPC1) protein levels after auxin treatment at different time points. Pol I (RPA1), Pol II (RPB1), Pol III (RPC1), Cohesin (SMC1), CTCF, and TIR1 (OsTIR1) protein levels were also examined. β-actin served as a loading control. **c** Lamin b1 immunofluorescence, DAPI, and GFP fluorescence signals for the RNA polymerases before and after a 6 h auxin treatment for Pol II and a 24 h auxin treatment for Pol I and Pol III. Images were obtained using a × 100 objective. **d** Left: Heatmap of the normalized ChIP-Seq signal centered at the Pol I peaks (*n* = 605) detected in the untreated cells, showing the marked reduction in Pol I binding in the degraded cells; the middle panel shows the Pol II peaks (*n* = 13,816); and the right panel shows the Pol III peaks (*n* = 1845). Heatmaps are ordered by descending ChIP-Seq signal intensity. RNA polymerases lost chromatin binding ability after auxin treatment (6 h for Pol II and 24 h for Pol I and Pol III)

We confirmed that the RPA1, RPB1, and RPC1 proteins, as mAID-GFP fusion proteins, could be depleted in murine embryonic stem cells. To determine the time point for Pol II loss of function, we first induced OsTIR1 expression for 12 h, added auxin, and then performed western blot analyses at different time points. Indeed, rapid degradation can be achieved for a specific RNA polymerase after the addition of auxin (Fig. 1b, c). RNA polymerase ChIP-Seq data sets were generated after depletion. A ChIP-Seq heatmap analysis confirmed that protein depletion was efficient with the auxin-inducible degron technology (Fig. 1d). A Venn diagram shows the common and specific peaks among Pol I, Pol II, and Pol III, with each having a different peak size distribution (Additional file 1: Fig. S1d). Furthermore, the global level of mature mRNAs measured by polyA RNA-Seq was not changed dramatically within 6 h of Pol II depletion (Additional file 1: Fig. S1b; Additional file 2: Table S1). 

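The polyA RNA-Seq data came from the Pol II degron mESCs, in which RPB1, the largest subunit of Pol II and the product of the gene Polr2a, carries the mAID-GFP tag. OsTIR1, a plant F-box protein that marks mAID fusion proteins for degradation when auxin is present, was first induced with 1 μg/ml doxycycline for 12 h. The cells were then left untreated (2 libraries) or treated with 500 μM auxin for 6 h (2 libraries). The authors aligned the paired reads to the mm10 genome with hisat2, counted them on the genes of the GENCODE annotation with salmon and htseq-count, and deposited the counts of 39017 genes without normalization. In the untreated libraries 14094022 and 14618357 reads were counted on genes, and in the auxin-treated libraries 15358714 and 15146135. The strand setting of the counting is not named in the paper's text, so the counts of genes that overlap another gene on either strand are uncertain. Genes were kept for testing by the filterByExpr function of edgeR, with a minimum count of 10, which left 16128 genes. The libraries were scaled by the TMM method, and each gene was compared between the groups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fold changes include the small default prior count of edgeR, which weighs on genes with few counts. TMM scaling sets the typical gene as unchanged, and the paper's text names no RNA of known amount added before sequencing, so a change shared by all mRNAs would not show in these values.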

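Polr2a lies on the minus strand of chromosome 11 of mm10, from 69733997 to 69758637 in the GENCODE vM21 annotation, with 29 exons and no other annotated gene overlapping it. CPM of single genes are counts per 1000000 after TMM scaling within each comparison. Polr2a mRNA was at 462 ± 7.29 CPM (SD, n = 2) in the untreated and 687 ± 22.8 CPM (SD, n = 2) in the auxin-treated cells. This was a log2 fold change of 0.57 (standard error 0.07, adjusted p = 0.00117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both auxin-treated libraries above both untreated ones. The degron acts on the protein, so this mRNA does not measure the depletion. Across all genes tested, 88.7% changed by less than 0.5 on the log2 scale. A change of more than 1 was seen for 567 genes (3.52%), of which 528 were higher and 39 lower after auxin. Taken between single libraries of the groups, this share was between 4.79% and 5.23% over the 4 pairs, compared with 2.83% between the untreated replicates and 1.61% between the auxin-treated replicates. Most of these genes had few counts, since 26 of the 10999 genes with a mean of at least 100 counts (0.236%) changed by more than 1. The filter moved the share most, to 24.4% when every gene with a count was included. Over all genes of the table, Pearson's r of log2(CPM + 1) averaged 0.996 over the 4 pairs of an untreated and an auxin-treated library, and was 0.998 within each group. Genes are not independent replicates, so no p-value was computed for these correlations. As Spearman's rho the average was 0.955, and the values within the groups were 0.9611 and 0.9601. At an adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 413 genes higher and 264 lower after auxin, 4.20% of the genes tested, and 3245 genes had an unadjusted p-value under 0.05. With no filter, the alternative with the fewest calls, 43 genes were higher and 12 lower. Scaled to the mitochondrial mRNAs, which Pol II does not make, the median change of all tested genes was −0.17, and on that scale 167 genes were called higher and 52 lower. The share of calls that were higher was 61.0% with TMM scaling and 76.3% with this one. Per 1000000 counts of the library total, the mitochondrial mRNAs summed to 3415 and 4007 in untreated and 3988 and 4410 in auxin-treated libraries. The groups overlap on this scale, so the median of −0.17 is uncertain and does not establish a fall of all mRNAs. With the wild-type libraries described below added to the fit, 567 genes were called higher and 668 lower. The smallest p-values among the higher genes belonged to Gm26917, Csrnp2 and Dio3. Gm26917, a non-coding transcript annotated at a copy of the rRNA repeat on chromosome 17 (39843013 to 39846341), had a log2 fold change of 1.56 (standard error 0.10), and Csrnp2 on chromosome 15 (100479570 to 100495488) one of 1.30 (standard error 0.09), both with an adjusted p of 6.88e-06 from the same edgeR test. Among the lower genes the smallest p-values were those of Fgf4, with a log2 fold change of −0.90 (standard error 0.08, adjusted p = 5.63e-05), Zfp42, with −0.65 (standard error 0.07, adjusted p = 0.000326), and Sox2, with −0.78 (standard error 0.09, adjusted p = 0.000482), all from the same edgeR test. After the western blots and the ChIP-Seq had shown the loss of Pol II protein and binding, the paper sets mRNA levels beside them (Fig. S1b; Table S1) and states that mature mRNAs as a whole were not changed dramatically at this time point.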

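The libraries labelled as wild-type mESCs, in the paper the V6.5 line from which the degron cells were made, numbered 2, with 14779203 and 14878507 reads counted on genes. Their records name retinas in the extraction of RNA, so their identity rests on the labels and on the expression of pluripotency genes, such as the 11743 and 11725 counts of Pou5f1. The authors deposited their counts in a separate table, over the same genes and again without normalization. Whether these cells received doxycycline is not named in the paper's text. They were compared with the 2 untreated Pol II degron libraries by the same filter, scaling and test, fitted on these 4 libraries alone. The libraries of the separate tables may have been prepared at different times. A difference between library batches therefore cannot be told apart from one between the cells, and the spread between replicates does not measure it. The correlation of log2(CPM + 1) across genes averaged 0.984 over the 4 pairs of a wild-type and an untreated library, with a range from 0.983 to 0.985, below the 0.998 found between the wild-type replicates. On raw counts, the setting that moved it most, the average was 0.900. Of the 15778 genes tested, 55.7% differed by less than 0.5 on the log2 scale, and 2955 (18.7%) differed by more than 1, with 1160 higher and 1795 lower in wild-type cells. Between single libraries of the groups this share was 19.0% to 20.5%, several times the 2.01% between the untreated replicates and the 2.99% between the wild-type replicates. Among the 10842 genes with a mean of at least 100 counts it was 10.6% (1151 genes), and with no filter it was 35.1%. At an adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 4713 genes higher and 4842 lower in wild-type cells, which is 60.6% of the genes tested. DESeq2, the alternative that moved these calls most, gave 3575 and 3511. With a fold change past 1 on the log2 scale as well, 1124 genes were higher and 1737 lower. Levels of single genes below follow the TMM scaling of this comparison, so untreated levels differ from those in the auxin comparison. With the TMM scaling of these 4 libraries, Polr2a was at 450.4 ± 7.19 CPM (SD, n = 2) in untreated and 481 ± 9.67 CPM (SD, n = 2) in wild-type cells. This was a log2 fold change of 0.10 (standard error 0.06, adjusted p = 0.172 from the same edgeR test). Scd1, on chromosome 19 from 44394455 to 44407879, was higher in wild-type cells by 3.79 (standard error 0.07, adjusted p = 3.18e-11 from that test). Neat1, a non-coding RNA on chromosome 19 from 5824708 to 5845478 that overlaps other annotated genes on its own strand, differed by −3.43 (standard error 0.07, adjusted p = 1.00e-10 from that test). Eif2s3y, on chromosome Y from 1010543 to 1028847, differed by −3.69 (standard error 0.10, adjusted p = 3.47e-10 from that test). The other genes with the smallest p-values are uncertain, because their sequence also occurs in transcripts of other genes. This held for 100% of the 100-base stretches of Rpl7a-ps11 (log2 fold change 5.60), 67.4% of those of Gm6793, which also lies opposite Terf2ip (5.36), and 88.9% of those of Gm5559 (−2.75). By fitted log2 fold change, the largest differences belonged to Hist1h2ao and to genes at or under 3 counts in both libraries of one group. The fold of those genes is given as a lower bound, and their rank rests on the fitted value and not on that bound. Gm16236 was at least 6.71-fold higher in wild-type cells. Gm21596 was at least 145-fold higher, but with 58 counts in wild-type replicate 1 and 811 in replicate 2, so that without replicate 2 the bound was 19.6-fold, and 64.5% of its stretches occur elsewhere. Hist1h2ao had a log2 fold change of 7.22, with 92.7% of its stretches shared. Gm13694 was at least 16.4-fold lower, with 100% of its stretches shared, Gm4858 at least 15.41-fold lower and AU015228 at least 14.4-fold lower.

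**Figure D1:**
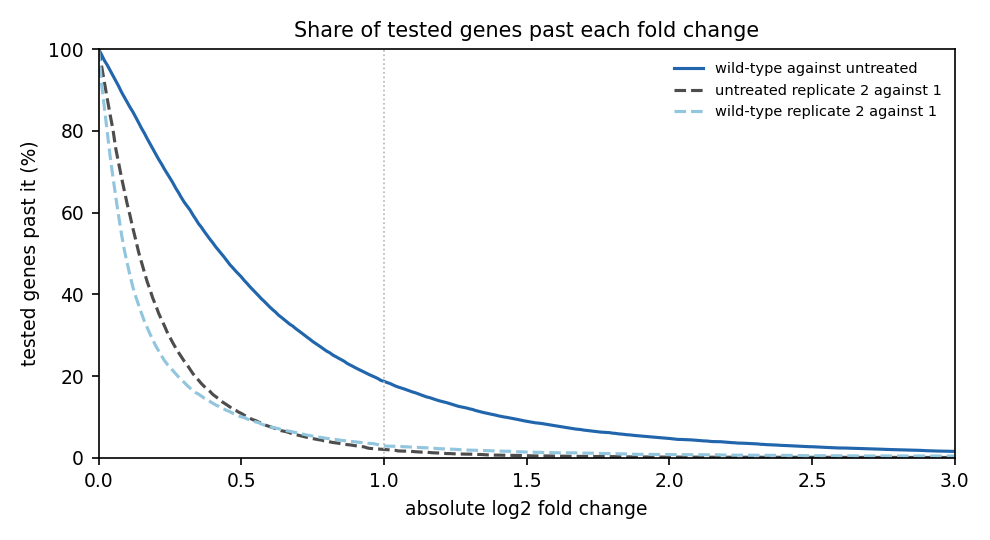
Share of the tested genes (y axis, percent) whose absolute log2 fold change (x axis) was larger than each value, for wild-type against untreated cells (solid line) and for the untreated and the wild-type replicates against each other (dashed lines). At a log2 fold change of 1, marked by the dotted line, the shares with TMM scaling are 18.7%, 2.01% and 2.99%. The dashed lines were drawn with library totals as the scaling, so they can differ slightly from these values. Replicates do not show the spread between library batches.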

The RNA polymerase chromatin binding affinity, mRNA transcriptome, and 3D chromatin structures in the wild-type and tagged RNA polymerase cells are highly correlated (Fig. 1d; Additional file 1: Fig. S1c, S1e, S2d), indicating that we could use tagged cells (untreated) as controls for our downstream analyses.

To determine whether the rapid depletion of RNA polymerase causes pleiotropic effects on mESCs, we compared the cellular and molecular properties of the engineered and wild-type mESCs under our experimental conditions. The cell viability, cell cycle, caspase 3/7 activities, and γH2AX levels were comparable in the wild-type and the engineered cells upon treatment with doxycycline and auxin (Additional file 1: Fig. S1f-h, S1j). These engineered cells behaved similarly to the vehicle-treated wild-type cells, indicating that the rapid depletion of the RNA polymerases did not cause measurable effects in the cells at the time points when they were evaluated and that mAID-GFP tagging did not interfere with the physiological properties of mESCs (Additional file 1: Fig. S1f-j). A degradation time of 6 h for Pol II and 24 h for Pol I and Pol III was chosen for the downstream Hi-C analyses because these proteins are degraded quickly. The depletion did not cause noticeable changes in the protein level of other chromatin structural regulators (i.e., SMC1 and CTCF) or on the largest subunits of Pol I, Pol II, and Pol III (Fig. 1b), although a slight destabilization of endogenously tagged proteins was observed, as reported previously [37]. These results suggest that the mAID-GFP fusion supports the essential functions of RNA polymerases.

### A/B compartments and TAD structures were largely unchanged after acute depletion of Pol I, Pol II, and Pol III

Previous studies on the relationships between transcription and 3D genome usually focused on Pol II [3, 39–41]; here, we investigated Pol I, Pol II, and Pol III separately for their roles in the 3D genome. To generate high-resolution chromatin structure data after RNA polymerase depletion, we used our recently developed BAT Hi-C method (Bridge linker-Alul-Tn5 Hi-C) [42], which can efficiently delineate chromatin conformational features such as DNA loops (the “Materials and methods” section, Additional file 3). A combination of the BAT Hi-C technique and a RNA polymerase rapid degradation system enabled us to adequately investigate the relationships between specific RNA polymerases and chromatin structures.

Pol I, Pol II, and Pol III degron cells were subjected to degradation and then were collected for BAT Hi-C analyses. Two biological Hi-C replicates for both untreated cells (total reads = 277 million) and Pol II-degraded cells (total reads = 300 million) were obtained (Additional file 2: Table S2). The Hi-C data were reproducible (Additional file 1: Fig. S2a) and consistent with data in the mESC Hi-C data quality matrix and for the A/B compartments as published previously (Additional file 1: Fig. S2b-c) [43]. We pooled the data and acquired a 25-kb resolution Hi-C data set under both untreated and degraded Pol II conditions. The quality of the Hi-C data sets after Pol I or Pol III degradation was similar to that of the Pol II degron Hi-C data sets (data not shown). Since the method using Hi-C to detect structures is sensitive to sequencing depth, we sampled our data sets to the same sequencing depths for comparison (Additional file 2: Table S2). Indeed, the insulation score and compartment PC1 values were comparable for the untreated Pol I, Pol II, and Pol III Hi-C data sets, and the average contact frequencies in each data set were also similar across the genome (Additional file 1: Fig. S2d-e).

We next sought to investigate whether perturbations occurred in the A/B compartments or TADs upon the rapid depletion of each RNA polymerase in the mESCs. The A/B compartments were first delineated using Eigenvectors. Then, a Saddle plot displaying the compartmentalization strengths indicated that the degradation of the RNA polymerases did not cause apparent effects on the B-B, B-A, A-B, or A-A contact frequencies (Fig. 2a–c, left panel, Additional file 1: Fig. S2f). The TADs are identified by an arrowhead, and we identified 1589 TADs in the Hi-C data set of the untreated cells and 1496 TADs in the Hi-C data set of the cells with Pol II degradation (Additional file 2: Table S3). We then compared the Hi-C-detected TAD structures in cells under untreated and degraded conditions. The TAD boundaries identified in our Hi-C data set confirmed the TAD boundaries reported previously [43, 44]. The averaged chromatin interactions around TAD structures showed no noticeable changes (data not shown). The observed reads were resampled to equal amount divided by the expected reads (O/E) and used to calculate the averaged Hi-C signals around TAD regions. These O/E values of the interactions underestimated the differences but reduced the interference caused by experimental variations under the two conditions. Consistently, the observed/expected chromatin interactions for the TAD structures did not change notably after RNA polymerase degradation (Fig. 2a–c, right panel), and the relative chromatin interaction frequencies were almost the same for different distances (Additional file 1: Fig. S2g). For comparison, the Hi-C data sets for the CTCF degradation condition were reanalyzed with the same methods described above for the polymerases, and the results indicated that CTCF degradation caused a significant decrease in the number of intra-TAD interactions (Fig. 2d, e). We also performed insulation score analyses with the TAD boundaries defined through high-resolution Hi-C analyses published previously [44]. The results showed that there were no obvious changes in either the CTCF-bound or CTCF-unbound boundaries under the untreated and auxin conditions used for the Pol I, Pol II, or Pol III degron cells (Fig. 2a–c), while the insulation score showed dramatic decreases in the publicly available CTCF degradation Hi-C data sets (Fig. 2e) [24]. These results indicate that the TADs and compartments were largely unchanged after Pol I, Pol II, and Pol III depletion.

**Fig. 2:**
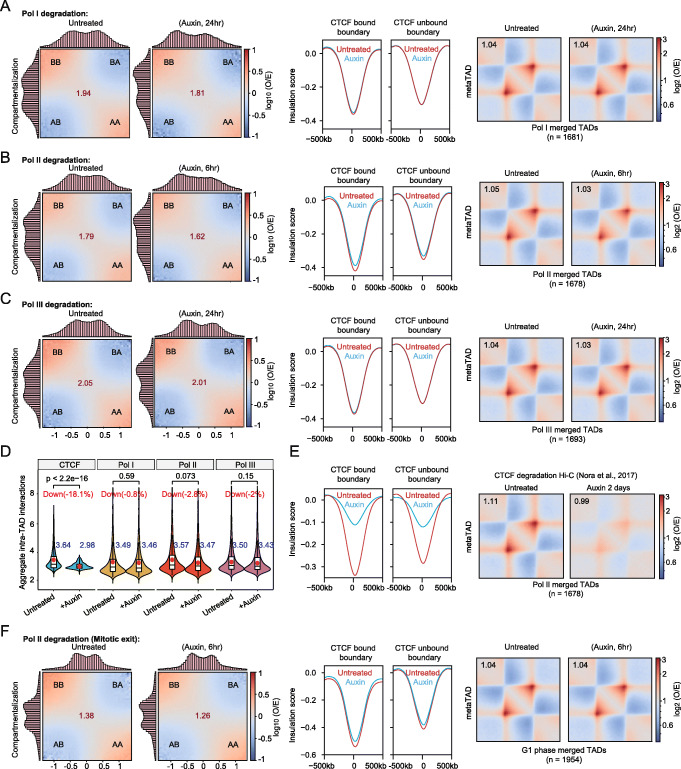
The compartments and TADs do not notably change after RNA polymerase depletion. **a** Saddle plots representing compartmentalization strength (left), average insulation score displayed for the CTCF-bound and CTCF-unbound TAD boundaries, from Bonev et al. [44] (middle); heat map of the average observed/expected Hi-C interactions in the TAD regions (right) under untreated and Pol I-degraded conditions (24 h). **b** Illustrated as **a**, but with Pol II degradation Hi-C data sets. **c** Illustrated as **a**, but with Pol III degradation Hi-C data sets. **d** Violin plots showing quantification of the aggregated intra-TAD observed/expected contact enrichment values for various RNAP-degraded conditions based on the BAT Hi-C data presented in **a**–**c**. Compared to that upon CTCF depletion, there was no significant change in these chromatin structures 6 h or 24 h after RNAP degradation. *p* values were calculated using a two-sided Wilcoxon test. **e** Averaged insulation score displayed for the CTCF-bound and CTCF-unbound TAD boundaries from Bonev et al. [44] (left), and heat map of the average observed/expected Hi-C interactions in the TAD regions (right) under untreated and CTCF-degraded conditions (2 days). **f** Illustrated as **a**, but with Pol II degradation during mitotic exit in Hi-C data sets

### Chromatin structures were re-established upon mitotic exit after Pol II depletion

Our evidence suggested that RNA polymerases have little or no impact on the maintenance of the large-scale 3D genome, but RNA polymerases might function during the process of its establishment. To explore this assumption, we performed Pol II degradation followed by chromatin structure analyses during mitotic exit. Previous studies reported that TAD structures disappear during mitosis and reappear in the early G1 phase [45]. We synchronized our cells into the M phase, simultaneously degraded Pol II, and then collected both the untreated and Pol II-degraded cells for Hi-C analyses upon mitotic exit. Following previously published protocols, we analyzed the cell cycle and found that approximately 90% of the cells were synchronized into M phase (Additional file 1: Fig. S2h) [46]. By comparing the cells with or without Pol II during mitotic exit, we found that the degradation of Pol II during mitotic exit did not cause obvious changes in the A/B compartments or TAD structures (Fig. 2f). These results revealed that the Pol II protein is nonessential for both the maintenance and establishment of large-scale chromatin structures in mESCs.

### Pol I, Pol II, and Pol III loss altered local, small-scale chromatin interactions

To test whether Pol I, Pol II, and Pol III organize local, small-scale chromatin structures, we first identified Pol I-, Pol II-, and Pol III-binding hotspots or clusters using the ROSE algorithm [47]. Overall, the Hi-C analysis showed that the contact frequency decreased 2.3%, 12.6%, and 1.5% in the binding clusters of Pol I, Pol II, and Pol III, respectively (Fig. 3d), and small, specific regions were more affected (Fig. 3a–c). Interestingly, Pol III-binding hotspots seemed to be more clustered after Pol III depletion (Fig. 3c), a finding in agreement with those on the previously known insulator functions of tRNA elements [48–50], and with a small but increased frequency of chromatin interactions across the tRNA clusters after Pol III depletion (Fig. 3c, d). Further correlation analyses of Hi-C interaction changes using different types of functional genomic data sets were performed, and we found that Hi-C interaction changes had a better correlation with the corresponding ChIP-Seq signals (Fig. 3e). The chromatin interactions of different genes that are known to be regulated by different RNA polymerases were also investigated. We found that the 45S rRNA locus did not obviously change after Pol I depletion, although relatively modest effects were found on the chromatin interactions in the mRNA and tRNA loci after the depletion of Pol II and Pol III (Fig. 3f–h), respectively. These results lead us to conclude that Pol I, Pol II, and Pol III play modest roles in structuring local, small-scale chromatin interactions, and Pol II seems to contribute more. Therefore, we focused on Pol II in the following study.

**Fig. 3:**
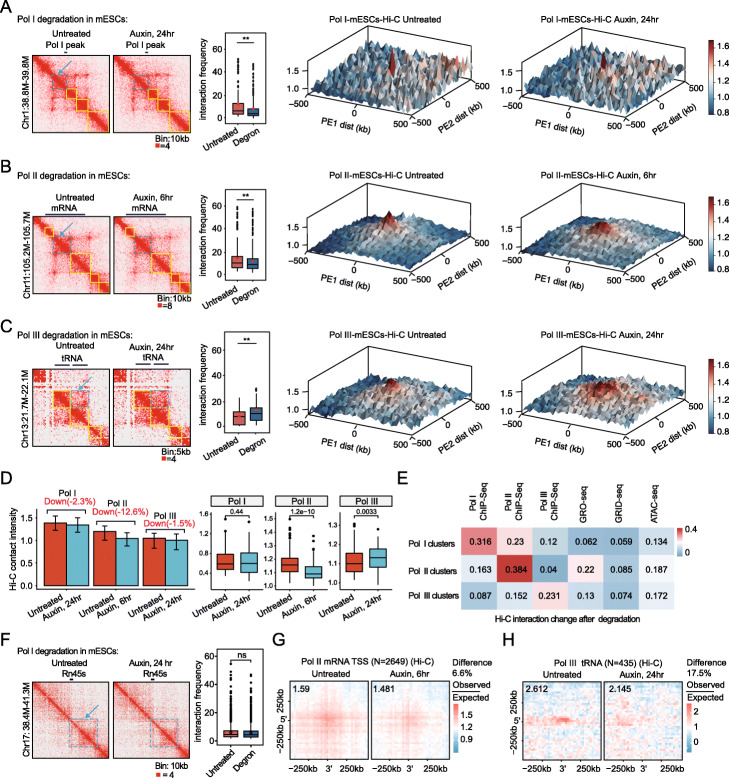
RNA polymerase depletion caused few or no changes in the local, small-scale chromatin interactions according to the Hi-C data sets. **a** Hi-C contact maps for the Pol I peak: 38.8–39.8-Mb region of chromosome 1. The yellow line marks regions of insulated domains, and the signals indicated by the blue dashed line mark regions were quantified as illustrated with the box plot in the left panel. Significance was determined using a Wilcoxon test (**p < 0.01). PE-SCAn analysis results (10-kb resolution) depicting the Hi-C contact frequency for the high-density clusters of Pol I under untreated and degraded conditions are displayed in the right panel. The area shown is centered on the respective RNAP-binding sites (including 500 kb upstream and downstream). The *y* axis indicates the Hi-C contact frequency. **b** Hi-C contact maps for the mRNA (*Tlk2*) loci: 105.2–105.7-Mb region of chromosome 11 at 10-kb resolution in the Pol II degron cell line under untreated (left) and auxin-treated (right) conditions with Pol II degron cell line. **b** is illustrated as **a** but based on the Pol II degradation Hi-C data sets. **c** Hi-C contact maps for the tRNA cluster: 21.7–22.1-Mb region of chromosome 13 at 10-kb resolution in the Pol III degron cell under untreated (left) and auxin-treated (right) conditions with Pol III degron cell line. **c** is illustrated as **a** but based on the Pol III degradation Hi-C data sets. **d** Bar graph shows the highest reproducible Hi-C contact intensity (means ± SEM) detected for Pol I-, Pol II-, or Pol III-binding clusters (red bars) and compared with the intensity of each in the degraded cells (blue bars) at each respective region, shown in the left panel. Box plot displaying the changes in the average contact frequency for the Pol I-, Pol II-, or Pol III-binding clusters after auxin treatment, shown in the right panel. For all the box plots, the centerline denotes the median; box limits denote the 25th–75th percentile. *p* values were calculated using a two-sided Wilcoxon test. **e** Correlation of Hi-C contact frequency changes in the Pol I clusters (top), Pol II clusters (middle), and Pol III clusters (bottom) after Pol I, Pol II, and Pol III depletion and Pol I, Pol II, and Pol III ChIP-Seq, GRO-Seq, GRID-Seq, and ATAC-Seq signals in the mESCs. **f** Normalized Hi-C contact maps for 45S rRNA (Chr17:38.4 M–41.3 M). The **f** is illustrated as **a**, but based on Pol I degradation Hi-C data sets. **g** PE-SCAn plots showing the aggregate Hi-C contact maps around pairs of active gene promoters (*N* = 2649) under untreated and Pol II-degraded conditions, respectively. The values of the central pixel relative to the bottom-left corner are annotated on the maps. **h** Same as **g**, but for tRNA (*N* = 435) under untreated and Pol III-degraded conditions

### Higher resolution chromatin interaction analyses indicated that Pol II contributes little to the organization of small loop domains

The ability to determine the prevalent mechanisms underlying chromatin folding appear to highly depend on the resolution of the chromatin structure analyses. To obtain higher resolution information on the Pol II-dependent intra-TAD structures, we performed H3K27ac HiChIP and Ocean-C analyses after Pol II depletion for 6 h. The H3K27ac HiChIP data are used to map chromatin loops associated with active promoters and enhancers [51, 52], and Ocean-C, a recently developed antibody-free chromosome conformation capture technique, combines FAIRE-Seq with Hi-C to map hubs of open chromatin interactions [53]. Chromatin loops were identified by hichipper and HiCCUPS [54, 55] (Additional file 2: Table S4). The histogram shows that most of the loop interaction strength seems to be affected after Pol II degradation for the loops identified by both algorithms with the Hi-C, HiChIP, and Ocean-C data sets (Additional file 1: Fig. S3). The scatter plot and box plot of the HiCCUPS-identified chromatin loops in all three data sets consistently show a slight decrease after Pol II depletion (Fig. 4a).

**Fig. 4:**
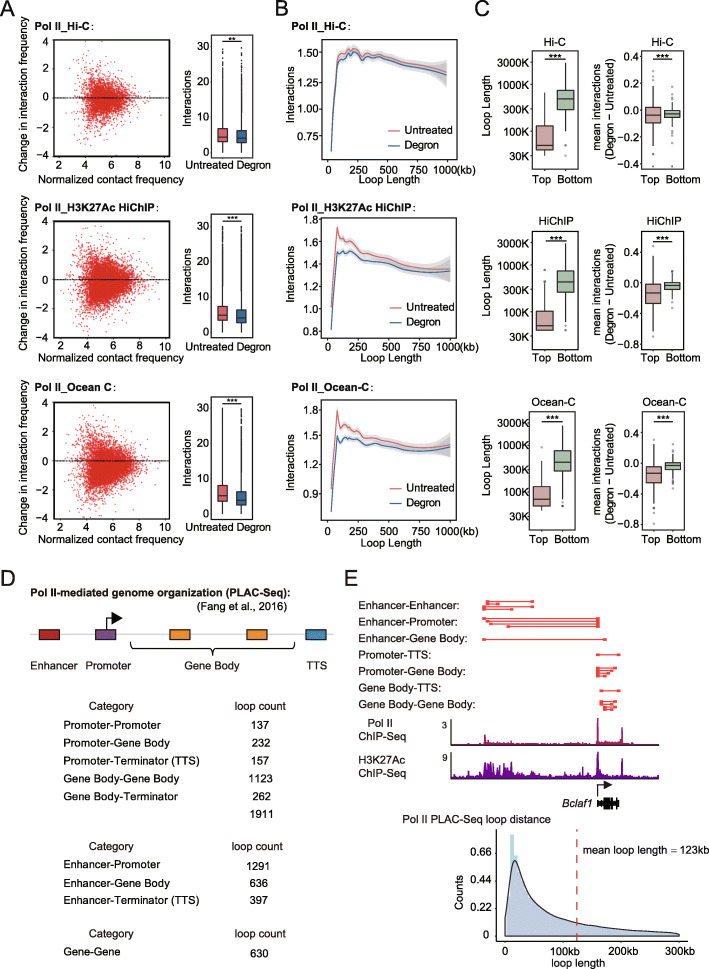
Higher resolution chromatin interaction analyses indicated that Pol II loss alters actively transcribed local, small loop domains. **a** Left: Scatter plot of the log fold change of contact frequency compared to the normalized mean contact frequency of the chromatin loops before and after Pol II degradation. Contact frequency was measured by Hi-C (top), H3K27ac HiChIP (middle), and Ocean-C (bottom). Right: Box plot of the contact frequency of the loops in the untreated and degron cells. Significance was calculated by Student’s *t* test (***< 0.001, **< 0.01). **b** Mean contact frequency ranked by the length of the chromatin loops under untreated and degron conditions using the same data sets as used in **a**. Data were smoothed by loess regression. **c** Chromatin loop length (left) and changes in mean contact frequency inside the loop domains (right) at high levels of transcription (top) and low levels of transcription (bottom), based on the same data sets as used in **a**. Significance was calculated using a Kolmogorov-Smirnov test (***< 0.001). **d** Global analyses of the Pol II PLAC-Seq-identified chromatin loops at gene regulatory elements (enhancers, promoters, gene bodies, and terminators (TTS)) in wild-type mESCs [56]. The category is listed in the left panel, and the loop counts for each category are listed in the right panel. Contact enrichment (obs/exp) for promoter-promoter (average PET number 11.16, hypergeometric *p* value 3.563683e−04) and promoter-enhancer loops (average PET number 15.28, and hypergeometric *p* value 6.477318e−06) were quantified. **e** The top panel shows Pol II-mediated chromatin loops (red lines). ChIP-Seq profiles for Pol II and H3K27ac are shown for the *Bclaf1* locus (middle). A schematic of the Pol II-mediated 3D chromatin structure at the *Bclaf1* locus is shown in the right panel. The histogram of the loop counts ranked by the length of the loops is shown at the bottom

We next sought to identify the features of the chromatin loops that were sensitive to Pol II depletion. Previous studies reported that active transcription defines the small compartmental domains throughout Eukarya, but that transcription itself does not predict 3D chromatin organization in mammals at specific loci [13]. Our analyses of chromatin structures after Pol II degradation were used to explore the existence of Pol II transcription-dependent loop domains. A loop-length analysis indicated that Pol II degradation mostly affected the interaction strength of the small loop domains (Fig. 4b), usually less than 250 kb, which appears to be similar to the small compartmental domains in *Drosophila* [13]. Considering that the current resolution of the Hi-C method is not sufficient to make a conclusion, we analyzed two other higher resolution data sets, HiChIP and Ocean-C, and both of them exhibited trends consistent with those shown by the Hi-C data. The HiChIP and Ocean-C data sets showed more significant changes, 14% and 15%, respectively, than were indicated by the Hi-C data set (4%) because they preferentially capture interactions involving open chromatin, and at a similar sequencing depth, they provide higher resolution than Hi-C.

If Pol II was involved in structuring small chromatin loops, we would anticipate the active and silent regions involved with Pol II transcription to behave differently after Pol II depletion. To test this idea, we ranked the average GRO-Seq (nascent transcript) signals for the loop domains and those of their upstream and downstream 100-kb windows, in decreasing order. Indeed, the top GRO-Seq signal-associated loop domains were smaller and showed a more significant decrease in the frequency of chromatin interactions than the bottom GRO-Seq signal-associated domains in the three different data sets (Fig. 4c). These results indicate that, although Pol II has no effect on large-scale genome structures, it contributes to actively transcribed local, small loops.

If Pol II contributes to local chromatin organization, then proximity ligation-assisted ChIP-seq (PLAC-Seq) analyses for Pol II would be expected to show that Pol II is preferentially associated with short-range chromatin loops [56]. We reanalyzed previously published Pol II PLAC-Seq in mESCs. The results showed that Pol II-associated interactions connected promoters, gene bodies, terminators, and enhancers (Fig. 4d; Additional file 2: Table S5). Most of these interactions were within 100 kb (Fig. 4e) and constrained within CTCF loop domains [57, 58]. Some Pol II-associated interactions involved chromatin clusters among genes and their potential regulatory elements, as observed for the *Bclaf1* locus (Fig. 4e). These results indicate that Pol II mediates chromatin loops within a short range around gene regulatory elements.

### Loops with bound Pol II but without Cohesin or CTCF were largely unchanged after Pol II depletion

Our RNA polymerase degron system degraded Pol II within 1 h (Fig. 1b), which provided the unique ability to separate the impact of transcription states (including other transcription apparatuses and active transcription-associated chromatin environments) from the presence of RNA polymerase proteins per se. Therefore, we performed BAT Hi-C analyses in mESCs 0 h, 1 h, and 6 h after Pol II depletion. These Hi-C data sets were highly reproducible, as we showed previously (Additional file 1: Fig. S2a, S4a). The compartment and TAD structure analyses reproducibly showed no obvious differences among 0 h, 1 h, and 6 h after Pol II depletion (Fig. 2b, f; Additional file 1: Fig. S4b-e). Taken together, our results demonstrate that Pol II proteins are dispensable for large-scale chromatin structures in mESCs.

Previous transcription inhibition followed by chromatin structure analyses also exhibited no changes, as determined through aggregated analyses [17, 18, 22]; these analyses did not exclude the possibility that subsets of chromatin loops might change after transcription inhibition. On the other hand, most of the chromatin loops in mammals are occupied by CTCF and Cohesin; therefore, it was better to select loops with bound Pol II but without Cohesin or CTCF to evaluate the contributions of Pol II in 3D genome organization. We found that the loops with bound Pol II but without Cohesin showed very little CTCF binding (Fig. 5a). A similar classification was applied to our Pol II degron Hi-C data sets, and these loops were largely preserved 1 h and 6 h after Pol II degradation (Fig. 5b). Then, we identified loops with bound Pol II but without Cohesin or CTCF and found that they were also preserved after Pol II depletion (Additional file 1: Fig. S5a). We then performed the same analyses with the previously obtained transcription inhibition Hi-C data sets on early embryo development and activated B cells [18, 22]. The analyses consistently showed that loops predominantly bound by Pol II were largely unchanged after transcription inhibition (Fig. 5b; Additional file 1: Fig. S5a). In contrast, CTCF-bound loops had a significantly decreased interaction strength after CTCF depletion, as determined using the same analysis pipeline (Additional file 1: Fig. S5b).

**Fig. 5:**
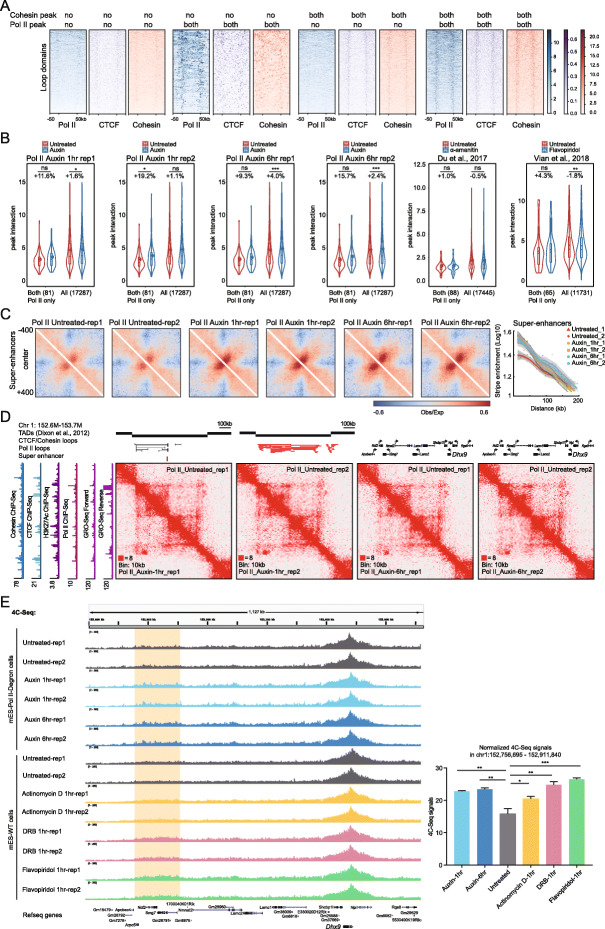
Loops with bound Pol II but without CTCF or Cohesin were largely unchanged after transcription inhibition. **a** Heatmap of the ChIP-Seq signals of loops classified by the extent of their overlap with Cohesin or Pol II peaks. “Both” means that both of loop anchors overlap with ChIP-Seq peaks, and “no” means that no anchor overlaps with a ChIP-Seq peak. The number of loops was determined based on the H3K27ac HiChIP data sets. The numbers in each group are 773, 101, 2649, and 787. **b** Violin plots of the loop peak interaction according to the Hi-C data under untreated and auxin(/inhibitors) conditions. Loops of Pol II bound at both anchors without Cohesin at either anchor were selected out and plotted with all loops included. The number of loops is indicated in parentheses. The dot inside the box plot denotes the mean interaction, and the percentage of change was calculated as the difference in the mean value divided by the untreated mean value. Significance was calculated by Student’s *t* test (***< 0.001, **< 0.01, *0.05). **c** Aggregate target-centered Hi-C maps reveal that Pol II degradation slightly increased of super-enhancer (SE) stripe formation. Pile-up maps were plotted with the 10-kb resolution contact matrix and normalized to the distance, with a positive signal in red, and a negative signal in blue. In the right panel, the signal decay curve of the SE stripes. The *x*-axis shows the enrichment of the SE stripes, and the *y*-axis shows the distance to the target center, up to 200 kb. **d** Hi-C contact maps for *Dhx9*: 152.6–153.7-Mb region of chromosome 1 at 10-kb resolution in the untreated and auxin-treated Pol II degron cell lines. The Cohesin, CTCF, H3K27ac ChIP-Seq signals, and GRO-Seq signals are displayed on the left. The black bars indicate TAD structures. The black lines indicate CTCF/Cohesin loops, and the red lines indicate Pol II-associated loops. **e** The 4C analyses at the *Dhx9* locus after Pol II degradation and transcription inhibition are shown. Transcription was inhibited with flavopiridol, actinomycin D, or DRB treatment for 1 h. The orange background regions indicate the 4C-enriched region, and the quantitative analysis (mean with SD) is shown on the right. The untreated signals indicate the average signals under untreated conditions for mES-WT and mES-Pol II degron cells. Significance was calculated using Student’s *t* test

Super-enhancer loci are usually associated with extremely high levels of transcription [59, 60]. Therefore, we examined these regions for changes in chromatin interactions. The target-centered maps indicated that the super-enhancer regions had mildly enhanced chromatin interactions both 1 h and 6 h after Pol II degradation (Fig. 5c). Specifically, the interactions around the key pluripotency gene *Esrrb* and housekeeping gene *Dhx9* adjacent to super-enhancer-associated loop domains were also enhanced (Fig. 5d; Additional file 1: Fig. S5c). Moreover, this observation was independently validated by 4C-Seq analyses after Pol II depletion (Fig. 5e). We then inhibited transcription with actinomycin D, DRB, or flavopiridol and observed a consistent increasing trend in interaction frequencies (Fig. 5e). Recent live-cell imaging analyses indicated that Pol II transcription restrains the dynamics of chromatin [61]. This finding explains our observation that Pol II degradation caused a slight increase in the frequency of chromatin interactions at super-enhancer regions. These results further suggest that Pol II is not directly involved in large-scale chromatin organization but restrains the dynamics of chromatin associated with active genes, underlying a potential mechanism for the increase in the frequency of chromatin interactions after Pol II depletion.

### Pol II depletion altered the subset of promoter-associated chromatin interactions

Multiple studies have shown that active promoters engage in interactions over a long range [44, 58, 62, 63], but the roles of Pol II proteins in these promoter pairs remain unclear. We performed paired-end spatial chromatin analysis (PE-SCAn) among different subgroups with our high-resolution H3K27ac HiChIP and Ocean-C data sets on interactions after Pol II degradation. The PE-SCAn plots of pairs of promoters across multiple distances (intra-TAD < 2 MB, long-range > 2 MB) (Fig. 6a; Additional file 1: Fig. S6a) for a different expression levels (high/medium/low) (Fig. 6b; Additional file 1: Fig. S6b), with CTCF binding and without CTCF binding (Fig. 6c; Additional file 1: Fig. S6c), collectively showed that the distance and expression level modestly affected the active transcription-mediated promoter-promoter interactions in a CTCF-independent manner.

**Fig. 6:**
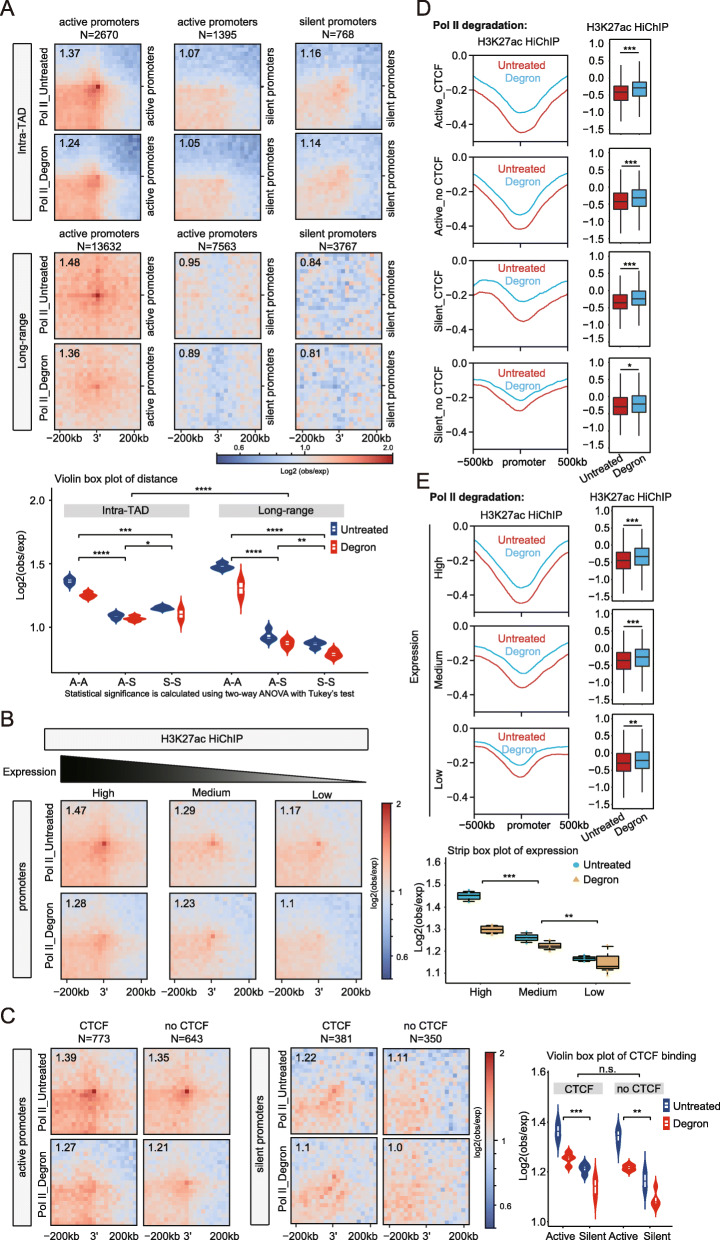
Pol II depletion had a relatively modest effect on the promoter-associated chromatin interactions. **a** Aggregate H3K27ac HiChIP contact maps around pairs of either active or silent gene promoters in the mESCs grouped by intra-TAD pairs (between 200 kb and 2 Mb) or cis long-range (from 2 to 10 Mb) (upper panel). Data are represented in a violin box plot showing the means ± SD (bottom panel). Significance was calculated using two-way ANOVA with Tukey’s test. **b** Aggregate H3K27ac HiChIP contact maps around pairs of active gene promoters in the mESCs and separated into three equal slices (each *N* = 833) based on the expression level (left panel). Data are represented as in a stripe box plot showing the means ± SD (right panel). Significance was calculated using two-way ANOVA with Tukey’s test. **c** Aggregated H3K27ac HiChIP contact maps around pairs of either active or silent gene promoters in the mESCs, which were classified based on the presence of CTCF-binding sites within ± 5 kb (left panel). Data are represented in a violin box plot showing the means ± SD (right panel). Significance was calculated using two-way ANOVA with Tukey’s test. **d** Average insulation score based on the H3K27ac HiChIP data set for promoters under untreated and Pol II-degraded conditions (6 h) (left panel), and the insulation score for promoters were quantified and are illustrated in the box plot in the right panel. Significance was determined using a Wilcoxon test (*p < 0.05, **p < 0.01, ***p < 0.001). **e** Illustrated as **d**, but the promoters were classified according to the gene expression level (high/medium/low)

To further investigate the roles of Pol II in promoter-associated interactions, we performed insulation score analyses for different groups of promoters. We observed relatively few or no changes in the insulation scores of the active_CTCF-bound, active_no CTCF, silent_CTCF-bound, and silent_no CTCF promoters in the Pol II depletion H3K27ac HiChIP and Ocean-C data sets (Fig. 6d; Additional file 1: Fig. S6d). We then created high/medium/low subgroups of interactions associated with no CTCF promoters based on gene expression with GRO-Seq data. The analyses also showed that there were no or few differences in the changes in the insulation scores under untreated or Pol II degron conditions (Fig. 6e; Additional file 1: Fig. S6e).

Loops between promoters and the gene bodies of highly transcribed genes indicated stripe signals in C-types of data on chromatin structures [64, 65]. We performed stripe analyses with our H3K27ac HiChIP data sets at enhancer, promoter, and CTCF insulator regions. The results showed that there were relatively few or no differences in these stripe signals (Additional file 1: Fig. S6f), which is less than the changes with acute transcription inhibition with inhibitors [64]. The reasons for that could be (1) these interactions could be dynamic, which can only be robustly detected with the high-resolution Micro-C; or (2) our Pol II degradation inhibits gene transcription, but the Pol II depletion may not be complete in specific gene loci as recently reported in a different cell line [66]; or (3) these interactions are specific and setup by the transcription factors etc. that are present, and not by the general transcriptional process [67, 68].

### Immediate depletion of Pol II did not perturb Cohesin-chromatin binding, but prolonged depletion had an effect

If Pol II is indeed nonessential in global 3D genome organization, how could transcription-mediated Cohesin-chromatin binding and transcription elongation-mediated chromatin structures be explained? We speculated that Pol II might indirectly regulate Cohesin. Taking advantage of the Pol II degron system, we degraded Pol II at different time points, especially at the 1 h time point (Fig. 1b). The single locus (Fig. 7a) and meta-gene analyses (Fig. 7b, c) of the ATAC-Seq signals and Cohesin (Smc1) ChIP-Seq data showed that these signals did not change 1 h after Pol II degradation but decreased after 6 h. The ATAC-Seq peaks bound with or without CTCF/Cohesin in both promoters and distal elements showed no obvious differences (Additional file 1: Fig. S7a), indicating general chromatin compaction after 6 h of Pol II depletion. These results implicate that Pol II degradation may indirectly change the 3D chromatin interactions. By inhibiting transcription for extended periods, many potential secondary effects may emerge (a decrease in the number of short half-life transcripts and noncoding RNAs, reduced chromatin accessibility, increased stress caused by transcription inhibition, etc.). Our data support a model in which transcription inhibition does not cause immediate changes in large-scale chromatin interactions but decreases the frequency of chromatin interactions at Pol II clusters, potentially by reducing chromatin accessibility and inhibiting Cohesin binding on chromatin.

**Fig. 7:**
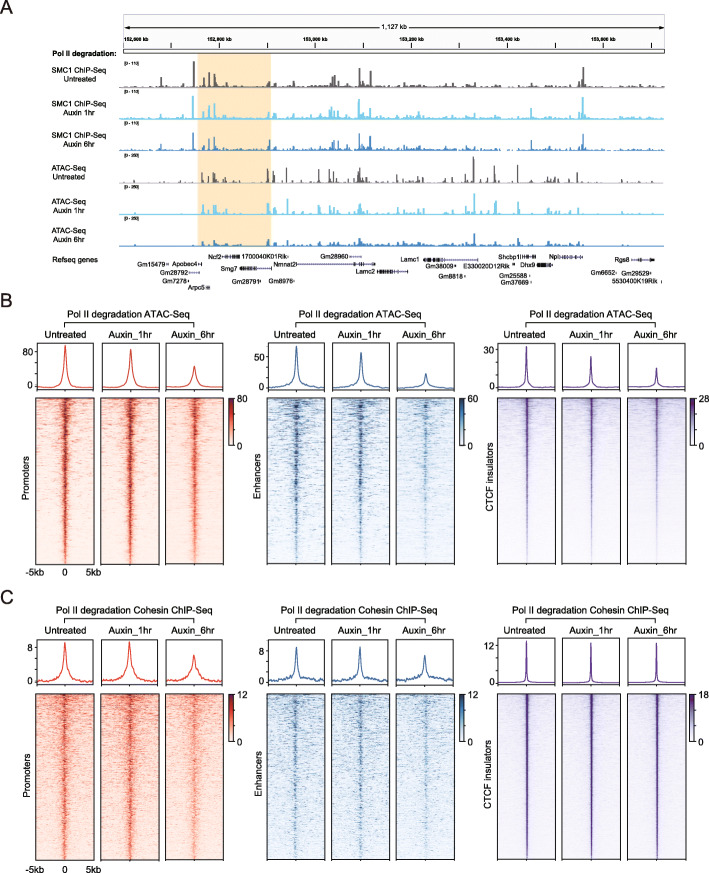
Pol II depletion for a long time significantly affected chromatin accessibility and Cohesin occupancy. **a** ChIP-Seq profiles for Cohesin (SMC1) and ATAC-Seq signals at the *Dhx9* locus 1 h and 6 h after Pol II degradation are shown. The orange background regions correspond to the 4C-Seq-enriched region in Fig. 5e. **b** Heatmap illustrating ATAC-Seq signals centered at all promoters, enhancers, and CTCF-binding insulators (± 5 kb) before (untreated) and after auxin treatment (1 h or 6 h). These regions were ranked by their level of chromatin accessibility (from high to low) for each category in the mESCs. **c** Same analysis as in **b** but focused on Cohesin ChIP-Seq binding

## Discussion

The relationship between transcription and 3D genome organization is one of the most fundamental unresolved issues in modern molecular biology. Here, we provide the following evidence: (1) the specific transcription inhibition by the degradation of Pol I, Pol II, and Pol III results in few or no changes to large-scale 3D chromatin structures, as assayed by Hi-C (Fig. 2a–c, f); (2) select highly abundant Pol I-, Pol II-, and Pol III-binding sites, or active promoter-associated chromatin interactions were identified and seem to be affected to a relatively greater extent after degradation (Figs. 3a–c, f, g, and 6a–e); (3) high-resolution chromatin interaction maps were generated to reveal that transcription inhibition alters local, small loop domains (Fig. 4b, c); (4) the secondary effects and the immediate effects of transcription inhibition were potentially separated by the degradation of Pol II within 1 h, indicating that Pol II transcription is dispensable for large-scale chromatin organization (Additional file 1: Fig. S4b-d); and (5) Pol II dominant loops were identified in the absence of CTCF and Cohesin and were found to be largely unchanged after transcription inhibition (Fig. 5b; Additional file 1: Fig. S5a). These pieces of evidence collectively demonstrate that RNA polymerases play a relatively modest role in organizing local, small-scale genome organization. In addition, time course experiments showed that more prolonged polymerase depletion caused a decrease in Cohesin binding, but the short-term treatment did not have this effect (Fig. 7b, c), suggesting that RNA polymerases regulate the 3D chromatin landscape indirectly. RNA polymerases are core enzymes for transcription that are constitutively expressed in all cell types; therefore, 3D chromatin organization that is independent of transcription is likely the general case in mammalian cells. Furthermore, the Pol II degradation time course analyses also indicated that the small-scale effects of Pol II on chromatin structures could be dynamic and required for the maintenance of the proper, most efficient compartmentalization of chromatin substructures (such as placing enhancers nearer to target promoters).

Mounting evidence has shown a strong correlation between transcription and 3D genome structures [12, 44, 69], but this relationship was controversial prior to our study [17, 18]. Transcription inhibition experiments suggested the persistence of large-scale chromatin structures after transcription inhibition [17, 18], but they were based solely on aggregation analyses or based on a single resolution chromatin interaction map. Therefore, these studies could not exclude the possibility that transcription might play a predominant role in organizing specific types of chromatin structures or might have been identified through the higher resolution interaction analyses. Based on the literatures that we know, no previous studies thoroughly investigated the roles of transcription on 3D chromatin interactions to the extent that we did in this study. Our conclusion suggesting that transcription inhibition causes no or few effects on large-scale 3D chromatin structures is consistent with that of many previous studies and is essential for the field. On the other hand, many studies have shown that transcription inhibition affects 3D genome structures and Cohesin [15, 16], which seems to conflict with our conclusion. Our time course experiments clearly showed that prolonged depletion of Pol II reduces chromatin accessibility and inhibits Cohesin binding but that the shorter duration of Pol II degradation did not lead to these effects, suggesting that transcription regulates 3D genome structures indirectly. Our study perfectly explains the previously confusing results: transcription inhibition usually does not affect large-scale 3D genome structures, but the high doses, long-term treatment, or more sensitive biological systems may lead to chromatin structure changes by indirectly affecting Cohesin.

There are many genome architectural proteins (such as CTCF, YY1, Znf143, RNA polymerases, and RNA binding proteins and mediators) [24, 25, 62, 68, 70–74], and noncoding RNAs have been implicated in organizing 3D genome structures; that is, the 3D genome is likely organized via a combination of many factors. In this study, we showed that the Pol I-, Pol II-, and Pol III-binding and interaction hotspots and loops bound only by Pol II are largely unchanged after transcription inhibition. These results argue against a model of combinatory protein factors, but we cannot exclude the possibility that nuclear noncoding RNAs may organize 3D genome structures, which could be independent of active transcription. Additionally, Bonev et al., Cell 2017, showed that transcriptional activation at the endogenous loci does not lead to local changes in 3D genome structures [44], arguing that transcription alone is not sufficient to alter 3D genome topology.

We showed that transcription may indirectly affect 3D genome structures via Cohesin-chromatin binding, and there are many other possibilities. For example, a previous imaging study showed that Pol II transcription constrains the dynamics of chromatin in the nucleus [61]. After transcription inhibition, the highly transcribed regions move faster in the nucleus, interact frequently with specific regions, and interact less frequently with the other regions. Since transcription is vital for all genes, it is also likely that transcription induces the short half-life of chromatin structural proteins.

Previous studies showed that structural factors such as CTCF- and Cohesin-mediated chromatin interactions create frameworks for loop domains and constrain the high-frequency chromatin interactions within them [2, 3, 75, 76]. CTCF and Cohesin depletion destroys most chromatin structures in mammalian cells, but it has little effect on transcription [24, 26]. Here, we depleted the core subunits of Pol I, Pol II, and Pol III in mESCs and found few or no changes for either the large-scale or small-scale chromatin structures. These data suggest that transcription and 3D chromatin structures are largely uncoupled in the nucleus of mESCs. Previous signaling-induced and heat shock-following chromatin structure analyses suggest a pre-existing model for the 3D genome [77–79]. Our evidence also supports a pre-existing model, for which the mechanisms may be connected to genome sequences or epigenetic modifications.

## Conclusions

Our study provides the first comprehensive analyses of the roles of Pol I, Pol II, and Pol III proteins in 3D chromatin organization in mESCs. We demonstrate that RNA polymerases play a relatively modest role in organizing local, small-scale 3D chromatin structures, and we propose that transcription does not regulate the large-scale 3D genome directly but is able to regulate it indirectly. Our study explains the confusing findings on transcription inhibition on the 3D genome, which were the result of difficulties in separating the direct and indirect effects of transcription inhibition. Our study also implies that transcription and 3D chromatin organization are largely uncoupled in the nucleus. Since transcription is not essential for the 3D genome, further studies of genetics, epigenetic features of the 3D genome, and noncoding RNAs may reveal new insights into the 3D genome organization.

## Materials and methods

For more details, see Additional file 3.

### Mouse ES cell culture

The V6.5 mouse ES (mES) cell line, derived from the inner cell mass (ICM) of C57BL/6 × 129/sv crossed mice, was a gift from R. Young of the Whitehead Institute. These mES cells were cultured with irradiated mouse embryonic fibroblasts in DMEM-KO containing 15% FBS, leukemia inhibiting factor (LIF), l-glutamine, β-mercaptoethanol, nonessential amino acids, and penicillin/streptomycin at 37 °C with 5% CO_2_. These cells were harvested for downstream experiments after two passages of MEF feeders, as previously described [80]. These cells were tested and found to be free of mycoplasma contamination. For experiments, all degron mES cells were pretreated with 1 μg/ml doxycycline for 12 h. Pol II degron mES cells were treated with or without 500 μM indole-3-acetic acid (auxin/IAA) for 6 h, whereas Pol I and Pol III degron mES cells were treated for 24 h with the same concentration. To generate a time course Pol II degron depletion model, auxin was added at 1 h and 6 h. For wild-type mES cells treated with transcription inhibitors, actinomycin D and flavopiridol were added at 1 μM each and incubated for 1 h, DRB at 100 μM was added and incubated for 1 h, and etoposide was added at 10 μM and incubated for 1 h.

### Gene targeting

For transfection, plasmids were prepared using a HiPure Plasmid EF Mini Kit (Magen, P1112-02) and not linearized before transfection. For parental degron cell line construction, a Tir1-expressing cassette and Rosa26-targeting sgRNA were transfected into the V6.5 wild-type mESC line in equimolar amounts using FuGENE HD (Promega) following the manufacturer’s protocol. After 2 days, the cells were passaged and grown for 1 week in the presence of 5 μg/ml puromycin until single colonies could be collected. Clonal lines were assessed for their ability to express Tir1 after induction with 1 μg/ml tetracycline. To insert the mAID-EGFP cassette into the C-terminus of the Rpa1/Rpb1/Rpc1 subunits, a Tir1 stable-expressing clonal cell line was transfected with an mAID-EGFP targeting vector and sgRNAs. Neomycin was added to the medium at 100 μg/ml, and homozygous clonal lines were selected after genotyping. These clonal lines were assessed for their ability to undergo auxin-inducible degradation of each RNAP-mAID-eGFP and to show expression levels similar to that of RNA polymerases in wild-type mES cells. The clones degraded with the maximum efficiency were chosen for the following assays.

### BAT Hi-C

Hi-C was conducted as BAT Hi-C [42].

#### Bridge linker preparation and cell fixation

The bridge linker used for BAT Hi-C was synthesized from the forward strand, 5′-/5Phos/CGC GAT ATC/iBiodT/TA TCT GAC T-3′, and reverse strand, 5′-/5Phos/GTCAGATAAGATATCGCGT-3′. For linker preparation, we dissolved two reverse complementary single-strand linkers in 1 × TNE annealing buffer at a concentration of 100 μM, and a dTTP overhang was maintained at the 3′ ends of both strands, and then, an annealing mixture was prepared at an optimized F/R molecular ratio (normally 1:1), heated to boiling and cooled slowly to room temperature. Cells were dissociated and resuspended in freshly made 1% formaldehyde (methanol free) at a volume of 10 ml for every 6 million cells and incubated at room temperature for 10 min. Glycine was added to a final concentration of 125 mM to quench the formaldehyde, and then, the mixture incubated at room temperature for 5 min. The cells were pelleted at 2500 rpm for 5 min at 4 °C, and the supernatant was removed. Then, the pelleted cells were stored at − 80 °C or processed for use using the Hi-C protocol.

#### Chromatin digestion, dATP-tailing, and linker-mediated ligation

The cell pellet was resuspended in 550 μl of lysis buffer (10 mM Tris-HCl, pH 8.0; 10 mM NaCl; and 0.2% IGEPAL CA630 with proteinase inhibitor), incubated on ice for 20 min, and spun at 5000 rpm for 5 min at 4 °C. Then, the supernatant was discarded, and the nuclei were washed twice with 1× NEB CutSmart buffer. Then, the pellet was gently resuspended in 50 μl of 0.5% SDS and incubated for 10 min at 62 °C. After heating, 140 μl of H2O and 25 μl 10% Triton X-100 were added, mixed gently, and incubated for 15 min at 37 °C. Next, 25 μl of 10× NEB CutSmart buffer (NEB # B7204S) and 100 U of AluI (NEB Cat # R0137 L) were added to digest chromatin in less than 12 h at 37 °C and rotated at 700 rpm. AluI was inactivated by incubating the sample for 20 min at 62 °C. Nuclei were collected and washed twice with 1× NEB buffer 2. The nuclei were resuspended in 400 μl of Klenow (3′-5′ exo-) solution (40 μl f NEB buffer 2 (NEB # B7002S), 8 μl of 10 mM dATP (NEB # N0440S), 40 μl of 10% Triton X-100, 304 μl of H2O, and 8 μl of Klenow (3′-5′ exo-) (NEB Cat # M0212L)), and incubated at 37 °C for 1 h while rotating at 700 rpm. The nuclei were collected and washed twice with 1× T4 DNA ligase buffer and resuspended in 1200 μl of proximity ligation solution (120 μl of T4 DNA ligase buffer (NEB # B0202S), 120 μl of 10% Triton X-100, 940 μl of H_2_O, 6 μl of T4 DNA ligase (NEB # M0202), 12 μl of 10 mg/ml BSA, and 2 μl of bridge linker (200 ng/μl)), and rotated at 700 rpm at room temperature for 6 h. The nuclei were lysed gently with 500 μl of ice-cold NP-40 lysis buffer on ice for 5 min. The cell lysate was layered on top of 2.5 volumes of a sucrose cushion consisting of 24% (wt/vol) sucrose in NP-40 lysis buffer. This sample was centrifuged at 12,000 rpm for 10 min at 4 °C to isolate the nuclei pellet. The nuclear pellet was washed once with 1× PBS/1 mM EDTA. The nuclear pellet was resuspended gently with 0.5 ml of glycerol buffer followed by the addition of an equal volume of nuclei lysis buffer on ice for 2 min. The sample was centrifuged at 12,000 rpm for 2 min at 4 °C to isolate the chromatin pellet. The chromatin pellet was washed twice with PBS/1 mM EDTA.

#### Exonuclease digestion, DNA purification, and sonication

The supernatant was removed, and then, 70 μl of 10× lambda exonuclease buffer, 6 μl of lambda exonuclease (NEB # M0262S), 6 μl of exonuclease I (NEB # M0293S), and 618 μl of H2O were added. The mixture was rotated at 700 rpm at 37 °C for 1 h. The chromatin was pelleted at 12,000 rpm for 2 min at 4 °C. The chromatin pellet was washed twice with PBS/1 mM EDTA. To reverse the DNA cross-linking, the chromatin was resuspended in 1370 μl of digestion buffer (10 mM Tris-HCl, pH = 8; 25 mM EDTA; 1% SDS; and 1 mg/ml proteinase K (Life Technology # 25530-049)) and incubated for 30 min at 55 °C, and then, 130 μl of 5 M NaCl was added, and the mixture was incubated overnight at 65 °C. Genomic DNA was thoroughly extracted with an equal volume of phenol/chloroform/isoamyl alcohol and centrifuged at 12,000 rpm for 15 min at 4 °C. The aqueous top layer was poured into a new tube, and 1/10 vol of 3 M NaAc and 2 vol of 100% ethanol were added. The DNA was recovered by centrifugation at 12,000 rpm for 20 min at 4 °C. The pellet was rinsed with 75% ethanol, the ethanol was decanted, and the pellet was air-dried. The DNA pellet was dissolved in 200 μl of 10 mM Tris-HCl, pH 8, for 15 min at 37 °C. The DNA was sonicated by a Biorupter with the following settings: high energy, 30-s working time, 60-s intervals, and 2 cycles. The DNA on 2% agarose gel was measured and found to be of the expected length 0.2–2 kb.

#### Biotin pull-down assay

A total of 30 μl of 10 mg/ml Dynabeads M280 streptavidin (Thermo Fisher Scientific # 11205D) was added to a clean 1.5-ml microfuge tube and washed three times with 600 μl of 1× Tween wash buffer (5 mM Tris-HCl, pH 7.5; 0.5 mM EDTA; 1 M NaCl; and 0.05% Tween), one time with 2× BB (10 mM Tris-HCl, pH 7.5; 1 mM EDTA; and 2 M NaCl). The beads were separated using magnets, and the supernatant was discarded. The beads were resuspended in 200 μl of 2× BB, and then, the beads were transferred to a sample tube. The beads were incubated with a sheared DNA sample for 15 min at RT with rotation and separated with magnets, and then, the supernatant was discarded. The beads were washed five times with 2× SSC/0.5% SDS and three times with TE buffer, and then, they were transferred to a fresh tube after the last wash.

#### Tn5 tagmentation, PCR amplification, and high-throughput sequencing

The beads were washed in 100 μl of 1× TD buffer. The following master mix was prepared: 50 ng of proximity ligated DNA, 25 μl of tagmentation buffer, 5 μl of transposase enzyme (TDE1) (Illumina # FC-121-1030), and 20 μl of H_2_O adjusted to a total volume of 50 μl. The reaction was incubated at 55 °C for 10 min and then at 10 °C for 10 min in a PCR machine. The samples were placed on a magnet, and the supernatant was removed. The beads were washed twice with 2× SSC/0.5% SDS, twice with TE buffer, and transferred to a fresh tube after the last wash. The beads were resuspended with 30 μl of TB buffer. For PCR amplification with the following master mix: 10 μl of DNA library-coated beads, 10 μl of H_2_0, 15 μl of NPM mix, 5 μl of PPC PCR primer, 5 μl of Index Primer1 (i7), and 5 μl of Index Primer2 (i5) (Illumina # FC-121-1030), and the total volume was adjusted to 50 μl. The following PCR program was used: 72 °C for 3 min; 98 °C for 10 s, 63 °C for 30 s, 72 °C for 50 s for 10 cycles, and 72 °C for 5 min. The PCR product was run on a 2% agarose gel, and 300–500-bp DNA was purified with a Magen gel purification kit (Magen # D2111-03). The purified DNA was subjected to HiseqXten 150 × 150 pair-end sequencing.

### HiChIP

HiChIP was carried out based on a modified previously published protocol [51]. The cell harvest, lysis, endonuclease digestion, and bridge linker-mediated proximal ligation processes were the same as those described for the BAT Hi-C analysis. After lambda exonuclease and exonuclease I digestion for 1 h at 37 °C, the cells were properly sonicated in a Qsonica Q700 for the subsequent antibody enrichment as appropriate for ChIP-Seq. Enriched DNA was collected with a Magen purification kit (Cat # D2111-03), and qPCR was performed to evaluate the quality of the ChIP. Post-ChIP DNA was quantified to generate libraries with Qubit dsDNA HS Kit (Thermo Fisher # Q32851). Fifty nanograms of post-ChIP DNA was sufficient for library preparation (based on contact libraries generated for high quality, with chromatin that was not oversonicated and material that was robustly captured on streptavidin beads). After streptavidin enrichment, the library was prepared with a NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB # E7770) following the recommended protocol. The PCR-amplified library product was run on a 2% agarose gel, and 300–500-bp DNA was purified with a Magen gel purification kit (Magen # D2111-03). The purified DNA was subjected to HiseqXten 150 × 150 pair-end sequencing.

### Open chromatin enrichment and network Hi-C (Ocean-C)

The Ocean-C method was modified based on a previously described protocol [53]. The cell harvest, lysis, endonuclease digestion, and bridge linker-mediated proximal ligation processes were the same as those described for the BAT Hi-C analysis. After lambda exonuclease and exonuclease I digestion for 1 h at 37 °C, the cells were sonicated by Biorupter to achieve an average DNA fragment size of 0.2–0.5 kb. The open chromatin purification and subsequent procedures were conducted as previously described [53]. After biotinylated DNA was pulled down with streptavidin beads, the library was completed and sequenced as described for the HiChIP library.

### ChIP-Seq

The ChIP procedure was modified based on a previously published protocol [80]. After cell fixation and chromatin fraction isolation, 40 U of micrococcal nuclease (MNase) was added to the chromatin fraction, incubated at 37 °C for 15 min while rotating at 700 rpm, and inactivated by adding 20 μl 0.5 M EDTA and 40 μl 0.5 M EGTA. The spun-down pellets were resuspended in 300 μl of sonication buffer. The solution was sonicated by a Biorupter with the following settings: high energy, 30-s working time, 60-s intervals, and 20 cycles. After centrifugation twice at 12,000 rpm for 10 min at 4 °C, the subsequent antibody enrichment and ChIP DNA collection procedures were conducted as previously described [80]. All the ChIP material or 20 ng of the input ChIP DNA was used to construct Illumina sequencing libraries using the published TELP method [81]. PCR-amplified libraries were gel extracted at 200–500 bp and eluted in 30 μl of water. The library quality and quantity were analyzed with Bioanalyzer and Qubit assays, and then, the library was sequenced using HiseqXten 150 × 150 pair-end sequencing.

### Hi-C, HiChIP, and Ocean-C data analyses

All Hi-C, HiChIP, and Ocean-C libraries were sequenced on an Illumina HiSeq 10X instrument (150-bp paired-end mode). First, the bridge linker sequences were trimmed using trimLinker tool in the ChIA-PET2 software [82], and paired-end reads containing at least one instance of the bridge linker in either end were adapted for further processing. All the resulting data were mapped and filtered using HiC-Pro (version 2.11) [83]. Briefly, the read pairs were independently aligned to the mm10 reference genome using the bowtie2 algorithm with the “-very-sensitive” option. To rescue the chimeric fragments spanning the ligation junction, the ligation site was detected, and the 5′ end fraction of the reads was aligned back to the reference genome. Unmapped, multiple mapped, and singleton reads were discarded. Uniquely aligned reads were then assigned to AluI restriction enzyme cut sites. In this step, pairs read from the dangling-end, self-circle ligation and PCR artifacts were filtered out, and only the valid read pairs involving two different restriction fragments were used to build the contact matrices. In this study, we called features (compartments and TADs) for the +/− auxin condition separately and used the union set of features in two conditions. We used “global” when referring to genome-wide; “large-scale” when referring to Compartments, TADs, or large loop domains (> 250 kb); and “small-scale” when referring to the gene-associated chromatin structures.

### Meta-feature analysis (TADs, loops, and Hi-C interactions among the RNAP clusters)

All the analyses described in this section were performed using the normalized O/E matrices generated using JUICER software. To study the distribution of Hi-C interactions around common structural features, namely, TAD domains and chromatin loops, we performed a two-dimensional (2D) meta-feature analysis by pilling up individual submatrices into an average matrix. In general, this method is similar to that of the meta-gene analysis that is commonly performed for acquiring ChIP-Seq data. For the meta-TAD analysis, we first created a union set of TAD coordinates identified in both the untreated and treated samples and then extracted 25-kb resolution Hi-C O/E maps for all the TADs and their neighboring regions, chosen to be of the same length as the TAD, after rescaling each TAD to a 90 × 90 submatrix. For display and visual consistency with the contact probability, we set the background levels of all interaction matrices to 0–1 and chose a proper color palette in ggplot2. Differences between the untreated and treated Hi-C data sets were computed by subtracting the normalized O/E signal. To understand whether high-density RNAP-binding hotspots reshaped the genome to establish a local, small-scale structural change, we performed paired-end spatial chromatin analysis (PE-SCAn), an algorithm combining ChIP-Seq data with Hi-C data [84]. At 25-kb resolution, all submatrices of the paired anchors of the RNAP clusters (strongest peak as determined by ROSE [59]) and 500 kb up- and downstream were extracted and averaged into a single meta-matrix. Briefly, one of the paired Hi-C reads was aligned to the RNAP peaks. Only reads that mapped within 50 kb up- or downstream of the RNAP peaks were selected for further analysis. This method reduced the set of the corresponding reads to those also aligned to RNAP hubs, resulting in a set of two distances (dx, dy) for all the Hi-C di-tags that were found within 500 kb of these regions for every intrachromosomal pair. From the distribution of dx and dy, a frequency matrix was calculated with a bin size of 25 kb, and the randomized data set was calculated by aligning the Hi-C data to haphazardly permuted peaks. The PE-SCAn analysis of mRNA and tRNA locus after the depletions of Pol II and Pol III is similar to that of RNAP-binding hotspots described above (related to Fig. 3a–c, g, h). To calculate the average enrichment of contacts around active promoters engage in long-range interactions, we first selected the promoters to overlap with loop anchors in RNA polymerases I/II/III Hi-C data sets and constructed intrachromosomal pairs of intervals between promoters and promoters. Then, we classified these pairs into two groups: intra-TAD (200 kb to 2 Mb) and long-range (2 to 10 Mb). To maximize resolution, we used the pooled H3K27ac HiChIP and Ocean-C data sets from two replicates to explore the interaction strengths at different pairs of promoters in this part. We then extracted the observed and the expected contacts in a 400 × 400 kb window and processed them as described above (related to Fig. 6a; Additional file 1: Fig. S6a). Aggregate H3K27ac HiChIP and Ocean-C contact maps around pairs of active gene promoters in the mESCs were separated into three equal slices based on the expression (each *N* = 833) (related to Fig. 6b; Additional file 1: Fig. S6b). Active gene promoters were also further subdivided into CTCF versus no CTCF based on the presence of a CTCF binding site within ± 5 kb of that promoter (related to Fig. 6c; Additional file 1: Fig. S6c). For the definition of active gene promoters and pairs of promoters bound/not bound by CTCF, see the average insulation analysis section in Additional file 3.

### ChIP-Seq data analyses

Pooled ChIP libraries were prepared and sequenced at a sequencing depth of ~ 90–100 million reads per sample. Raw fastq reads were trimmed by trim_galore and mapped to the mouse reference genome mm10 using bowtie2 (version 2.3.2) [85] with the default parameters “best –k 1 –m 1 and –l 18.” Unmapped reads, low-quality mapped reads, and PCR duplicates were discarded. Only uniquely mapped data were retained for the downstream analysis. In the next step, we carried out peak calling individually for each replicate against the input control using MACS2 (version 2.1.0) with the “-c” option and a *p* value threshold of 10^−5^ to ensure high confidence [86]. The peaks that overlapped a peak from the other replicate of the same RNAP sample by at least 1 bp were retained. In these cases, the new peak equaled the combined coordinates of all the overlapping peaks, considering both the number of biological replicates and the treatment. For H3K27ac broad peaks, we additionally used the “-broad” option. Finally, all peaks that matched the blacklist of artifactual regions in the mm10 database were filtered out. The ChIP reads at each genomic position were extended by 250 bp, normalized and converted to bigwig format using bamCoverage from the deepTools2 toolkit (version 3.1.3) [87]. For subsequent meta-gene analysis and browser visualization, replicates for each biological condition were merged into one bigwig track file. Coverage profiles surrounding the summit of the peaks (5 kb +/−) for use in the creation of heatmaps were extracted and calculated using computeMatrix. For comparison purposes, the larger library size is downsampled to match the smaller one. In the peak coverage analysis, to correct for differences in sequencing depth between the Pol and GFP-Pol ChIP-Seq, we downsampled reads from the Pol ChIP-Seq to obtain the equal number of reads between these two data sets. This implementation gives each Pol sample the same read depth and avoids normalization bias (related to Figs. 1d and 6c).

## Supplementary information

**Additional file 1: Fig. S1.** Characterization of the RNAP degron cell lines and uncropped images for western blot. **Fig. S2.** Quality controls for the Pol I, Pol II, and Pol III degradation Hi-C data sets. **Fig. S3.** Loop strength analyses of high-resolution chromatin interactions after Pol II depletion. **Fig. S4.** Quality controls for the Pol II degradation time course Hi-C data sets. **Fig. S5.** Examples of super-enhancer regions mildly enhancing chromatin interactions across loop domains after Pol II depletion. **Fig. S6.** Pol II depletion has relatively modest effect on promoter-associated chromatin interactions. **Fig. S7.** long-term depletion of Pol II leads to general disruption of chromatin accessibility.

**Additional file 2: Table S1.** RNA-Seq RPKM values for the Pol II untreated and degron cells. **Table S2.** Summary statistics of the Hi-C, HiChIP, and Ocean-C data. **Table S3.** Hi-C identified TADs (contact domains). **Table S4.** HiCCUPS identified loop domains. **Table S5.** Pol II PLAC-Seq high confidence interactions identified using the Origami pipeline. **Table S6.** RNAP ChIP-Seq peaks. **Table S7.** PCR primer sequences used in this study. **Table S8.** List of data sets used in this study.

**Additional file 3.** More method details.

**Additional file 4.** Review history.

## Data Availability

All next-generation sequencing data sets generated in this study have been deposited in NCBI Gene Expression Omnibus (GEO) database with accession GSE145874 [88]. All the other data generated in this study can be found in the manuscript and its supplementary files, including GSM747534, GSM747535 & GSM747536 [89], GSM1526287 [80], GSM766454 & GSM766455 [90], GSM3027975, GSM3027985, GSM3027986, GSM2587379 & GSM2587380 [22], GSM2295906 & GSM2295907 [56], GSM2644945, GSM2644946, GSM2644947 & GSM2644948 [24], GSM2203837, GSM2203838, GSM2434084 & GSE82185 [18], GSE98119 [22], GSM1625858 & GSM2156964 [91], GSM1665566 [92], and GSM2396701 & GSM2396700 [93] in GEO database. The cell lines have been authenticated and are available upon request.

## References

[1] Yu M, Ren B (2017). The three-dimensional organization of mammalian genomes. Annu Rev Cell Dev Biol.

[2] Dekker J, Mirny L (2016). The 3D genome as moderator of chromosomal communication. Cell.

[3] Rowley MJ, Corces VG (2018). Organizational principles of 3D genome architecture. Nat Rev Genet.

[4] Schoenfelder S, Fraser P (2019). Long-range enhancer-promoter contacts in gene expression control. Nat Rev Genet.

[5] Robson MI, Ringel AR, Mundlos S (2019). Regulatory landscaping: how enhancer-promoter communication is sculpted in 3D. Mol Cell.

[6] Zheng H, Xie W (2019). The role of 3D genome organization in development and cell differentiation. Nat Rev Mol Cell Biol.

[7] Szabo Q, Bantignies F, Cavalli G, Szabo Q, Bantignies F, Cavalli G (2019). Principles of genome folding into topologically associating domains. Sci Adv.

[8] Stadhouders R, Filion GJ, Graf T (2019). Transcription factors and 3D genome conformation in cell-fate decisions. Nature.

[9] van Steensel B, Furlong EEM (2019). The role of transcription in shaping the spatial organization of the genome. Nat Rev Mol Cell Biol.

[10] Li X, Fu XD (2019). Chromatin-associated RNAs as facilitators of functional genomic interactions. Nat Rev Genet.

[11] Hnisz D, Day DS, Young RA (2016). Insulated neighborhoods: structural and functional units of mammalian gene control. Cell.

[12] Hug CB, Grimaldi AG, Kruse K, Vaquerizas JM (2017). Chromatin architecture emerges during zygotic genome activation independent of transcription. Cell.

[13] Rowley MJ, Nichols MH, Lyu X, Ando-Kuri M, Rivera ISM, Hermetz K, Wang P, Ruan Y, Corces VG (2017). Evolutionarily conserved principles predict 3D chromatin organization. Mol Cell.

[14] Rowley MJ, Lyu X, Rana V, Ando-Kuri M, Karns R, Bosco G, Corces VG (2019). Condensin II counteracts Cohesin and RNA polymerase II in the establishment of 3D chromatin organization. Cell Rep.

[15] Busslinger GA, Stocsits RR, van der Lelij P, Axelsson E, Tedeschi A, Galjart N, Peters JM (2017). Cohesin is positioned in mammalian genomes by transcription, CTCF and Wapl. Nature.

[16] Heinz S, Texari L, Hayes MGB, Urbanowski M, Chang MW, Givarkes N, Rialdi A, White KM, Albrecht RA, Pache L (2018). Transcription elongation can affect genome 3D structure. Cell.

[17] Ke Y, Xu Y, Chen X, Feng S, Liu Z, Sun Y, Yao X, Li F, Zhu W, Gao L (2017). 3D chromatin structures of mature gametes and structural reprogramming during mammalian embryogenesis. Cell.

[18] Du Z, Zheng H, Huang B, Ma R, Wu J, Zhang X, He J, Xiang Y, Wang Q, Li Y (2017). Allelic reprogramming of 3D chromatin architecture during early mammalian development. Nature.

[19] Jung YH, Sauria MEG, Lyu X, Cheema MS, Ausio J, Taylor J, Corces VG (2017). Chromatin states in mouse sperm correlate with embryonic and adult regulatory landscapes. Cell Rep.

[20] Battulin N, Fishman VS, Mazur AM, Pomaznoy M, Khabarova AA, Afonnikov DA, Prokhortchouk EB, Serov OL (2015). Comparison of the three-dimensional organization of sperm and fibroblast genomes using the Hi-C approach. Genome Biol.

[21] Flyamer IM, Gassler J, Imakaev M, Brandao HB, Ulianov SV, Abdennur N, Razin SV, Mirny LA, Tachibana-Konwalski K (2017). Single-nucleus Hi-C reveals unique chromatin reorganization at oocyte-to-zygote transition. Nature.

[22] Vian L, Pekowska A, Rao SSP, Kieffer-Kwon KR, Jung S, Baranello L, Huang SC, El Khattabi L, Dose M, Pruett N (2018). The energetics and physiological impact of Cohesin extrusion. Cell.

[23] El Khattabi L, Zhao H, Kalchschmidt J, Young N, Jung S, Van Blerkom P, Kieffer-Kwon P, Kieffer-Kwon KR, Park S, Wang X (2019). A pliable mediator acts as a functional rather than an architectural bridge between promoters and enhancers. Cell.

[24] Nora EP, Goloborodko A, Valton AL, Gibcus JH, Uebersohn A, Abdennur N, Dekker J, Mirny LA, Bruneau BG (2017). Targeted degradation of CTCF decouples local insulation of chromosome domains from genomic compartmentalization. Cell.

[25] Zuin J, Dixon JR, van der Reijden MI, Ye Z, Kolovos P, Brouwer RW, van de Corput MP, van de Werken HJ, Knoch TA, van IWF, et al: Cohesin and CTCF differentially affect chromatin architecture and gene expression in human cells. Proc Natl Acad Sci U S A 2014, 111:996–1001.10.1073/pnas.1317788111PMC390319324335803

[26] Rao SSP, Huang SC, Glenn St Hilaire B, Engreitz JM, Perez EM, Kieffer-Kwon KR, Sanborn AL, Johnstone SE, Bascom GD, Bochkov ID (2017). Cohesin loss eliminates all loop domains. Cell.

[27] Adelman K, Lis JT (2012). Promoter-proximal pausing of RNA polymerase II: emerging roles in metazoans. Nat Rev Genet.

[28] Engel C, Neyer S, Cramer P (2018). Distinct mechanisms of transcription initiation by RNA polymerases I and II. Annu Rev Biophys.

[29] Hannan KM, Sanij E, Rothblum LI, Hannan RD, Pearson RB (1829). Dysregulation of RNA polymerase I transcription during disease. Biochim Biophys Acta.

[30] Harlen KM, Churchman LS (2017). The code and beyond: transcription regulation by the RNA polymerase II carboxy-terminal domain. Nat Rev Mol Cell Biol.

[31] Sharifi S, Bierhoff H (2018). Regulation of RNA polymerase I transcription in development, disease, and aging. Annu Rev Biochem.

[32] Turowski TW, Tollervey D (2016). Transcription by RNA polymerase III: insights into mechanism and regulation. Biochem Soc Trans.

[33] Zaborowska J, Egloff S, Murphy S (2016). The pol II CTD: new twists in the tail. Nat Struct Mol Biol.

[34] Roeder RG, Rutter WJ (1969). Multiple forms of DNA-dependent RNA polymerase in eukaryotic organisms. Nature.

[35] Nguyen, Giannoni F, Dubois M-F, Seo S-J, Vigneron M, Kédinger C, Bensaude O: <1996_NAR Pol2 inhibited by α amanitin.pdf>. 1996.10.1093/nar/24.15.2924PMC1460578760875

[36] Bensaude O (2011). Inhibiting eukaryotic transcription: which compound to choose? How to evaluate its activity?. Transcription.

[37] Natsume T, Kiyomitsu T, Saga Y, Kanemaki MT (2016). Rapid protein depletion in human cells by auxin-inducible degron tagging with short homology donors. Cell Rep.

[38] Nishimura K, Fukagawa T, Takisawa H, Kakimoto T, Kanemaki M (2009). An auxin-based degron system for the rapid depletion of proteins in nonplant cells. Nat Methods.

[39] Ghavi-Helm Y, Klein FA, Pakozdi T, Ciglar L, Noordermeer D, Huber W, Furlong EE (2014). Enhancer loops appear stable during development and are associated with paused polymerase. Nature.

[40] Lee K, Chris CS, Hsiung HP, Raj A, Blobel GA: Dynamic enhancer–gene body contacts during transcription elongation. Genes & Development 2015, 29:1992–97.10.1101/gad.255265.114PMC460434026443845

[41] Phillips-Cremins JE, Sauria ME, Sanyal A, Gerasimova TI, Lajoie BR, Bell JS, Ong CT, Hookway TA, Guo C, Sun Y (2013). Architectural protein subclasses shape 3D organization of genomes during lineage commitment. Cell.

[42] Huang J, Jiang Y, Zheng H, Ji X (2020). BAT Hi-C maps global chromatin interactions in an efficient and economical way. Methods.

[43] Dixon JR, Selvaraj S, Yue F, Kim A, Li Y, Shen Y, Hu M, Liu JS, Ren B (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature.

[44] Bonev B, Mendelson Cohen N, Szabo Q, Fritsch L, Papadopoulos GL, Lubling Y, Xu X, Lv X, Hugnot JP, Tanay A, Cavalli G (2017). Multiscale 3D genome rewiring during mouse neural development. Cell.

[45] Naumova N, Imakaev M, Fudenberg G, Zhan Y, Lajoie BR, Mirny LA, Dekker J (2013). Organization of the mitotic chromosome. Science.

[46] Ballabeni A, Park IH, Zhao R, Wang W, Lerou PH, Daley GQ, Kirschner MW (2011). Cell cycle adaptations of embryonic stem cells. Proc Natl Acad Sci U S A.

[47] Whyte WA, Orlando DA, Hnisz D, Abdennur N, Lin CY, Kagey MH, Rahl PB, Lee TI, Young RA. Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell. 2013;153:307-19.10.1016/j.cell.2013.03.035PMC365312923582322

[48] Dhillon N, Raab J, Guzzo J, Szyjka SJ, Gangadharan S, Aparicio OM, Andrews B, Kamakaka RT (2009). DNA polymerase epsilon, acetylases and remodellers cooperate to form a specialized chromatin structure at a tRNA insulator. EMBO J.

[49] Moqtaderi Z, Wang J, Raha D, White RJ, Snyder M, Weng Z, Struhl K (2010). Genomic binding profiles of functionally distinct RNA polymerase III transcription complexes in human cells. Nat Struct Mol Biol.

[50] Raab JR, Chiu J, Zhu J, Katzman S, Kurukuti S, Wade PA, Haussler D, Kamakaka RT (2012). Human tRNA genes function as chromatin insulators. EMBO J.

[51] Mumbach MR, Rubin AJ, Flynn RA, Dai C, Khavari PA, Greenleaf WJ, Chang HY (2016). HiChIP: efficient and sensitive analysis of protein-directed genome architecture. Nat Methods.

[52] Fullwood MJ, Liu MH, Pan YF, Liu J, Xu H, Mohamed YB, Orlov YL, Velkov S, Ho A, Mei PH (2009). An oestrogen-receptor-alpha-bound human chromatin interactome. Nature.

[53] Li T, Jia L, Cao Y, Chen Q, Li C (2018). OCEAN-C: mapping hubs of open chromatin interactions across the genome reveals gene regulatory networks. Genome Biol.

[54] Rao SS, Huntley MH, Durand NC, Stamenova EK, Bochkov ID, Robinson JT, Sanborn AL, Machol I, Omer AD, Lander ES, Aiden EL (2014). A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell.

[55] Lareau CA, Aryee MJ (2018). Hichipper: a preprocessing pipeline for calling DNA loops from HiChIP data. Nat Methods.

[56] Fang R, Yu M, Li G, Chee S, Liu T, Schmitt AD, Ren B (2016). Mapping of long-range chromatin interactions by proximity ligation-assisted ChIP-seq. Cell Res.

[57] Handoko L, Xu H, Li G, Ngan CY, Chew E, Schnapp M, Lee CW, Ye C, Ping JL, Mulawadi F (2011). CTCF-mediated functional chromatin interactome in pluripotent cells. Nat Genet.

[58] Tang Z, Luo OJ, Li X, Zheng M, Zhu JJ, Szalaj P, Trzaskoma P, Magalska A, Wlodarczyk J, Ruszczycki B (2015). CTCF-mediated human 3D genome architecture reveals chromatin topology for transcription. Cell.

[59] Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, Rahl PB, Lee TI, Young RA (2013). Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell.

[60] Loven J, Hoke HA, Lin CY, Lau A, Orlando DA, Vakoc CR, Bradner JE, Lee TI, Young RA (2013). Selective inhibition of tumor oncogenes by disruption of super-enhancers. Cell.

[61] Nagashima R, Hibino K, Ashwin SS, Babokhov M, Fujishiro S, Imai R, Nozaki T, Tamura S, Tani T, Kimura H (2019). Single nucleosome imaging reveals loose genome chromatin networks via active RNA polymerase II. J Cell Biol.

[62] Li G, Ruan X, Auerbach RK, Sandhu KS, Zheng M, Wang P, Poh HM, Goh Y, Lim J, Zhang J (2012). Extensive promoter-centered chromatin interactions provide a topological basis for transcription regulation. Cell.

[63] Schoenfelder S, Furlan-Magaril M, Mifsud B, Tavares-Cadete F, Sugar R, Javierre BM, Nagano T, Katsman Y, Sakthidevi M, Wingett SW (2015). The pluripotent regulatory circuitry connecting promoters to their long-range interacting elements. Genome Res.

[64] Hsieh T-HS, Cattoglio C, Slobodyanyuk E, Hansen AS, Rando OJ, Tjian R, Darzacq X. Resolving the 3D landscape of transcription-linked mammalian chromatin folding. Mol Cell. 2020;78:539-553.10.1016/j.molcel.2020.03.002PMC770352432213323

[65] Boxer LD, Renthal W, Greben AW, Whitwam T, Silberfeld A, Stroud H, Li E, Yang MG, Kinde B, Griffith EC (2020). MeCP2 represses the rate of transcriptional initiation of highly methylated long genes. Mol Cell.

[66] Gerber A, Ito K, Chu CS, Roeder RG: Gene-specific control of tRNA expression by RNA polymerase II. Mol Cell 2020;78:1-14.10.1016/j.molcel.2020.03.023PMC727351932298650

[67] Justice M, Carico ZM, Stefan HC, Dowen JM (2020). A WIZ/Cohesin/CTCF complex anchors DNA loops to define gene expression and cell identity. Cell Rep.

[68] Weintraub AS, Li CH, Zamudio AV, Sigova AA, Hannett NM, Day DS, Abraham BJ, Cohen MA, Nabet B, Buckley DL (2018). YY1 is a structural regulator of enhancer-promoter loops. Cell.

[69] Schmitt AD, Hu M, Jung I, Xu Z, Qiu Y, Tan CL, Li Y, Lin S, Lin Y, Barr CL, Ren B (2016). A compendium of chromatin contact maps reveals spatially active regions in the human genome. Cell Rep.

[70] Ye BY, Shen WL, Wang D, Li P, Zhang Z, Shi ML, Zhang Y, Zhang FX, Zhao ZH (2016). ZNF143 is involved in CTCF-mediated chromatin interactions by cooperation with cohesin and other partners. Mol Biol.

[71] Kagey MH, Newman JJ, Bilodeau S, Zhan Y, Orlando DA, van Berkum NL, Ebmeier CC, Goossens J, Rahl PB, Levine SS (2010). Mediator and cohesin connect gene expression and chromatin architecture. Nature.

[72] Beagan JA, Duong MT, Titus KR, Zhou L, Cao Z, Ma J, Lachanski CV, Gillis DR, Phillips-Cremins JE (2017). YY1 and CTCF orchestrate a 3D chromatin looping switch during early neural lineage commitment. Genome Res.

[73] Guo Y, Xu Q, Canzio D, Shou J, Li J, Gorkin DU, Jung I, Wu H, Zhai Y, Tang Y (2015). CRISPR inversion of CTCF sites alters genome topology and enhancer/promoter function. Cell.

[74] Fan H, Lv P, Huo X, Wu J, Wang Q, Cheng L, Liu Y, Tang QQ, Zhang L, Zhang F (2018). The nuclear matrix protein HNRNPU maintains 3D genome architecture globally in mouse hepatocytes. Genome Res.

[75] Bonev B, Cavalli G (2016). Organization and function of the 3D genome. Nat Rev Genet.

[76] Gomez-Diaz E, Corces VG (2014). Architectural proteins: regulators of 3D genome organization in cell fate. Trends Cell Biol.

[77] Li L, Lyu X, Hou C, Takenaka N, Nguyen HQ, Ong CT, Cubenas-Potts C, Hu M, Lei EP, Bosco G (2015). Widespread rearrangement of 3D chromatin organization underlies polycomb-mediated stress-induced silencing. Mol Cell.

[78] Ray J, Munn PR, Vihervaara A, Lewis JJ, Ozer A, Danko CG, Lis JT (2019). Chromatin conformation remains stable upon extensive transcriptional changes driven by heat shock. Proc Natl Acad Sci U S A.

[79] Jin F, Li Y, Dixon JR, Selvaraj S, Ye Z, Lee AY, Yen CA, Schmitt AD, Espinoza CA, Ren B (2013). A high-resolution map of the three-dimensional chromatin interactome in human cells. Nature.

[80] Ji X, Dadon DB, Abraham BJ, Lee TI, Jaenisch R, Bradner JE, Young RA (2015). Chromatin proteomic profiling reveals novel proteins associated with histone-marked genomic regions. Proc Natl Acad Sci.

[81] Peng X, Wu J, Brunmeir R, Kim SY, Zhang Q, Ding C, Han W, Xie W, Xu F (2015). TELP, a sensitive and versatile library construction method for next-generation sequencing. Nucleic Acids Res.

[82] Li G, Chen Y, Snyder MP, Zhang MQ. ChIA-PET2: a versatile and flexible pipeline for ChIA-PET data analysis. Nucleic Acids Res. 2017;45:e4.10.1093/nar/gkw809PMC522449927625391

[83] Servant N, Varoquaux N, Lajoie BR, Viara E, Chen CJ, Vert JP, Heard E, Dekker J, Barillot E (2015). HiC-Pro: an optimized and flexible pipeline for Hi-C data processing. Genome Biol.

[84] de Wit E, Bouwman BA, Zhu Y, Klous P, Splinter E, Verstegen MJ, Krijger PH, Festuccia N, Nora EP, Welling M, et al. The pluripotent genome in three dimensions is shaped around pluripotency factors. Nature. 2013;501:227–31.10.1038/nature1242023883933

[85] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[86] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[87] Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dundar F, Manke T (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res.

[88] Yongpeng Jiang, Jie Huang, Kehuan Lun, Boyuan Li, Haonan Zheng, Yuanjun Li, Rong Zhou, Wenjia Duan, Chenlu Wang, Yuanqing Feng, Hong Yao, Cheng Li, Xiong Ji. Genome-wide analyses of chromatin interactions after the loss of Pol I, Pol II and Pol III. All the sequencing datasets including Hi-C, HiChIP, Ocean-C, RNA-seq, ChIP-seq, ATAC-seq, and 4C-Seq data, have been deposited in GEO. 2020. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145874.10.1186/s13059-020-02067-3PMC733125432616013

[89] Stadler MB, Murr R, Burger L, Ivanek R, Lienert F, Scholer A, van Nimwegen E, Wirbelauer C, Oakeley EJ, Gaidatzis D (2011). DNA-binding factors shape the mouse methylome at distal regulatory regions. Nature.

[90] Dowen JM, Bilodeau S, Orlando DA, Hubner MR, Abraham BJ, Spector DL, Young RA (2013). Multiple structural maintenance of chromosome complexes at transcriptional regulatory elements. Stem Cell Reports.

[91] Wu J, Huang B, Chen H, Yin Q, Liu Y, Xiang Y, Zhang B, Liu B, Wang Q, Xia W (2016). The landscape of accessible chromatin in mammalian preimplantation embryos. Nature.

[92] Sigova AA, Abraham BJ, Ji X, Molinie B, Hannett NM, Guo YE, Jangi M, Giallourakis CC, Sharp PA, Young YA. Transcription factor trapping by RNAin gene regulatory elements. Science. 2015;350:978-81.10.1126/science.aad3346PMC472052526516199

[93] Li X, Zhou B, Chen L, Guo LT, Li H, Fu XD: GRID-seq reveals the global rNA–chromatin interactome. Nat Biotechnol. 2017;35:940-50.10.1038/nbt.3968PMC595355528922346

# Supplementary material for: Genome-wide analyses of chromatin interactions after the loss of Pol I, Pol II, and Pol III
**Source:** Genome Biol. 2020 Jul 2;21:158. doi: 10.1186/s13059-020-02067-3
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Characterization of the RNAP degron cell lines and uncropped images for western blot. Fig. S2. Quality controls for the Pol I, Pol II, and Pol III degradation Hi-C data sets. Fig. S3. Loop strength analyses of high-resolution chromatin interactions after Pol II depletion. Fig. S4. Quality controls for the Pol II degradation time course Hi-C data sets. Fig. S5. Examples of super-enhancer regions mildly enhancing chromatin interactions across loop domains after Pol II depletion. Fig. S6. Pol II depletion has relatively modest effect on promoter-associated chromatin interactions. Fig. S7. long-term depletion of Pol II leads to general disruption of chromatin accessibility.

Figure S1

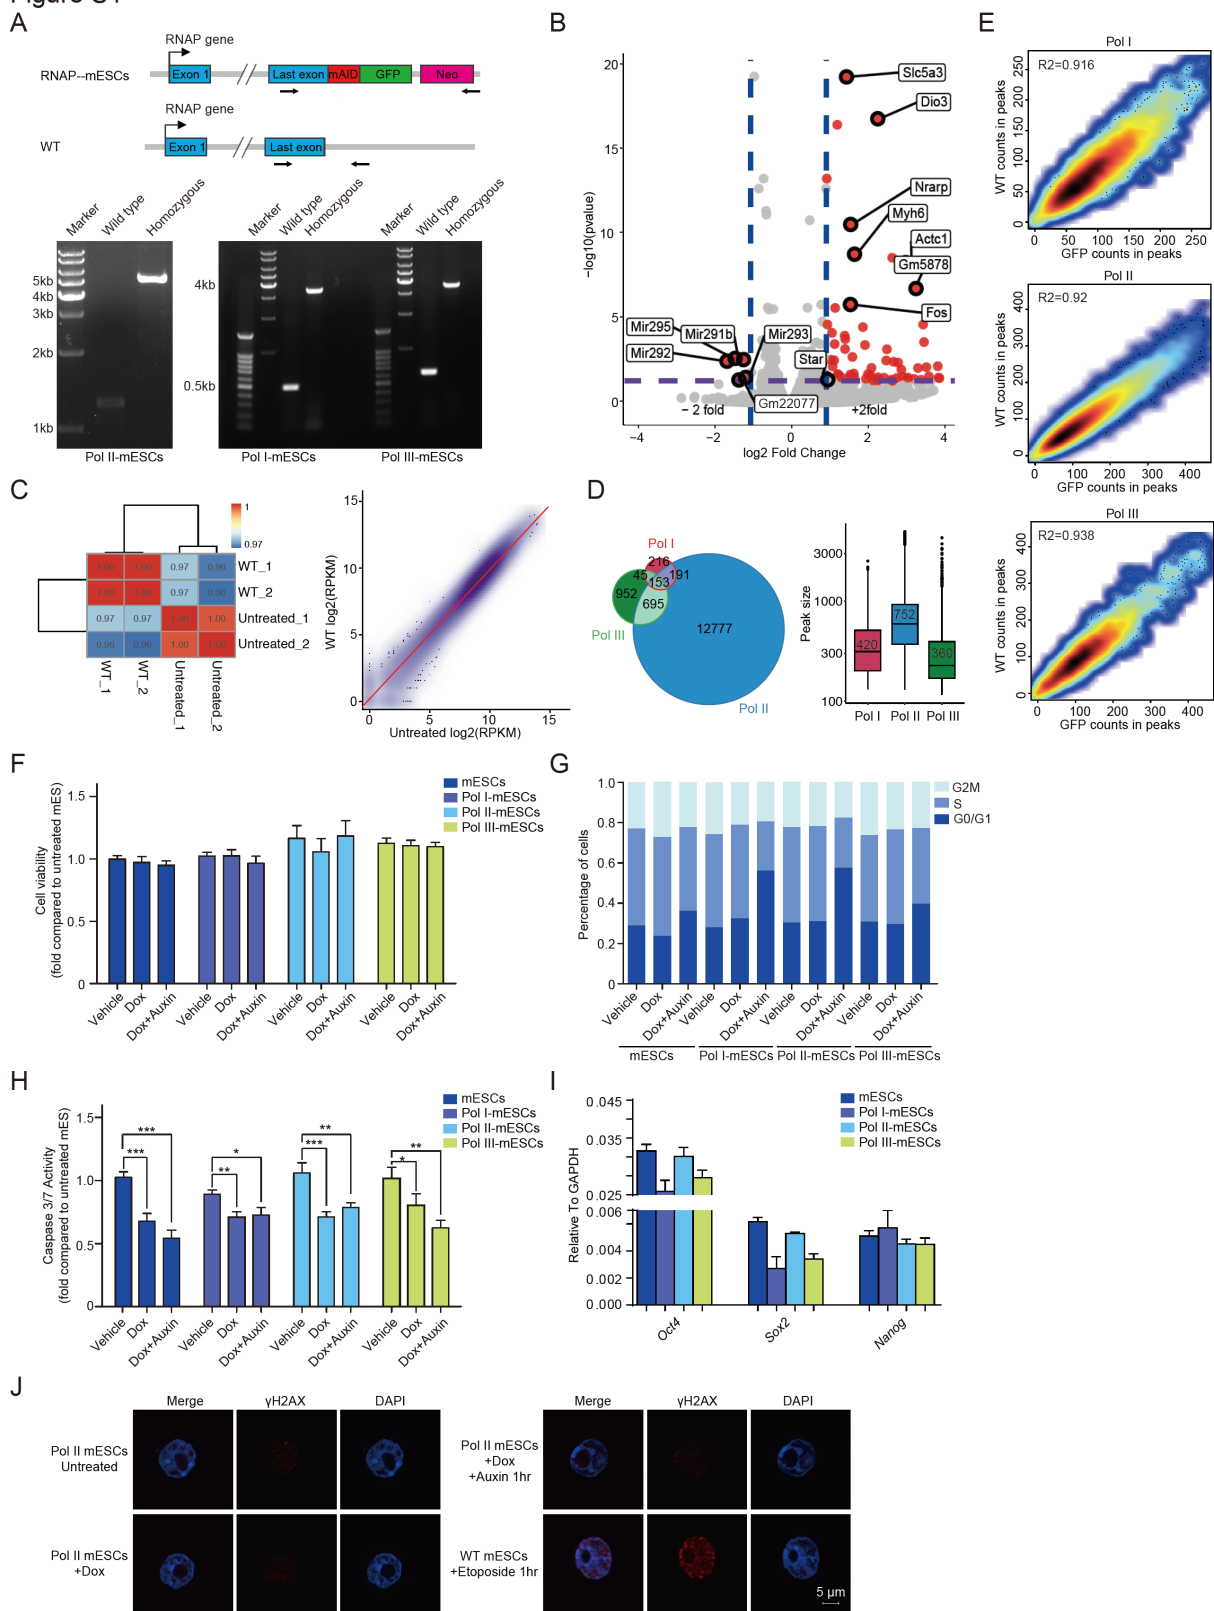

**Fig. S1. Characterization of the RNAP degron cell lines.**

- a.** Design of CRISPR knock-in for RNAP-mAID-GFP fusions in mESCs. Primer for RNAP-mAID-GFP genotyping indicated by arrowhead (top). Genotyping for Pol I-mAID-GFP, Pol II-mAID-GFP, and Pol III-mAID-GFP mESCs is shown in the bottom panel.
- b.** Volcano plot displaying poly-A RNA-Seq signals for untreated and Pol II depleted (auxin treated for 6 hr) mESCs.
- c.** Heatmap depicting the Pearson correlation coefficients of the RNA-seq samples, and scatter plots showing independent replicates of RNA-Seq read counts for 39,017 transcripts in wild-type and untreated Pol II mES cells.
- d.** Venn diagram showing the existence of common and specific peaks of Pol I, Pol II and Pol III, and a box plot showing the comparison of their peak size distributions.
- e.** Smooth scatter plot showing the ChIP-Seq signals of the wide-type and untreated cells that had a high correlation coefficient ( $>0.9$ ). 

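Of the genes labelled in the volcano plot of Fig. S1b, Dio3 is a gene of 1 exon on chromosome 12 of mm10, from 110279068 to 110281097, in the imprinted Dlk1-Dio3 locus. It was at 3.78 ± 0.335 CPM (SD, n = 2) in untreated and 19.6 ± 0.807 CPM (SD, n = 2) in auxin-treated cells, a log2 fold change of 2.37 (standard error 0.16, adjusted p = 6.88e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the authors' deposited table its log2 fold change was 2.36 and its adjusted p 7.51e-18. Slc5a3, on chromosome 16 from 92058322 to 92087473, rose by 1.54 (standard error 0.11, adjusted p = 8.74e-06 from that edgeR test), and its counts are uncertain because Mrps6 and Gm49711 overlap it on the same strand. Nrarp, on chromosome 2 from 25180758 to 25183339 and opposite Gm38287, rose by 1.66 (adjusted p = 5.63e-05 from the same test). Myh6, on chromosome 14 from 54941921 to 54966927, lies opposite Gm49130 and has 10.0% of its 100-base stretches in transcripts of other genes. It rose by 1.76 (adjusted p = 9.81e-05 from the same test). Actc1, on chromosome 2 from 114047282 to 114053548, went from 10 and 15 counts in the untreated to 103 and 129 counts in the auxin-treated libraries, a log2 fold change of 3.10 (standard error 0.29, adjusted p = 0.000113 from the same test). Gm5878, a non-coding RNA on chromosome 6 from 85111416 to 85126125 and opposite Gm43959, went from 10 and 6 counts to 98 and 82, a log2 fold change of 3.37 (standard error 0.32, adjusted p = 0.000135 from the same test). Fos, on chromosome 12 from 85473890 to 85477273, had 60 counts in each untreated library and 191 and 213 after auxin, a log2 fold change of 1.65 (adjusted p = 0.000284 from the same test). Star, on chromosome 8 from 25806555 to 25815982, rose by 1.04 (adjusted p = 0.00935 from the same test). On the lower side, Mir291b, Mir292, Mir293 and Mir295 lie within the stretch of chromosome 7 from 3219189 to 3220841, all opposite Nlrp12, and each annotation is at most 82 bases long. Their log2 fold changes were −1.18, −1.62, −1.13 and −1.40, with adjusted p-values from edgeR's quasi-likelihood test between 0.00623 and 0.0134. The reads are longer than these annotations, so the counts may come from a longer transcript and are no measure of the mature microRNAs. The genes lie in 1 cluster, so their changes may not be independent results. Mir294 of the same cluster, which Fig. S1b does not label, had a log2 fold change of −1.83, with an adjusted p of 0.00904 from edgeR (0.00995 with library totals as the only scaling) and of 0.0818 from DESeq2. Gm22077, a small nucleolar RNA gene on chromosome 15 from 80080251 to 80080343, lies inside Rpl3 on the same strand, which makes its counts uncertain. It fell by 1.30 on the log2 scale (adjusted p = 0.00935 from the same test). By fitted log2 fold change, the largest changes among all called genes included 3 genes with 0 counts in both untreated libraries. Their rank rests on the fitted values and not on the lower bounds given here. Pln, opposite Cep85l and Gm47644, had 15 and 18 counts after auxin and was at least 5.12-fold higher, Gm20493 was at least 4.97-fold higher and 4930407I10Rik at least 4.19-fold higher. Gm13351, a processed pseudogene with 13 counts in each untreated library and 1 and 4 after auxin, had a log2 fold change of −2.42 (adjusted p = 0.0465 from the same test). Without auxin-treated replicate 2 its log2 fold change was −3.65, and it was not called with library totals as the only scaling (adjusted p = 0.0502 from the edgeR test) or by DESeq2 (adjusted p = 0.449).

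**Figure D2:**
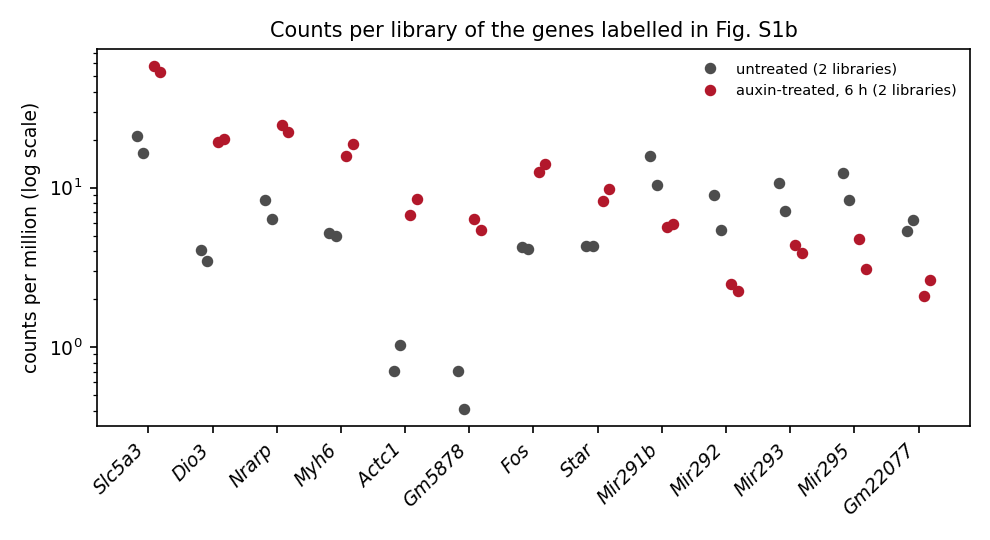
Counts per 1000000, CPM (y axis, log scale) of the genes labelled in Fig. S1b in the 2 untreated libraries (grey points) and the 2 libraries treated with auxin for 6 h (red points). The points are CPM of the library totals. For each gene both auxin-treated libraries lie on the same side of both untreated ones. With TMM scaling, which differs slightly from the points, the averages were for example 19.6 CPM against 3.78 CPM for Dio3 and 2.35 CPM against 5.81 CPM for Gm22077.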

The Pearson correlation value for each pairwise comparison is shown in the top left corner.
- f-h.** Cell viability (**f**), cell cycle (**g**), and caspase 3/7 (**h**) analyses for wild-type, Pol I, Pol II, and Pol III mAID-GFP fusion mESCs after treatment with a vehicle, doxycycline, or doxycycline and auxin.
- i.** RT-qPCR analyses of *Oct4*, *Sox2*, and *Nanog* in wild-type, Pol I (RPA1), Pol II (RPB1), and Pol III (RPC1) mAID-GFP fusion mESCs.
- j.** Immunofluorescence staining for  $\gamma$ H2AX (red) and with DAPI (blue) after 1 hr of individual drug treatment. Images were obtained using a 100  $\times$  oil objective.

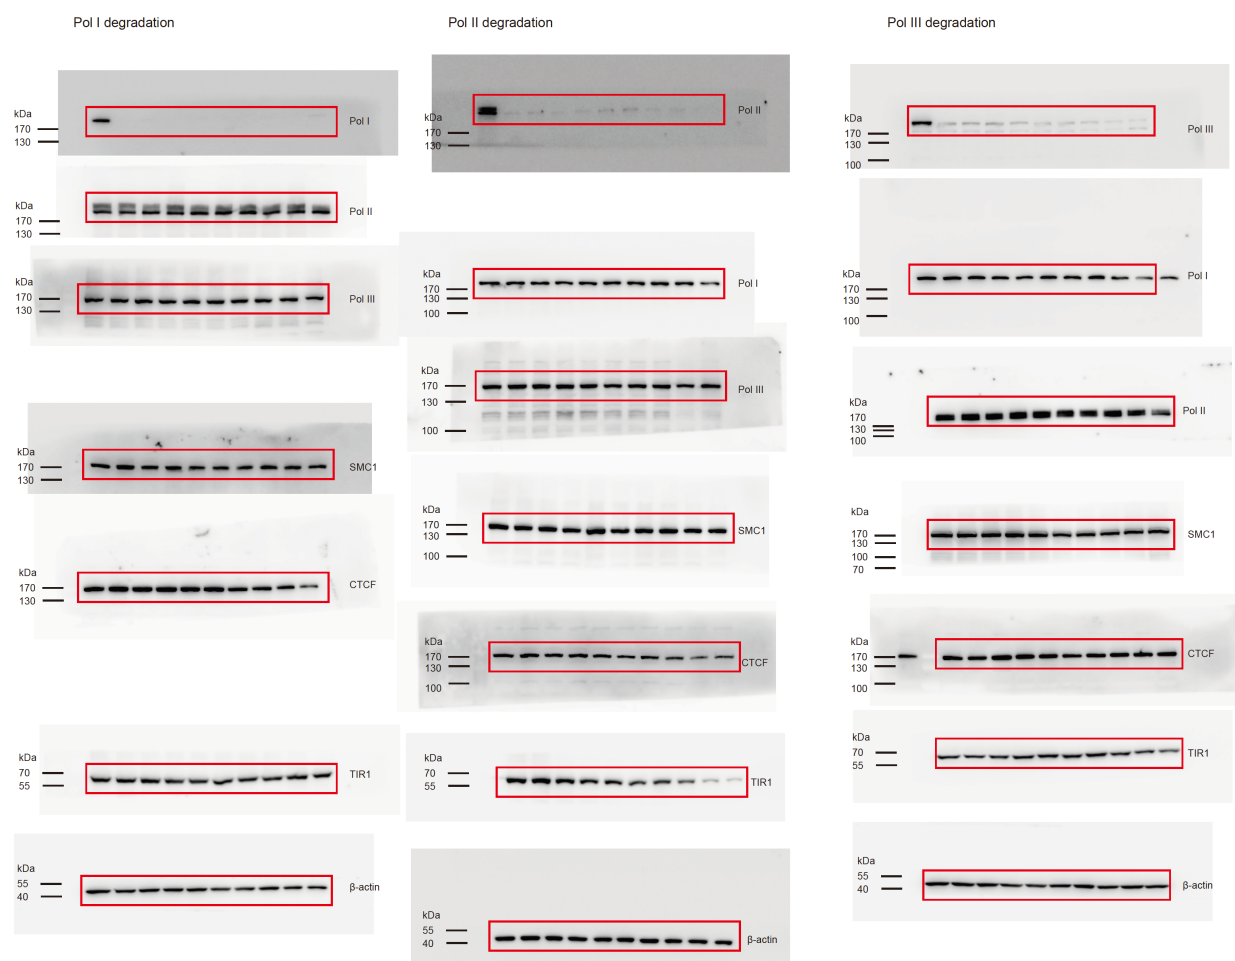

**Fig. S1. Uncropped images for western blot data related to Figure 1b.**

Fig S2

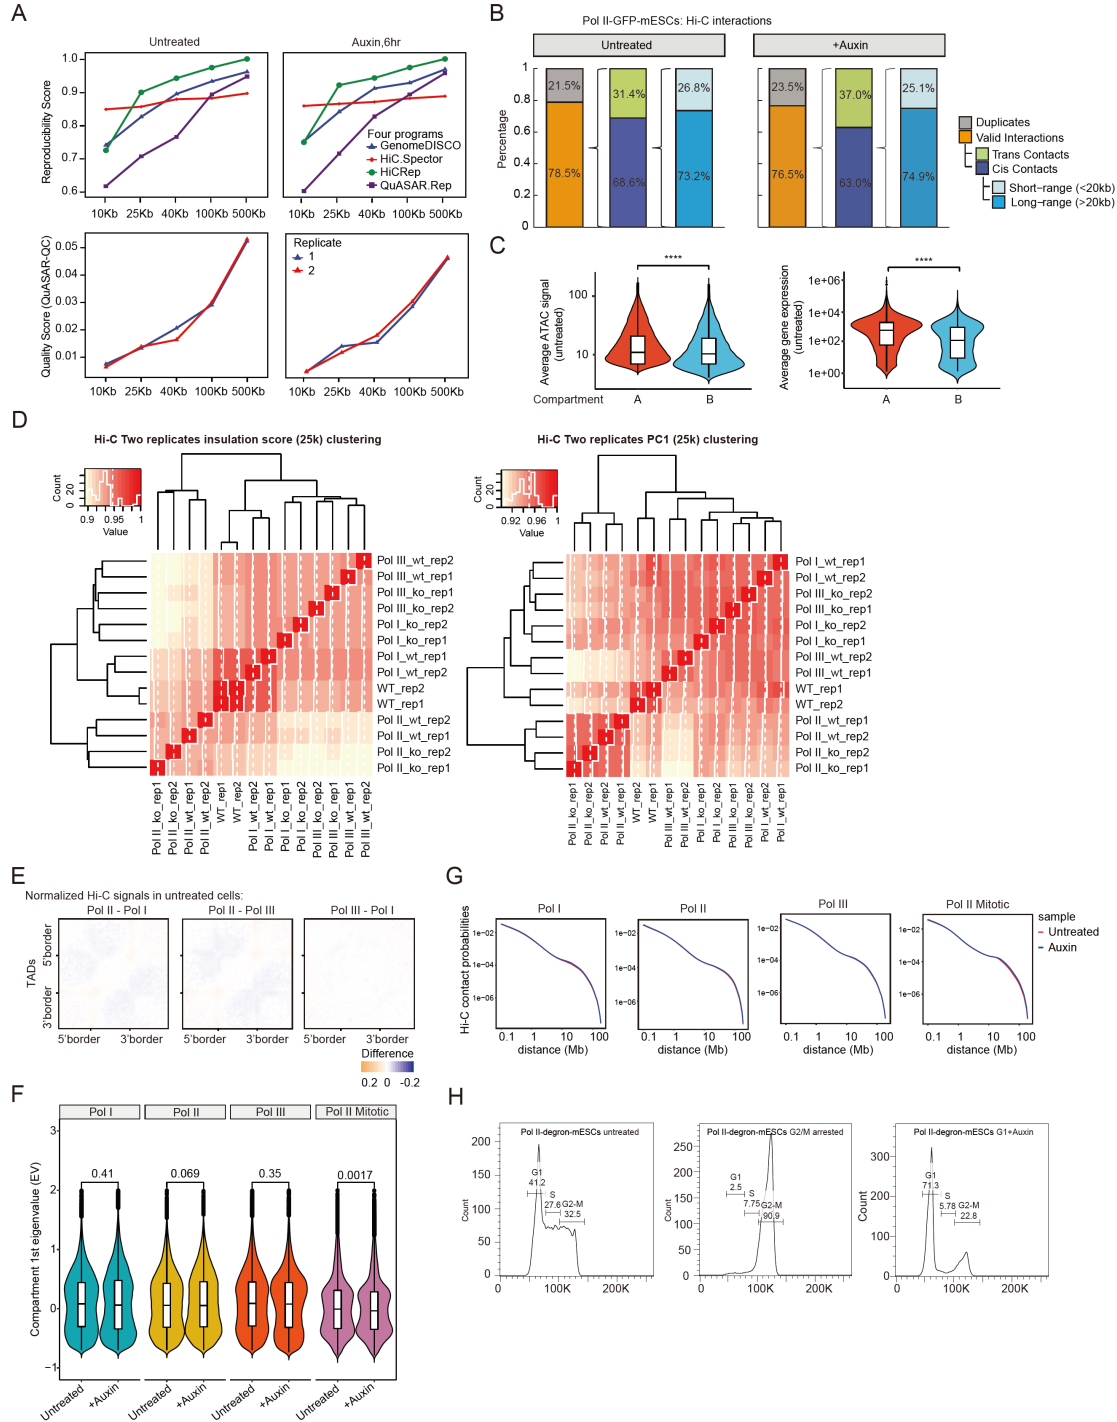

**Fig. S2. Quality controls for the Pol I, Pol II, and Pol III degradation Hi-C data sets.**

**a.** Reproducibility analysis of BAT Hi-C replicates. Reproducibility scores were calculated by four independent algorithms: including GenomeDISCO, QUASAR, and HiC.Spector

and HiC-Rep. Charts shows a plot of the reproducibility score (y-axis) at different resolutions (x-axis). All methods reported at least 60% of the reproducibility rate from a 10 kb to 500 kb resolutions. The quality score was measured by QUASAR.

**b.** The alignment statistics of the BAT Hi-C assay for the untreated (total reads=277 million) and Pol II-degraded (total reads=300 million) samples. Typically, the BAT Hi-C library contains over 75% of unique pairs with an optimal number of PCR cycles. Approximately 70 % of the valid pairs are cis contacts that consist of 26.8% short-range interactions (<20 kb) and 73.2% long-range interactions (>20 kb), while 30% of the pairs are consist of interchromosomal contacts.

**c.** Compartment A identified in this study had higher ATAC-Seq signals (left panel) and gene expression levels (right panel) compared with those of compartment B, indicating that our compartment identification was accurate. Significance was determined using a Wilcoxon test (\*\*\*\* $p < 0.0001$ ).

**d.** Left: Hierarchical clustering of the compartment A/B scores (PC1 values) of the samples; Right: hierarchical clustering of the insulation scores of the samples. “wt” refers to the untreated condition, and “ko” refers to the auxin-treated condition.

**e.** Average observed/expected Hi-C interactions within TADs of Pol II-mAID mESCs untreated subtracted Pol I-mAID-mESCs (left) or Pol III-mAID-mESCs (middle) untreated ones. The average observed/expected Hi-C interactions within TADs of Pol III-mESCs untreated subtracted Pol I-mESCs untreated signals are shown in the right panel.

**f.** Violin plots showing the quantification of the A/B compartmental contact frequencies (presented as the 1st eigenvalues) under various RNAP degradation conditions in the BAT Hi-C data sets. Significance was calculated using a two-sided Wilcoxon test.

**g.** Overall scaling of the normalized Hi-C contact frequency as a function of genomic distance was not affected by RNAP degradation.

**h.** Cell cycle analyses for the mitotic exit experiment with Pol II degron cells.

Fig S3  
A

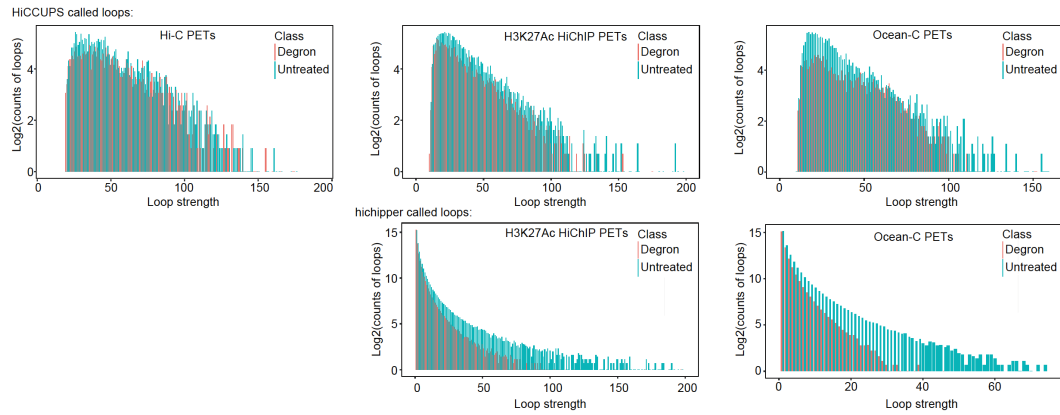

**Fig. S3. Loop strength analyses of high-resolution chromatin interactions after Pol II depletion.**

a. Loop strength distribution analyses of data from Hi-C (left), and H3K27ac HiChIP (middle) and Ocean-C (right) analyses. The x-axis denotes the loop strength, and the y-axis denotes the log counts of the loops with different strengths. Top: the loops were called by HiCCUPS; bottom: the loops were called by hicchipper. Red bars indicate degron conditions, and blue bars indicate untreated conditions.

Fig S4

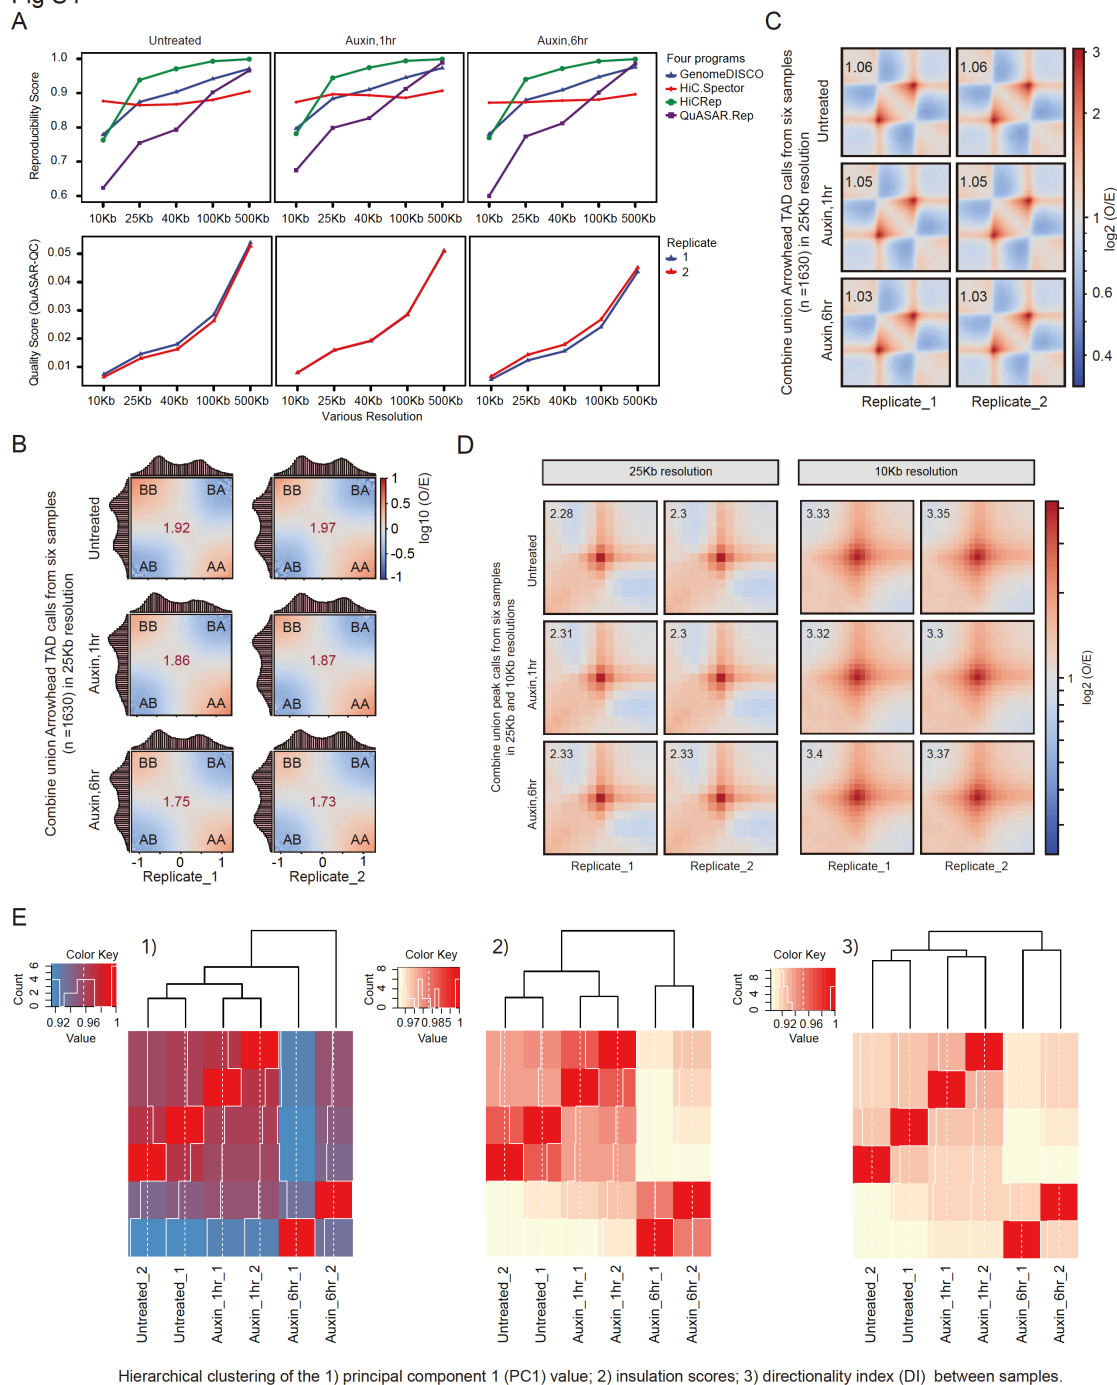

**Fig. S4. Quality controls for the Pol II degradation time course Hi-C data sets.**

- Analysis is the same as that depicted in Fig. S2A, but with the time course from the Pol II degran Hi-C data sets.
- Saddle plots representing compartmentalization strength according to the time course

from the Pol II degron Hi-C data sets.

**c.** Heatmap of the average observed/expected Hi-C interactions according to the time course from the Pol II degron Hi-C data sets.

**d.** Aggregated peak analysis (APA) of the union loop calls based on merged and two biological replicates from untreated and Pol II-degraded cells. Bin sizes were 10 kb and 25 kb. Numbers in the top left corner of each heatmap indicate average loop strength:  $\log_2(\text{obs}/\text{exp})$ . Color shows log-scale of the enrichment of interactions.

**e.** Hierarchical clustering of the 1) compartment A/B scores (PC1 values), 2) insulation scores, and 3) directionality index (DI) of the samples.

Fig S5

A

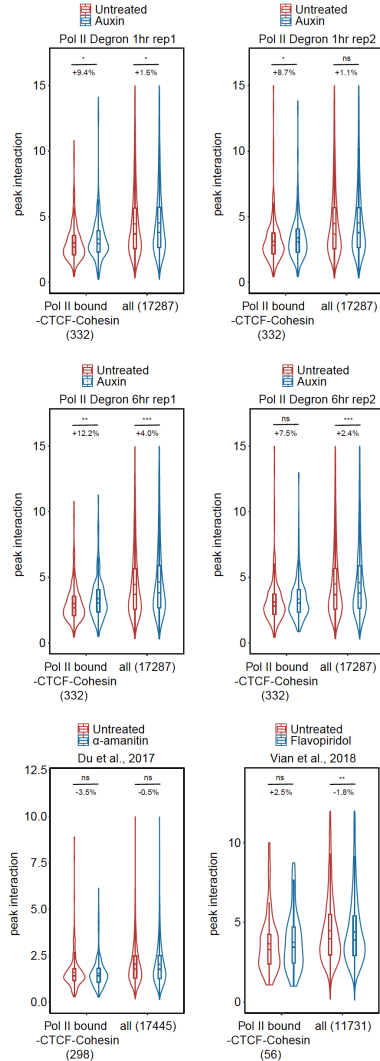

B

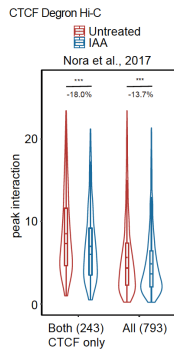

C

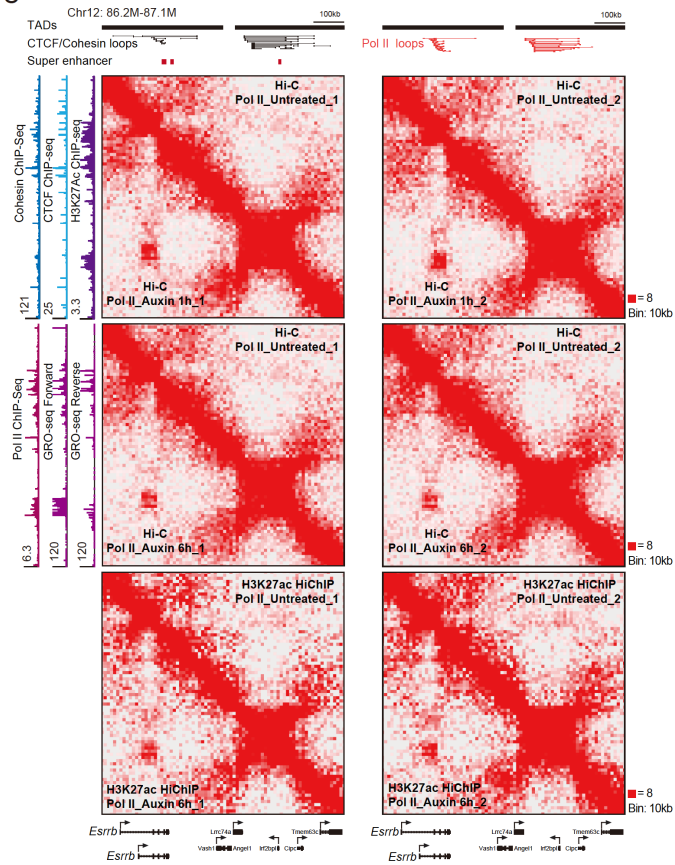

**Fig. S5. Examples of super-enhancer regions mildly enhancing chromatin interactions across loop domains after Pol II depletion.**

a. Violin plots of loop peak interactions from the Hi-C data under untreated and auxin (or

inhibitors) conditions. Loops of Pol II bound but without CTCF or Cohesin were selected and plotted with all loops included. The number of loops is indicated in parentheses. The dot inside the box plot denotes the mean interaction frequency. The percentage of change was calculated as the difference in the mean value divided by the untreated mean value. Significance was calculated by Student's t-test (\*\*\*:  $<0.001$ , \*\*:  $<0.01$ , \*:  $0.05$ ).

**b.** Violin plots of the loop peak interaction based on the CTCF Hi-C data of the untreated and degon conditions. Loops with CTCF bound at both anchors were selected out and plotted with all loops included. **b** is illustrated similar to **a**.

**c.** Hi-C (upper) and H3K27ac HiChIP (bottom) contact maps for the *Esrrb*: 86.2-87.1 Mb region of chromosome 2 at 10 kb resolution in the untreated and auxin-treated Pol II degon cell lines is shown. The Cohesin, CTCF, H3K27Ac ChIP-Seq signals, and GRO-Seq signals are displayed on the left. The black bars indicate as TAD structures. The black lines indicate CTCF/Cohesin loops, and the red lines indicate Pol II-associated loops.

Fig S6

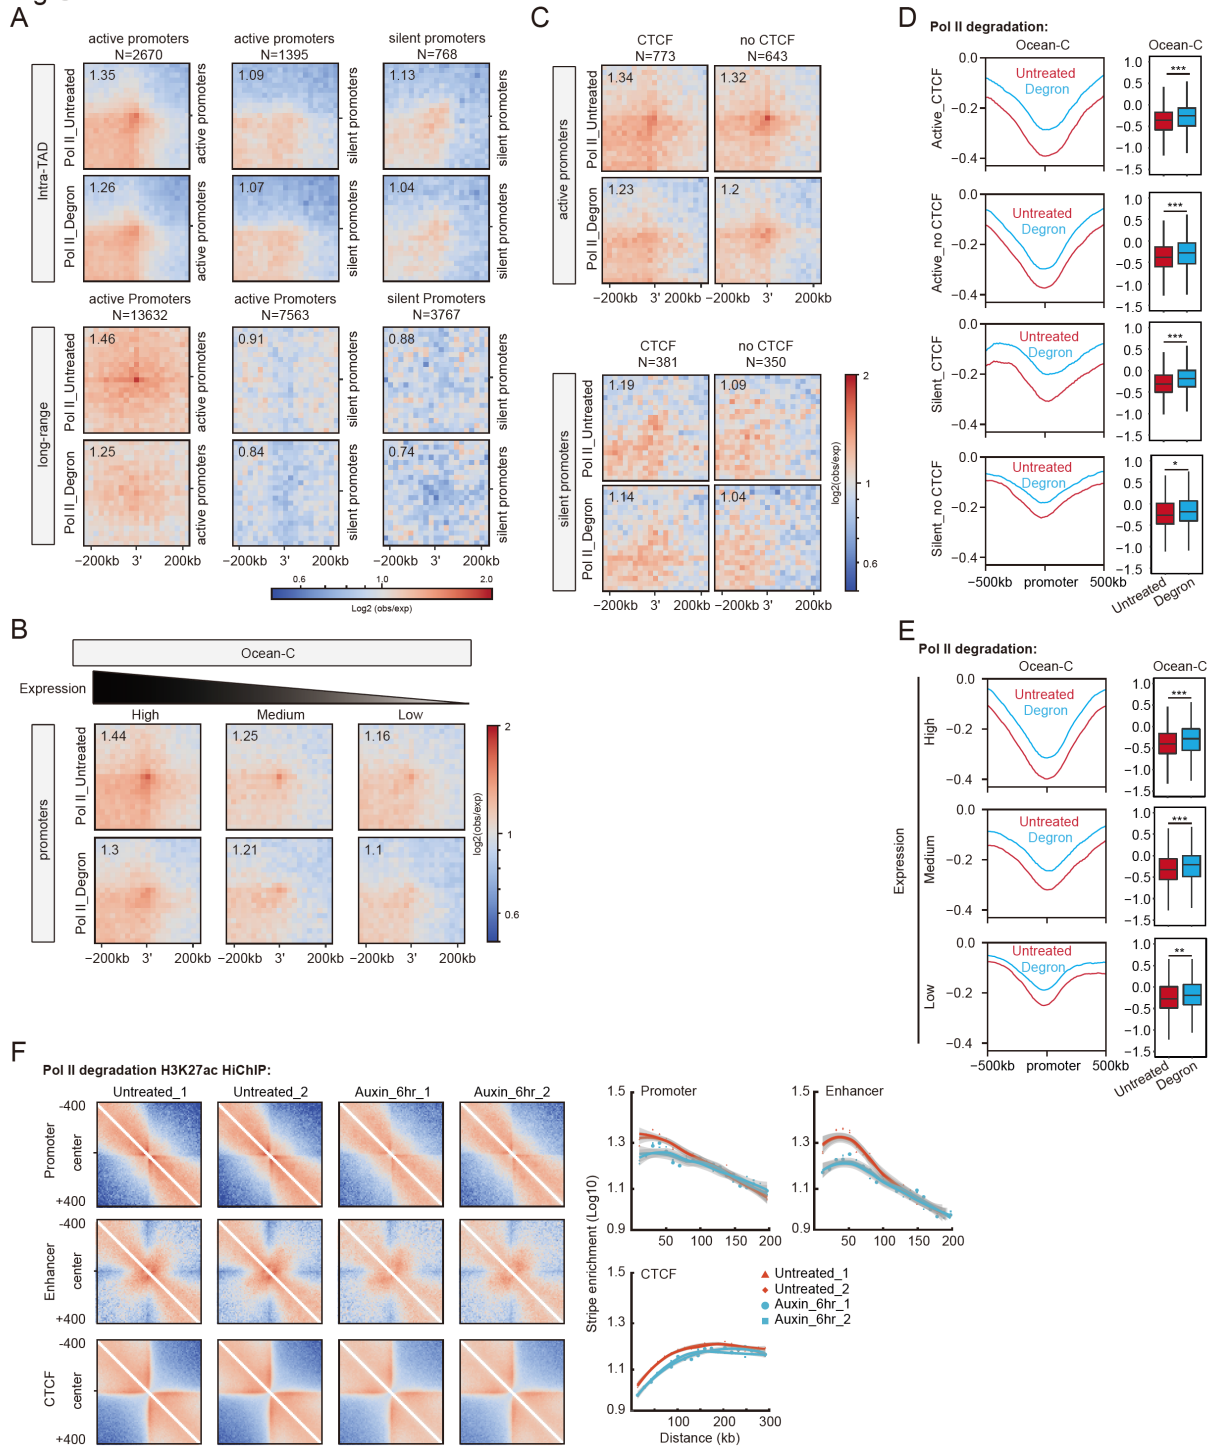

**Fig. S6. Pol II depletion has relatively modest effect on promoter-associated chromatin interactions.**

- a.** Aggregate Ocean-C contact maps around pairs of either active or silent gene promoters in the mESCs grouped by Intra-TAD pairs (between 200 Kb and 2 Mb) and cis long-range interactions (from 2 Kb to 10 Mb).
- b.** Aggregate Ocean-C contact maps around pairs of active gene promoters in the mESCs separated into three equal slices (each N=833) based on the gene expression level.
- c.** Aggregate Ocean-C contact maps around pairs of either active or silent gene promoters in the mESCs were classified based on the presence of CTCF-binding sites within  $\pm 5$  kb.
- d.** Average insulation score using the Ocean-C data set of different categories of promoters under untreated and Pol II-degraded conditions (6 hr) (left), and the insulation score at promoters was quantified as illustrated in the box plot shown in the right panel. Significance was determined using a Wilcoxon test (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ).
- e.** Average insulation score using the Ocean-C data set on promoters under untreated and Pol II-degraded conditions (6 hr) (left), and the insulation score for the promoters was quantified as illustrated in the box plot in the right panel. Significance was determined using a Wilcoxon test (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ).
- f.** Pile-up analysis of the target-centered chromatin structure. Maps are plotted at 10-kb resolution for long-range chromatin interactions (left panel). Signal decay curve of the gene stripe. The X-axis shows the normalized contact of the target stripe, and the y-axis shows the distance to the target center up to 200 kb (right panel).

**Fig S7**  
**A**

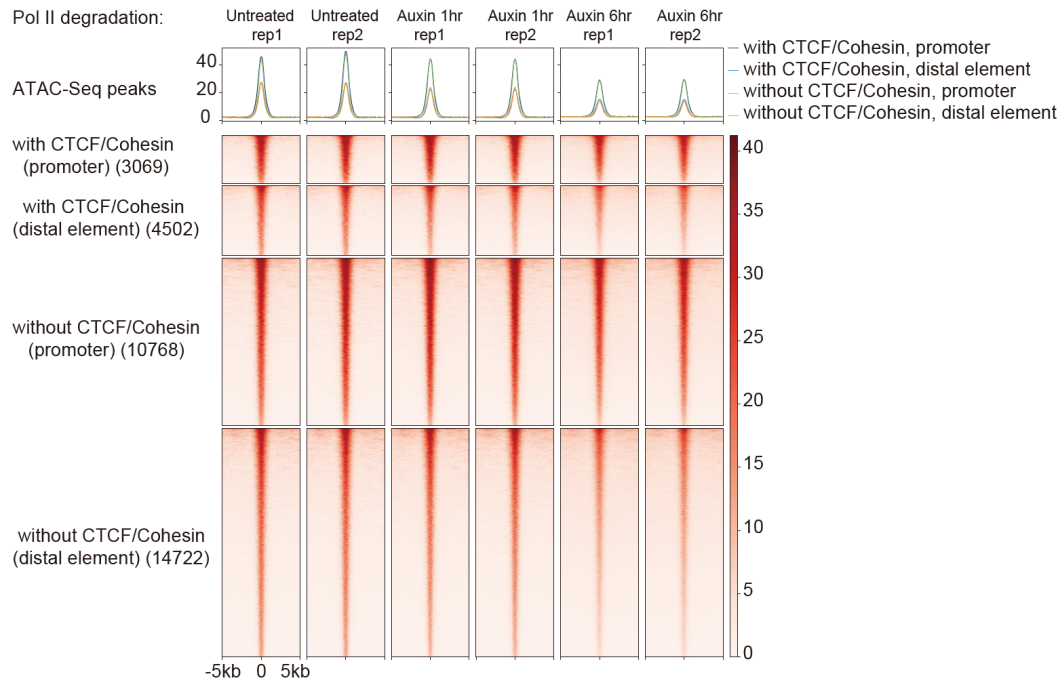

**Fig. S7. long-term depletion of Pol II leads to general disruption of chromatin accessibility.**

**a.** Signal profile and heatmap of ATAC-Seq peaks at the promoter or nonpromoter regions with and without CTCF/Cohesin binding. ATAC-Seq peaks were called separately under the three conditions and merged together.

# Supplementary material for: Genome-wide analyses of chromatin interactions after the loss of Pol I, Pol II, and Pol III
**Source:** Genome Biol. 2020 Jul 2;21:158. doi: 10.1186/s13059-020-02067-3
**Supplement:** Supplementary file 3 — Additional file 3. More method details.

## METHOD DETAILS

### Key resources table

| REAGENT or RESOURCE                                          | SOURCE          | IDENTIFIER         |
|--------------------------------------------------------------|-----------------|--------------------|
| Antibodies                                                   |                 |                    |
| Anti-POLR1A antibody                                         | Santa Cruz      | Cat # Sc-48385     |
| Anti- Lamin b1 antibody                                      | Santa Cruz      | Cat # sc-374015    |
| Anti- POLR2A antibody                                        | Abcam           | Cat # ab817        |
| Anti-POLR3A antibody                                         | Abcam           | Cat # ab96328      |
| Anti-H3K27ac antibody                                        | Abcam           | Cat # ab4729       |
| Anti-GFP antibody                                            | Abcam           | Cat # ab290        |
| Anti-CTCF antibody                                           | Merck Millipore | Cat # 07-729       |
| Anti- $\gamma$ H2AX antibody                                 | Merck Millipore | Cat # 05-636       |
| Anti-SMC1 antibody                                           | Bethyl          | Cat # A300-055A    |
| Anti-HA tag antibody                                         | Abcam           | Cat # ab9110       |
| Anti- $\beta$ -Actin antibody                                | Sigma-Aldrich   | Cat # A2228        |
| Anti-Rabbit IgG Secondary Antibody                           | GE Healthcare   | Cat # NA931V       |
| Anti-Mouse IgG Secondary Antibody                            | GE Healthcare   | Cat # NXA931V      |
| Alexa Fluor 568 Donkey anti-Mouse IgG                        | Thermo Fisher   | Cat # A10037       |
| Alexa Fluor 594 Goat anti-Rabbit IgG                         | Thermo Fisher   | Cat # A-11012      |
| Chemicals                                                    |                 |                    |
| Normal Mouse IgG                                             | Merck Millipore | Cat # 12-370       |
| Normal Rabbit IgG                                            | Merck Millipore | Cat # 12-370       |
| cOmplete Tablets EDTA-free, EASYpack                         | Roche           | Cat # 04693132001  |
| Propidium iodide                                             | Sigma           | Cat # P4170        |
| DAPI (4',6-Diamidino-2-Phenylindole, Dilactate)              | Thermo Fisher   | Cat # D3571        |
| Nocodazole                                                   | Sigma-Aldrich   | Cat # M1404        |
| Thymidine                                                    | Sigma-Aldrich   | Cat # T1895        |
| Actinomycin D                                                | Sigma-Aldrich   | Cat # 129935       |
| 5,6-Dichlorobenzimidazole 1- $\beta$ -D-ribofuranoside (DRB) | Sigma-Aldrich   | Cat # D1916        |
| Flavopiridol                                                 | Selleck         | S2679              |
| Etoposide                                                    | Selleck         | S1225              |
| Doxycycline                                                  | Sigma-Aldrich   | Cat # D9891        |
| Indole-3-acetic acid sodium salt                             | Sigma-Aldrich   | Cat # Cat # 115148 |

|                                                       |             |                  |                   |
|-------------------------------------------------------|-------------|------------------|-------------------|
| Puromycin dihydrochloride                             |             | Sigma-Aldrich    | Cat # P8833       |
| Hygromycin B                                          |             | Thermo Fisher    | Cat # 10687010    |
| GENETICIN, G418                                       |             | Thermo Fisher    | Cat # 10131035    |
| <b>Critical Commercial Assays</b>                     |             |                  |                   |
| Dynabeads™<br>Streptavidin                            | M-280       | Thermo Fisher    | Cat # 11205D      |
| Dynabeads™ Protein G                                  |             | Thermo Fisher    | Cat # 10004D      |
| Pierce™ BCA protein assay kit                         |             | Thermo Fisher    | Cat # 23227       |
| Caspase-Glo®<br>System                                | 3/7 Assay   | Promega          | Cat # G8091       |
| CellTiter-Glo®<br>Cell Viability Assay                | Luminescent | Promega          | Cat # G7570       |
| FuGENE® HD Transfection<br>Reagent                    |             | Promega          | Cat # E2311       |
| Illumina Nextera DNA Sample<br>Preparation Kit        |             | Illumina         | Cat # FC-121-1030 |
| NEBNext Ultra II DNA Library<br>Prep Kit for Illumina |             | NEB              | Cat # E7645S      |
| KOD FX polymerase                                     |             | TOYOBO           | Cat # KFX-101     |
| Fastpfu polymerase                                    |             | TransGen Biotech | Cat # AP221-01    |
| EasyTaq DNA Polymerase                                |             | TransGen Biotech | Cat # AP111-01    |
| KAPA HIFI hotstart PCR Kit                            |             | Kapa Biosystems  | Cat # KK2502      |
| SuperScript™ III Reverse<br>Transcriptase             |             | Thermo Fisher    | Cat # 18080085    |
| 2×RealStar Green Mixture                              |             | GenStar          | Cat # A301-10     |
| Megen Gel extraction kit                              |             | Megen            | Cat # D2111-03    |
| HiPure Plasmid EF Mini Kit                            |             | Magen            | Cat # P1112-02    |
| Qubit dsDNA HS kit                                    |             | Thermo Fisher    | Cat # Q32851      |

## Plasmid Construction

The 66 amino-acids version of AID tag, mAID, developed in mammalian cells by Toyooki Natsume was used here [1]. The Tir1 expression vector for degenon parental cell line was constructed based on pGEM-T Easy vector (Promega A1360) by Gibson assembly with the following templates: *Oryza Sativa* Tir1 cDNA with TetO-3G promoter as well as the N-acteyl-transferase (PAC/PuroR) were PCR amplified from pMK243 (Natsume et al., 2016, Addgene # 72834), and 3x HA tag was added into C-terminal of Tir1 CDNA; homology arms to the Rosa26 locus were PCR amplified from mESCs V6.5 genomic DNA (400 bp each). The RNAPs-mAID-

EGFP targeting vector was constructed based on pGEM-T Easy vector (Promega A1360) by Gibson assembly with the following templates: the mAID-mClover (GFP) tag, as well as NeoR, were PCR amplified from pMK289 (Natsume et al., 2016, Addgene # 72827); homology arms to the last exon of Rpa1/Rpb1/Rpc1 were PCR amplified from mESCs V6.5 genomic DNA (400 bp each). We also constructed a version of the plasmid conferring resistance to Blasticidin (pMK291, Addgene # 72829). sgRNAs were constructed by annealing pairs of oligos in PX330 (Addgene # 42230), as described in [2]. The Rosa26-targeting sgRNA was cloned into pX330 by annealing caccGAAGATGGGCGGGA GTCTTC and aaacGAAGACTCCCGC CCATCTTC; Rpb1-targeting sgRNAs were cloned in PX330 by annealing oligos caccgATGAGGAGAACTGAGCGAAC and aaacGTTCGCTCAGTTCTCCTCATc for the first sgRNA and caccgTGAGGAGAA CTGAGCGAACA and aaacTGTTGCTCAGTTCTCCTCAc for the second sgRNA. Similarly, Rpa1/Rpc1-targeting sgRNAs were created by these oligos: caccgAGAC AATGCTGCTATCTTAG and aaacCTAAGATAGCAGCATTGTCTc for the first sgRNA, caccgCAGACAATGCTGCTA TCTTA and aaacTAAGATAGCAGCATTGT CTGc for the second sgRNA for Rpa1 respectively; caccgCCCTCTTGTTACATAG TTTG and aaacCAAACCTATGTAACAAGAGGGc for the first sgRNA, caccGTTAC ATAGTTTGTGGCAAG and aaacCTTGCCACAACTATGTAAC for the second sgRNA for Rpc1 respectively.

## **Western blots**

mESCs were dissociated, pelleted and resuspended in 2.5 mM MgCl<sub>2</sub>, 0.25 M sucrose, 0.1% NP-40, 1 mM DTT, 25 mM HEPES pH 7.9, 700 mM NaCl, 1Xprotease inhibitor cocktail and swell for 10 minutes on ice, centrifuged at 14,000 rpm at 4 °C for 10 minutes. Protein concentration from supernatants was measured using the Pierce<sup>TM</sup> BCA protein assay kit (Thermo # 23227). Samples were mixed with loading buffer, run on 10% polyacrylamide SDS gel. Transfer onto PVDF membranes was performed with 300 mA 2 hours. Membranes were blocked with 5% skim milk in PBST for 1 hour at room temperature and then incubate with

primary antibody diluted in 5% Bovine serum albumin of PBST following manufacturer's recommendation overnight at 4 °C. The next day, the membrane was washed three times 5 minutes in PBS-0.1% Tween-20 at room temperature, incubated with secondary antibodies (1: 10,000) in 5% bovine serum albumin in PBS buffer supplementing with 0.1% Tween-20 1 hour at room temperature, washed 3 times and analyzed on G.E AI 600 RGB imaging system. Panels were mounted using imageJ preserving linearity.

### **Cell-Cycle analysis by propidium iodide staining**

mESCs were trypsinized, resuspended in culture medium and pelleted in 2,500 g for 5 minutes, washed once with PBS buffer, and resuspended cell pellet in ice-cold PBS at 2 million cells/ml. Then 9× volume of 70% ethanol was added drop-wise while mixing and store cells overnight at -20 °C. Cells were collected at 500 g for 10 minutes at 4 °C, washed once with PBS, and the cell pellet was resuspended in 300 µl PBS supplementing with 0.1% Triton X-100, 20 µg/ml propidium iodide and 0.2 mg/ml RNase A. After incubation at 37 °C for 30 minutes, cells were identified directly with flow cytometry.

### **Mouse embryonic stem cell synchronization**

Mouse embryonic stem cell synchronization was conducted as (Ballabeni et al., 2011) described. mES cells were treated with 1.25 mM Thymidine for 14 hours, followed by treatment with 50 ng/ml Nocodazole for 7 hours. Mitotic cells were collected at this time. G1 phase cells were collected 1 hour after release. Particularly, for Pol II degradation at the same time, Pol II degron cell line has already been treated with or without 500 µM indole-3-acetic acid (IAA) for 5 hours when synchronized into mitotic phase, and then release for 1 hour to get G1 phase synchronized mES cell with or without Pol II degradation respectively.

### **Caspase 3/7 activity and cell viability assays**

Caspase 3/7 activity and cell viability assays for characterization of degron cell lines were carried out according to manufacturers' instruction, Promega G8091, and Promega G7570, respectively.

## **Immunofluorescence**

mESCs were passaged on glass-coverslips, fixed with 4% paraformaldehyde in 1×PBS for 20 minutes at room temperature. 0.1% Triton-X100 was used for cell permeabilization following blocking with 5% BSA diluted in 1× PBS for 1 hour at 4 °C. Primary antibody (anti-Lamin b1, Santa cruz sc-374015, 1:100; anti-γH2A.X, Millipore 05-636, 1:500) incubation was conducted in 4% BSA overnight at 4 °C, followed by three times wash in 1× PBS for 5 minutes. Primary antibodies were recognized by secondary antibody (Alexa Fluor 568 Donkey anti-Mouse IgG Thermo Fisher A10037 1:500 dilution, Alexa Fluor 594 Goat anti-Rabbit IgG Thermo Fisher A11012 1:500 dilution) in the dark for 1 hour, three times wash in 1XPBS for 5 minutes, 1 µg/ml DAPI (Thermo Fisher # D3571) staining for 10 minutes at RT in the dark. Glass slides were mounted onto slides with VECTASHIELD® Antifade Mounting Medium (Vector Lab # H-1000). Coverslips were sealed with transparent nail polish and stored at 4 °C in the dark. Images were acquired at the Nikon A1RSi+ confocal microscope with 100× oil objective using NIS-Elements software and a Hamamatsu ORCA-ER CCD camera (Fenghuang Microscopy Facility, PKU), and then post-processed using Volocity, software available at <https://www.winsite.com/authors/perkinelmer/1/> 3D-SIM images were acquired on an N-SIM imaging system (Nikon) equipped with a 100X/1.49 NA oil-immersion objective (Nikon) and four laser beams (405, 488, 561 and 640). Images stacks with 0.12 µm intervals were acquired and computationally reconstructed to generate super-resolution optical serial sections. Images were post-processed using Imaris v9.3 Oxford Inc. (Fenghuang Microscopy Facility, PKU), software available at <https://imaris.oxinst.com/>.

#### 4C-seq

We modified 4C-seq protocol based on 3C-HTGTS version [3]. We performed this assay with intact cell nuclei (in situ). Cells were cultured, harvested, and crosslinked as Hi-C described. Crosslinked mES cells lysis with 550  $\mu$ l lysis buffer (10 mM Tris-HCl, pH 8.0, 10 mM NaCl, 0.2% IGEPAL CA630 with proteinase inhibitor) and incubate on ice for 20 minutes. Spin at 5000 rpm for 5 minutes at 4 °C to discard the supernatant. Washed Nuclei twice with 1 $\times$  NEB Cutsmart Buffer. Then gently resuspend pellet with 50  $\mu$ l 0.5% SDS and incubate for 10 minutes at 62 °C. After heating, add 140  $\mu$ l H<sub>2</sub>O and 25  $\mu$ l 10% Triton X-100, mix gently, incubate for 15 minutes at 37 °C. Add 25  $\mu$ l 10 $\times$  NEB Cutsmart Buffer (NEB # B7204S) and 100 U NlaIII (NEB Cat # R0125S) and digest chromatin less than 12 hours at 37 °C at 700 rpm. Inactivate NlaIII by incubating the sample for 20 minutes at 62 °C. Nuclei were collected, washed nuclei twice with 1 $\times$  T4 DNA ligase buffer. Resuspended in 1200  $\mu$ l of Proximity ligation solution (120  $\mu$ l T4 DNA ligase buffer (NEB # B0202S), 120  $\mu$ l 10% TritonX-100, 942  $\mu$ l H<sub>2</sub>O, 6  $\mu$ l T4 DNA ligase (NEB # M0202), 12  $\mu$ l 10 mg/ml BSA), and Rotate at 700 rpm at room temperature for 6 hours. Then reverse crosslink and DNA purification were performed as Hi-C described. DNA was dissolved with 200  $\mu$ l 10 mM Tris-HCl, pH 8.0 and sonicated by Biorupter with the following program: High energy, 30 seconds working time, 60 seconds interval, 2 cycles. Check DNA on 2% agarose gel. It should be 0.2-2 kb. The library construction starts with 40  $\mu$ g sonicated DNA in each sample. Primer extension was performed firstly as the following program:

|                        | 1 $\times$ ( $\mu$ l) | 8 $\times$ ( $\mu$ l) |
|------------------------|-----------------------|-----------------------|
| 5x Fast pfu buffer     | 10                    | 80                    |
| dNTPs (2.5mM each)     | 1                     | 8                     |
| Bio-primer (1 $\mu$ M) | 1                     | 8                     |
| Fast pfu polymerase    | 0.5                   | 4                     |
| sonicated DNA          | 25                    | 200                   |
| H <sub>2</sub> O       | 12.5                  | 100                   |

Set up the PCR program: 95 °C for 2 minutes; [95 °C for 30 seconds, 58 °C for 30 seconds, 72 °C for 1.5 minutes] (80 cycles); 72 °C for 2 minutes; 10 °C forever; Pool the eluted DNA into one 1.5 ml tube, add 400  $\mu$ l 5 M NaCl (1 M final) and 8  $\mu$ l 0.5 M EDTA (5 mM final), mix with 20  $\mu$ l washed C1 beads on the rotary mixer at

RT for at least 2 hours; Capture the beads on the magnet and wash with 300  $\mu$ l 1x B&W buffer three times; Wash with 300  $\mu$ l Tris-HCl (10 mM, pH 7.4) once and resuspend the beads in 30  $\mu$ l Tris-HCl (10 mM, pH 7.4). And then perform bridge linker on beads ligation with the following system: 5  $\mu$ l 10 $\times$  ligation buffer, 2  $\mu$ l 50  $\mu$ M Adapter, 2.5  $\mu$ l T4 DNA ligase, 15  $\mu$ l 50% PEG8000, set up the ligation on the PCR machine, 25  $^{\circ}$ C for 1 hour, 22  $^{\circ}$ C for 2 hours, and then 16  $^{\circ}$ C overnight. Add 50  $\mu$ l 2x B&W buffer and 100  $\mu$ l 1 $\times$  B&W buffer to collect the ligation products, then capture the beads on the magnet and wash with 200  $\mu$ l 1 $\times$  B&W buffer twice and wash with 200  $\mu$ l Tris-HCl (10 mM, pH 7.4) once and resuspend the beads in 50  $\mu$ l Tris-HCl (10 mM, pH 7.4). Then Nested PCR was performed as the following program:

|                      | 1 $\times$ ( $\mu$ l) | 2 $\times$ ( $\mu$ l) |
|----------------------|-----------------------|-----------------------|
| 5x Fast pfu buffer   | 10                    | 20                    |
| dNTPs (2.5mM each)   | 2                     | 4                     |
| I7-Blue (10 $\mu$ M) | 2                     | 4                     |
| I5-Red (10 $\mu$ M)  | 2                     | 4                     |
| Easytaq polymerase   | 0.5                   | 1                     |
| sonicated DNA        | 25                    | 50                    |
| H2O                  | 8.5                   | 17                    |

Set up the PCR program: 95  $^{\circ}$ C for 2 minutes; [95  $^{\circ}$ C for 30 seconds, 58  $^{\circ}$ C for 30 seconds, 72  $^{\circ}$ C for 1 minutes] (15 cycles); 72  $^{\circ}$ C for 2 minutes; 10  $^{\circ}$ C forever; PCR product was purified with Megen gel purification kit (Megen # D2111-03) and eluted with 30  $\mu$ l Tris-HCl (10 mM, pH 7.4). At last, the Tagged PCR was performed to add sequencing adaptor as the following program:

|                     | 1 $\times$ ( $\mu$ l) | 2 $\times$ ( $\mu$ l) |
|---------------------|-----------------------|-----------------------|
| 5x Fast pfu buffer  | 10                    | 20                    |
| dNTPs (2.5 mM each) | 2                     | 4                     |
| P7-I7 (10 $\mu$ M)  | 2                     | 4                     |
| P5-I5 (10 $\mu$ M)  | 2                     | 4                     |
| Fast pfu polymerase | 0.5                   | 1                     |
| sonicated DNA       | 17.5                  | 35                    |
| H2O                 | 16                    | 32                    |

Set up the PCR program: 95  $^{\circ}$ C for 2 minutes; [95  $^{\circ}$ C for 30 seconds, 58  $^{\circ}$ C for 30 seconds, 72  $^{\circ}$ C for 1 minute] (15 cycles); 72  $^{\circ}$ C for 2 minutes; 10  $^{\circ}$ C forever; PCR product was run on 2% agarose gel and recovery 500-700 bp product, eluted with

30 µl Tris-HCl (10 mM, pH 7.4) twice.

Library quality and quantity were analyzed with Bioanalyzer and Qubit assays and then sequenced on HiseqXten 150×150 pair-end sequencing (Related primers see additional file 2: Table S7).

### **-/+ Auxin GFP ChIP-Seq**

The barcoded untreated/+auxin nuclei were mixed for multiplexed Pol II-GFP ChIP-seq with GFP antibody to avoid the variations for the library preparation and sequencing. The protocol was modified based on RELACS (restriction enzyme-based labeling of chromatin in situ) method published previously [4]. Briefly, nuclei were extracted using sonication (Biorupter) under these sonicator parameters: high power, 4 cycles/burst, for 30 seconds of treatment and 30 seconds interval. Nuclei were pelleted and resuspended in 50 µl of 0.5% SDS and incubated at room temperature for 10 min. SDS was quenched by adding 25 µl of 10% Triton X-100 and 145 µl of water. 25 µl of restriction enzyme buffer (CutSmart, NEB B7204S) and 2.5 µl of 100× protease inhibitor cocktail were added prior to enzyme incubation. 100 U AluI (NEB # R0137L) was added and digested for 12 hr at 37 °C. After dATP-tailing as Hi-C described, parallel adaptor ligation was performed with annealing adaptor (TRUSEQ-UNI-ADAPTER: “AATGATACGGCGACCACCGAGATCTACA CTCTTTCCCTACACGACGCTCTTCCGATCT”; Parallel reverse adaptor: “CAAG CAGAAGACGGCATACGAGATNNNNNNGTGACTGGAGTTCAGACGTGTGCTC TTCCGATC”) at 37 °C for 6 hr. The barcoded untreated/+auxin intact nuclei were mixed for subsequent multiplexed Pol II-GFP ChIP-seq with GFP antibody. After de-crosslinking, libraries were amplified with parallel primer (forward: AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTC CGATCT; reverse: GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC) and run on 2% agarose gel and recovery 300-500 bp product, eluted with 30 µl Tris-HCl (10 mM, pH 7.4) twice. Library quality and quantity were analyzed with Bioanalyzer and Qubit assays and then sequenced on HiseqXten 150×150 pair-end

sequencing.

### **RNA-seq and RT-qPCR**

Total RNA was isolated using TRIzol following the manufacturer's recommendations. Sequencing libraries were generated by Novogene corporation. The libraries were sequenced on an Illumina HiSeqXten platform, and 150 bp paired-end reads were generated. For RT-qPCR assays, reverse transcription was performed using SuperScript™ III Reverse Transcriptase (Thermo # 18080085) with oligo-(dT)-18 primers, according to manufacturers' instructions. Quantitative real-time PCR was performed using 2× RealStar Green Mixture (GeneStar # A301-10) and Bio-Rad CFX Connect™ Real-Time PCR Detection System. For RT-qPCR primer sequences, please see additional file 2: Table S7.

### **ATAC-Seq**

ATAC-seq was performed according to the protocol from [5]. 50,000 viable cells were used for library preparation using Nextera™ DNA Sample Prep Kit. PCR amplified libraries were extracted with Megen gel purification kit (Megen # D2111-03) without size selection. Library quality and quantity were analyzed with Bioanalyzer and Qubit assays and then sequenced on Illumina HiSeqXten using 150 bp paired-end mode.

### **Hi-C, HiChIP, and Ocean-C Library Preparation and Data Processing**

#### **Hi-C Data Normalization**

Because different Hi-C experiments had various sequencing depths, we randomly sampled equal numbers of long-range (>20 kb) intra-chromosomal read pairs (n=75 million) from each sample for most downstream analyses involving comparison. To examine global interaction patterns, we divided the reference genome into contiguous, and equally sized bins range from 5 kb to 100 kb, then assigned the resampled read pairs to these bins and generated contact maps. At

last, the raw Hi-C contact matrices were normalized using the iterative correction method with *iced* script to correct for systematic biases such as GC content of trimmed ligation junction and the distance between restriction fragments. The procedure is based on the assumption that all loci should have equal visibility since we are detecting the entire genome in an unbiased manner. Having evaluated previously established matrices for Hi-C map resolution and the independent biological replicates for reproducibility [6], we speculated that the resolution of our Hi-C contact maps is between 10 kb and 25 kb, therefore, contact domain interactions and chromatin loops were called at the following resolutions: 10 kb and 25 kb. The ratio of cis- and trans-unique pair-end reads, which is a critical feature for the signal-to-noise ratio, was  $3.58 \pm 1.39$  for BAT-Hi-C (average ratio for 22 BAT Hi-C libraries generated in this study).

### **HiChIP and Ocean-C Data Normalization**

For comparison of HiChIP/Ocean-C data under untreated and auxin(/inhibitors) conditions, we randomly subsampled equal numbers of long-range (>20 kb) intra-chromosomal read pairs (HiChIP: 49,907,498; Ocean-C: 52,837,002), and the sampled data were used to all the downstream analysis. Furthermore, the sampled allValidPairs file was converted to .hic file using hicpro2juicebox.sh (supplied by HiC-Pro) for calling loops with HiCCUPS.

### **Observed/Expected (O/E) matrix generation**

For each chromosome, we calculated the average contact probability for all loci at a certain distance as expected interaction value. Then we transform the ice normalized Hi-C matrix into an observed/expected matrix by dividing each normalized observed by its corresponding expected value at that distance.

### **A/B compartment identification**

The most common method for A/B compartment identification is the principal

component (PC) approach previously described [6, 7]. For each chromosome, the Hi-C O/E matrix at given resolution was first converted into a correlation matrix, where each entry (i, j) represents the Pearson correlation between row i and j of the original matrix. Then the signs of the dominant eigenvector were used to call compartments. In most cases, the first component of a PCA (PC1 eigenvector) on each of these matrices was used as a quantitative measure of compartmentalization and published mESC Hi-C compartment pattern was used as a reference to assign negative and positive PC1 to the correct categories. If necessary, the sign of the PC1 (which was randomly assigned) was inverted so that positive PC1 values corresponded to A (active)-compartment regions, and negative values fell into B. To quantify the strength of compartmentalization, we rearranged the rows and the columns of Hi-C O/E matrix for each chromosome in the order of increasing eigenvector value, and computed a strength ratio using the equation  $(AA + BB)/(2 \cdot AB)$ , where AA refers to the average enrichment of loci whose two bins both lie in the top 20% of eigenvector scores, BB refers to bottom 20%, and AB to that of loci whose two bins have strong A and B compartment signal [8]. Finally, we aggregated the rows and the columns of the resulting matrix into 50 equally sized bins, thus obtaining a compartmentalization saddle plot. Furthermore, to ensure the robustness of this identification, compartment scores were calculated with eigenvector decomposition method (Related to Figures 2a-c, 2f; Additional file 1: Fig. S4b).

### **Insulation score and TAD boundary calling**

Normalized Hi-C contact matrices at 25 kb resolution were used to define TADs; the insulation score was calculated by averaging contacts in a quadratic sliding window along the diagonal of the matrix, then divided by the chromosomal average and log2-transformed as described before [6]. Directionality index-based domain boundaries were called from the vector of insulation scores following a hidden Markov model. Subsequently, we transformed valid pairs from HiC-Pro to juicer-

ready .hic files followed by annotating contact domains in our untreated and treated maps using arrowhead with default parameters [9]. Domains were called for Pol I, Pol II and Pol III, then merged from both untreated and treated samples, respectively (see additional file 2: Table S3). Aggregate meta-TAD plots in Figure 2 and additional file 1: Fig. S4, and contact probability differences were made based on individual RNAP Hi-C interaction files and merged domain boundary coordinates. (Related to Figures 2a-c, 2f; additional file 1: Fig. S4c).

### **Reproducibility of Hi-C data**

Generally, Hi-C reproducibility between biological replicates was determined by flattening the Hi-C matrices to vectors and calculating the Pearson correlation coefficient between the vectors. However, it may produce misleading results due to distance dependence. To determine the degree of similarity between Hi-C replicates, we computed the insulation scores and compartment PC1 eigenvector values in 25 kb bins (see above), then calculated their Pearson correlation between each replicate of a different sample, which showed relatively high levels of reproducibility. Based on the Manhattan distance matrix, hierarchical clustering by complete linkage was conducted using an R heatmap2 function (Related to additional file 1: Fig. S2d, S4e).

### **Local stripe analysis**

In a typical Hi-C assay, stripes are visible at the level of hundreds of kb, and their anchors usually are 10-30 kb wide. To make it comparable with H3K27ac HiChIP, we took normalized interaction matrices at the resolution of 10 kb to identify local stripes. As previously described, stripes correspond to lines extending from the diagonal in contact maps are thought to exhibit clear patterns whereby consecutive pixels displayed signal higher relative to the surrounding area. We first extracted the chromatin interaction maps of each “horizontal stripe” and “vertical stripe” that colocalize with the target sites of interest (e.g., Promoter, Enhancer, CTCF

Insulator or Super-enhancers) at 10 kb width to obtain 400 kb snippets from the Hi-C and H3K27ac HiChIP data, then calculated the interaction decaying behaviors of these stripes with distance. For the definition of target sites, see Definition of regulatory regions section. Stripe calls were performed with the balanced contact matrices that generated from .cool files using the COOLER package (<https://github.com/mirnylab/cooler>). All corresponding local stripes were piled-up together and plotted in python with custom functions. (Related to Figure 5c; additional file 1: Fig. S6f).

### **Representative regions quantification and comparison**

Representative example graphs were selected to show the changed distribution of Hi-C interactions in the given regions. sub-TAD boundaries were called using the insulation score, the blue line defined the qualitative sub-TAD region, while yellow lines labeled boundaries called by the algorithm. Moreover, the domain boundary that we specified was demarcated with a blue arrow. The quantification of Hi-C contacts was measured by KR-normalized interaction matrix of untreated and degron cells, red-dot represented the mean contact frequency of the qualitative region in two groups. P values were determined using Wilcoxon test. The sources of the datasets used in those figures are listed in additional file 2: Table S8 (Related to Figures 3a-c, 3f).

### **Chromatin loops identification**

We called chromatin loops in both untreated and treated samples by HICCUPS (Juicer 1.9.9) with default parameters. Briefly, for each entry in the Hi-C matrix, HICCUPS calculates several enrichment values over different local neighborhoods. Each enrichment value is associated with an FDR value for assessing statistical significance. We obtained 2483 loops in our untreated maps and 1941 loops in treated ones, which are comparable to the number of loops identified in other studies. To create a union loop set, we floored the coordinates of anchors to 10 kb

resolution and merged loops called from both untreated and treated samples together, generating 3768 loops in total (loops used in Figure 4). In another Hi-C experiment, we obtained a sum of 18801 for two replicates of untreated, 1 hour, and 6 hours of auxin treated Hi-C data together and floored the anchor coordinates to 10kb resolution, and finally generated 17287 loops. In the Hi-C dataset from Du et al., 2017, we extracted the interaction frequency of loop coordinates from our mES Hi-C data and plotted the interaction changes. The total 18801 loops were converted to mm9 and then floored to 10kb resolution and resulted in 17445 loops in total. In the datasets from Vian et al., 2018 and Nora et al., 2017, loops are called with HiCCUPS by their own Hi-C data matrix (Related to Figure 5b; additional file 1: Fig. S5a) [8, 10]. Then these loops were further identified by overlapping with ChIP-Seq peaks at loop anchors. The “Both-Pol II only” loops were defined as Pol II bound both anchors, but Cohesin unbound. The “Pol II bound-CTCF-Cohesin” loops were defined as Pol II bound at either anchor, but CTCF and Cohesin unbound at either anchor (Related to Figure 5b; additional file 1: Fig. S5a).

We applied the same methods described above to HiChIP and Ocean-C datasets. For HiChIP, we obtained 9600 in total that is merged from 6749 in untreated and 4349 in treated; for Ocean-C, we obtained 8077 loops in total, which are merged from 6216 loops in untreated and 2922 loops in treated (loops used in Figure 4).

To improve consistency and accuracy in our study, and to make the conclusion more reliable, results of HiChIP and Ocean-C from HiCCUPS were compared to those identified by a second loop-calling pipeline – hichipper [11]. These two strategies incorporate different assumptions in identifying significant interactions and depend on the selection of thresholds. For HiChIP, 5998967 and 5895954 loops were called in untreated and treated maps by hichipper, respectively. For Ocean-C, 5062167 and 4474635 loops were called in untreated and treated maps by hichipper, respectively (Related to additional file 1: Fig. S3).

## Differential Loop Analyses

The VCsqrt normalized observed over expected (O/E) interactions were extracted by Juicer dump from .hic files and used for analyses in this section. For each loop, the interaction of two anchors, also known as peak, are plotted for comparison in two conditions, as shown in scatter plots and box plots in Figure 4a. Normalized contact frequency represents  $\log(\text{Untreated interaction} \times \text{Degron interaction} \times 100)$ , in which 100 is only multiplied by for a reasonable scale of displaying. Change in interaction frequency denotes the  $\log_2$  transformation of  $(\text{Degron interaction counts}) / (\text{Untreated interaction counts})$ .

We next investigated the changes of the overall structure by calculating the mean interaction inside the whole loop domain, i.e., the mean value of every pixel  $p(x,y)$  with  $\text{left anchor} \leq x \leq \text{right anchor}$  and  $\text{left anchor} \leq y \leq \text{right anchor}$  in a contact heatmap. Mean interactions of two conditions are ordered according to their anchor distance and fitted with loess regression, as in Figure 4b.

To account for the difference of mean interactions of especially loops with length under 250 kb, we classified loops with high and low transcription signals into Top and Bottom group, respectively. For the definition of these two groups, see GRO-seq Data Analyses section. Distributions of lengths and mean interaction differences in two conditions of each loop are compared between top and bottom groups (Related to Figure 4c). All analyses in this section are done by custom R scripts.

## RNA-seq Data Analysis

All RNA-seq samples with two replicates were sequenced on Illumina 10X using paired-ended 150 bp mode. 

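Counts were found on 21701 and 21518 genes in the untreated Pol II degron libraries, on 23223 and 22986 genes in the auxin-treated libraries, and on 21175 and 21276 genes in the wild-type libraries. The 10 genes with the most counts took between 4.65% and 5.06% of the counts of each of the 6 libraries. Drawn down at random to the depth of the smallest library (10 draws), untreated replicate 2 had 21444 genes with a count on average, the auxin-treated libraries had 23025 and 22826, and the wild-type libraries had 21080.2 and 21168. These are values of single libraries, with 2 per group, and the groups were not tested against each other on them.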

The resulting FASTQ reads were mapped to the mm10 reference genome using hisat2 (version 2.1.0) [12]. First, we created hisat2 splice sites file from the GENCODE known transcripts, then used salmon to generate the counts and htseq-count to quantify reads at gene level defined by GENCODE. Differential expression testing was performed using DESeq2

bioconductor package [13]. A threshold of Benjamini-Hochberg corrected  $p$ -value  $< 0.05$ , and  $\log_2(\text{FC}) > 1$  was chosen to determine significantly changed gene expression after treatment. 

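With a fold change past 1 on the log2 scale required beside an adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 240 genes higher and 7 lower after 6 h of auxin. DESeq2 on the same counts called 128 genes higher and 108 lower by the adjusted p-value alone, and 75 higher and 5 lower with the fold change as well. The authors' deposited table of this comparison holds the same numbers, 128 and 108 genes by the adjusted p-value alone and 75 and 5 with the fold change, among 18510 genes with an adjusted p-value. The 236 genes called in the authors' deposited table and by DESeq2 here are the same, and 231 of them were also called by edgeR. Log2 fold changes in the authors' deposited table differed from those computed here by DESeq2 by at most 0.0005. With edgeR's glmTreat, which tests whether a change is larger than 1 on the log2 scale, 22 genes were higher and 0 lower at an adjusted p-value under 0.05, and 10 genes were lower at an unadjusted p-value under 0.05.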

Given the high reproducibility, transcript-based read counts of two replicates were pooled, RPKM normalized, and  $\log_2$  transformed as described above for visualization. 

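Of the genes in the table, 13202 (33.8%) had no count in any of the 4 untreated and auxin-treated libraries. The filter by expression used for testing left out 22889 genes (58.7%), and 14967 genes had at least 10 counts in every library. Among the genes tested, the change after auxin depended on the level of expression. The median log2 fold change was 0.38 for the 253 genes with a mean under 10 counts per library, 0.21 for the 1510 genes from 10 to under 20 counts and 0.13 for the 1883 genes from 20 to under 50 counts. It was 0.07 for the 1483 genes from 50 to under 100 counts and 0.01 for the 2810 genes from 100 to under 300 counts. For the 4594 genes from 300 to under 1000 counts and the 3595 genes with 1000 and over it was −0.03 and −0.02. Between the replicates of one group, taken as replicate 2 against replicate 1, the medians of these classes lay between −0.13 and 0.02 in untreated and between −0.09 and 0.01 in auxin-treated cells. Genes with a mean under 10 counts pass the filter only where at least 2 libraries stand above the others, so the values of that class depend in part on the filter. With no filter the median was 0.20 for the 1550 genes from 10 to under 20 counts and 0.11 for the 1883 genes from 20 to under 50 counts. In the class from 20 to under 50 counts, 75 genes were called higher and 1 lower by edgeR's quasi-likelihood test, while 31 were called higher and 126 lower in the class with 1000 counts and over.

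**Figure D3:**
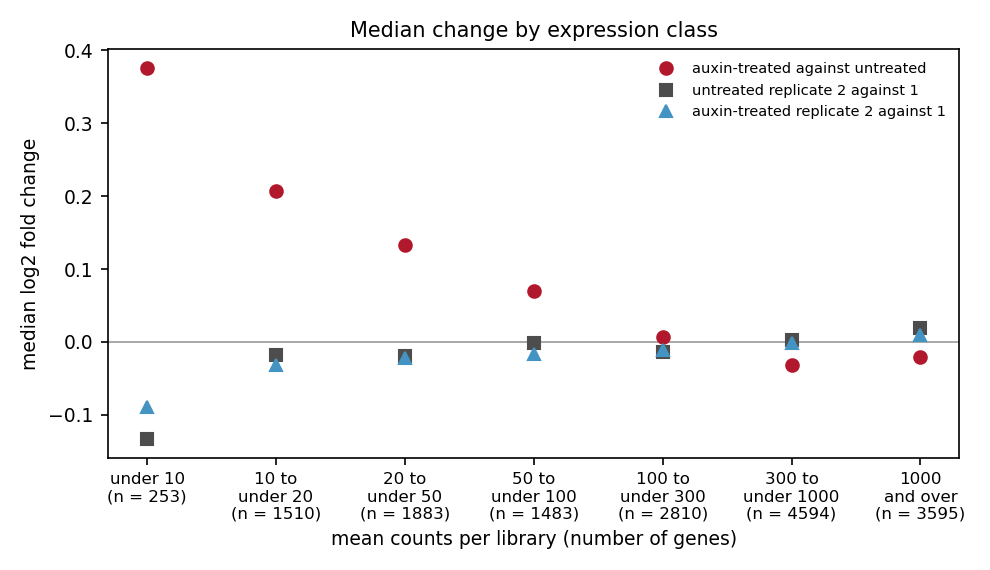
Median log2 fold change (y axis) of the tested genes in each class of mean counts per library (x axis), for auxin-treated against untreated cells (red circles) and for replicate 2 against replicate 1 within the untreated (grey squares) and the auxin-treated cells (blue triangles). The red circles fall from 0.21 in the class from 10 to under 20 counts to −0.02 in the class with 1000 counts and over.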

Very low expressed genes ( $\sim 10\%$ ) were filtered out to reduce noises in fold change calculation for comparison between untreated and treated cells (Related to additional file 1: Fig. S1b).

### **ATAC-seq Data Analyses**

ATAC-seq reads were aligned using Bowtie2 to mm10 and filtered using the same criteria as for ChIP-seq. In addition, reads mapping to the mitochondrial genome (ChrM) was removed. To restrict the analysis to regions spanning only one nucleosome, we required an insert size no larger than 140 bp, as we observed that this improved sensitivity to call peaks and reduced noise. De novo motif search was conducted using findMotifsGenome.pl from in the HOMER package with the parameters “-size 200 -mask -p 10” [14]. Coverage tracks were computed with reads per kilobase of transcript per million mapped reads (RPKM) using bamCoverage. Average ATAC-Seq signals within  $\pm 100$  kb of loops (same regions used when defining transcription groups) with high and low transcription are calculated by multiBigwigSummary with the argument --outRawCounts (related to Figure 6C). ATAC-Seq peaks are called separately in each condition, and each replicate, then the peaks of two replicates in one condition are filtered with IDR (Irreproducible Discovery Rate) threshold of 0.05. The peaks of untreated, auxin 1h and 6h are merged together to reduce bias in any condition. Overlap with promoters or CTCF/Cohesin co-bound sites are defined as peaks that have at least 1 bp overlap of  $\pm 2.5$  kb of TSS or CTCF/Cohesin co-bound sites, the rest were defined as distal elements or without CTCF/Cohesin binding.

### **Chromatin accessibility and Gene expression in A/B compartments**

As known in previous studies, the A compartment is gene-rich, and its chromatin is more open, while the B regions are gene-poor and, its chromatin is more condensed. Thus, we examined for each chromosome separately whether A/B compartmentalization has such a relationship with chromatin accessibility and gene expression in our data. ATAC-seq, and RNA-seq signal was calculated as RPKM for the entire genome. For each compartment 25 kb bin, the average ATAC-seq and RNA-seq signals were computed and assigned to A or B group as is shown in violin plots. Both median value and reads coverage of chromatin accessibility and gene expression in our untreated sample were significantly higher in A compartment compared to B (p-value < 2.2e-16, Wilcoxon rank-sum test) (Related to additional file 1: Fig. S2c).

### **Hi-C and other multi-omics data correlation analysis**

We next reasoned that RNAP related interaction changes -- as part of the RNA transcriptional machinery should also be enriched in regions of active transcription or open chromatin. We, therefore, aggregated ChIP-seq, ATAC-seq, and GRO-seq signals (bigwig-formatted) in RNA polymerase binding clusters. For consistency with the other data sets, mESC GRID-seq dataset, which downloaded from (<http://fugenome.ucsd.edu/gridseq/>), was converted to mm10 genome assembly and then re-binned into 1 bp windows. Pearson Correlation of signal-per-bin across the genome between Hi-C interaction changes and other multi-omics data signals were performed and plotted with heatmap.2 function in R using the ward.D2 method and Euclidian distance. Data parsing was carried out using the R packages *data.table* and *reshape2* (Related to Figure 3e).

### **Average insulation analysis**

For insulation score analyses (related to Figure 2a-c, 2e), we downloaded the TAD file form Bonev., et al., 2017 [15], and classified these TADs boundaries into CTCF bound and CTCF-unbound TAD boundaries based on whether there is a CTCF binding site within in 12.5 kb. To analyses the promoters that have a more reliable

insulation score, we selected the promoters to overlap with loop anchors in RNA polymerases I/II/III Hi-C datasets and used the HiChIP and Ocean-C dataset to explore the insulation changes in different kinds of promoters. We used the active and silent genes defined by Whyte et al., 2012 [16] and further classified loop anchors into active and silent based on which kinds of promoters that they overlap, and only loops which only overlap with silent promoters were defined as silent loops. If multi promoters in one loop anchor, we only selected the highest expression gene for active promoter analyses and the lowest expression gene for silent promoter analyses and further classified them into CTCF bound and CTCF unbound based whether there is a CTCF binding site within 5 kb. We also selected the promoters overlapping with loop anchors and keep the highest expression genes if multiple promoters in one loop anchor. Then we select the promoters without CTCF binding sites within 5kb and classify them into three equal parts for the insulation score plot (related to Figure 6d-e; additional file 1: Fig. S6d-e). For visualization, we draw the average insulation score profile with deeptools2 toolkit (version 3.1.3) [17]. And the insulation score in promoters was quantified with multiBigwigSummary from deeptools2 toolkit (version 3.3.0) [17] and illustrated with a box plot.

## **Data visualization**

Hi-C and HiChIP heatmaps were Knight-Ruiz (KR) normalized and visualized by Juicebox [18], in which the x- and y-axes represent loci in genomic order, and each pixel is the number of observed interactions between them. Hi-C meta-plots were created using custom in-house R scripts. Scores were set from zero to one equaling the lowest and highest values across plots in a panel set. Beside 2D chromatin interaction data, density tracks of 1D genomic data such as RNA-Seq for specific region were generated using custom software based on BEDTools bamCoverage program to count the number of reads in 1 bp windows normalized to library size to obtain densities in units of RPKM. For ATAC-seq or ChIP-seq

tracks, density tracks were generated differently by using a normalizing scale factor to calculate RPGC (Reads per genome coverage) across the genome, and lastly, snapshots were made with the UCSC genome browser. TAD files were download from Dixon et al., 2012, CTCF/Cohesion loop file were downloaded from Downen et al., 2014, Pol II loop file was downloaded from Fang et al., 2016 (Related to Figures 4e, 5d; additional file 1: Fig. S5c).

### **4C-seq Data Analysis**

The paired-end fastq files were demultiplexing with fastq-multx (version 1.3.1), the enzyme site was trimmed with trimlinker from ChIA-PET2 software [19], and the paired-end reads with at least one enzyme site and bait sequences were selected. The selected reads were mapped to the mm10 with Bowtie2 using the parameter “--very-sensitive-local -L 30 --score-min G,20,8”. The mapping reads were filtered the relegation reads, self-ligation reads, dumped reads, and duplicated reads. Final bam files were converted into wig files with pyicos (version 2.0.7)[20], and then the wig files were performed quantile normalization with DANPOS2 (version 2.2.2) [21]. For visualization more conveniently, we converted the wig files into bigwig files with wigToBigWig (Related to Figure 5e).

### **GRO-seq Data Analyses**

GRO-seq data analyses were performed, as previously reported. GRO-seq data were downloaded from the GEO datasets, and the single-end fastq file was cut adaptors and filter low quality reads with cutadapt (version 1.15). Filtered reads were mapped to mm10 with Bowtie2 (default parameters). The mapping reads were removed duplicated, and final bam files were converted to bigwig files. Active transcription regions are first defined by R package groHMM (version 1.16.0) with LtProbB = -400 and UTS = 5, obtaining 33454 in total. To minimize the false positive-effect, we next intersected those regions with known active genes(n=7232) identified by (Whyte et al., 2012) [16] and kept 3884 actively transcribed regions.

We then calculated the mean GRO-Seq signals inside each region using multiBigwigSummary with the argument `--outRawCounts`, and assigned it to a loop if it locates inside 100 kb up- and downstream of the loop. The active GRO-Seq signal of a loop is calculated by summing the mean signals of active regions within and dividing it by the length of the loop plus 200 kb. Loops were then sorted by their active GRO-Seq signals, and the top and bottom 200 are classified into group Top and Bottom (Related to Figure 4c).

### **PLAC-Seq Analysis**

PLAC-Seq were download from the GEO datasets (additional file 2: Table S8), mapping to the mm10 with HiC-Pro (version 2.9.0), and the filtering reads were assigned to the Mbol fragments. Processed PLAC-seq reads were then used as input into the Origami pipeline (version 1.1) to identify high confident bin to bin interaction pairs with parameter '`--iterations=1000 --min-dist=5000 --max-dist=1000000 --no-interchromosomal --join-nearby-peaks=1000`'. First, Origami estimates a probability score for each putative interaction by modeling the relationship between the number of PETs observed to support each interaction, linear genomic distance between interaction anchors, and read depth at the interaction anchors. Then, it uses a semi-Bayesian two-component mixture model to estimate the probability that a putative interaction corresponds to one of two groups: structured chromatin contacts (Group 1) or non-structured chromatin contacts and technical artifacts (Group 0). In the observed/expected analysis, the probability score is determined by iteratively estimating the group identity of each putative interaction, which reflects the probability that the interaction results come from Group 1, then a hypergeometric p-value is calculated based on the number of overlapping features in the data as compared to the number of overlapping features in the background dataset (follows the binomial distribution) with 10000 permutations. High-confidence interactions are then identified as the subset of putative interactions that are likely to represent structured chromatin contacts by

requiring a final origami score of at least 0.9 and a minimum PET count of 5. The distribution of the distance between two ends of PLAC-seq high confident loops was plotted as histogram between 0 kb and 300 kb inclusive (Related to Figure 4e).

PLAC-seq high-confidence interactions (N=44216) were classified according to the presence of at the anchors of each element as defined earlier. To avoid conflict, we adapted a hierarchy where anchors were considered first as promoters, then enhancers, then insulators. For subset analysis, the anchor of each loop was classified by overlapping with different regulatory features (such as an enhancer, promoter, terminator, and gene body) within 1 bp.

### **Loop Strength Distribution Analysis**

To observe the genome-wide loop strength distribution, we defined the PETs linking the loop as loop strength. For loops called by hichipper or HiCCUPS (as described above), we calculated the numbers of loops with different strengths and plotted as histograms (Related to additional file 1: Fig. S3a).

### **Definition of regulatory regions**

Promoters, terminator (TTS), enhancers, and super-enhancers are defined by the previous study.

#### **Promoters**

Promoters were defined as  $\pm 1$  kilobases from the transcription start site.

#### **Terminators**

Terminator were defined as  $\pm 1$  kilobases from the transcription termination site.

#### **Insulators**

Insulators were defined as the overlapping region of insulator neighborhood (available at: <http://younglab.wi.mit.edu/insulatedneighborhoods.htm>) and the CTCF chip-seq peak according to the (Weintraub et al., 2018) [22].

## **Super-enhancers**

Oct4/Sox2/Nanog/Med1 super-enhancers and constituents were downloaded from (Whyte et al., 2013)[23].

## **Enhancers**

The enhancers were downloaded from Whyte et al., 2013[23], and the coordinates were converted to mm10 with CrossMap (Version 0.2.8)[24].

Processed PLAC-seq reads were then used as input into the Origami pipeline to identify high confident bin to bin interaction pairs. The distribution of the distance between two ends of PLAC-seq high confident loops was plotted as histogram between 0 kb and 300 kb inclusive.

PLAC-seq high-confidence interactions were classified according to the presence of at the anchors of each element as defined earlier. To avoid conflict, we adapted a hierarchy where anchors were considered first as promoters, then enhancers, then insulators. For subset analysis, the anchor of each loop was classified by overlapping with different regulatory features (such as an enhancer, promoter, terminator, and gene body) within 1 bp.

## **Data sources**

All the sequencing datasets generated in this study, including Hi-C, HiChIP, Ocean-C, RNA-seq, ChIP-seq, ATAC-seq, and 4C data, have been deposited in GEO with accession GSE145874.

## **STATISTICAL ANALYSES**

At least two biological replicates were used for high-throughput experiments, the other experiments were repeated at least three times, and one representative plot, including error bars and N numbers, is shown in figures. All statistical tests were executed in R (<http://www.r-project.org/>). For the boxplots presented in the figures, centerline shows the median of each dataset, while the top and bottom of the box

represent the 75th and 25th percentiles, and 1.5 times the interquartile range (whiskers), one-sided t-tests were performed to compare the values between two groups for the data in the panels, with  $p < 0.001$  considered to be statistically significant. Significant differences at center points between interaction meta-plots were performed using a Wilcoxon signed-rank test, as described in the figure legends.

### **Software packages used:**

- cutadapt v1.15 (<https://cutadapt.readthedocs.io/en/stable/>)
- trim\_galore v0.5.0  
([https://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/))
- FastQC v0.11.8 (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>)
- ChIA-PET2 v0.9.3 (trimLinker program: <https://github.com/GuipengLi/ChIA-PET2>)
- Bowtie2 v2.3. 5 (<http://bowtie-bio.sourceforge.net/bowtie2/index.shtml>)
- samtools v1.9 (<https://github.com/samtools/samtools>)
- BEDTools v2.26.0 (<https://bedtools.readthedocs.io/>)
- UCSC Genome Browser (<https://genome.ucsc.edu/index.html>)
- HiC-Pro v2.9.0 (<https://github.com/nservant/HiC-Pro>)
- HiCPlotter v0.7.1 (<https://github.com/kcakdemir/HiCPlotter>)
- Juicer and JuicerBox v1.9.9 on Linux  
(<https://github.com/theaidenlab/juicebox/wiki/Download>)
- deeptools v3.3.0 (<https://deeptools.readthedocs.io/en/develop/>)
- Bioconductor v3.6 (DESeq2, edgeR, groHMM and HiTC packages:  
<https://www.bioconductor.org/>)
- R v3.5.0 (RColorBrewer, ggplot2 packages: <https://cran.r-project.org/>)
- HICUP v0.7.0 (<http://www.bioinformatics.babraham.ac.uk/projects/hicup/>)
- Python v2.7 (pysam ( $\geq 0.8.3$ ), bx-python ( $\geq 0.5.0$ ), numpy ( $\geq 1.8.2$ ),  
and scipy ( $\geq 0.15.1$ ) libraries: <https://www.python.org/>)

- hiclib library (<https://bitbucket.org/mirnylab/hiclib>)
- MACS v1.4.2 and v2.0.10 (<https://github.com/taoliu/MACS/>)
- HTseq v0.11 (<https://htseq.readthedocs.io/>)
- Perl v5.18.2 (<http://www.perl.org>)
- UCSC utilities (<http://hgdownload.soe.ucsc.edu/admin/exe/>)
- fastq-multx v1.3.1 (<https://github.com/brwnj/fastq-multx>)
- pyicos v2.0.7  
(<https://bitbucket.org/regulatorygenomicsupf/pyicoteo/src/pyicoteo/#markdown-header-pyicos>)
- DANPOS2 v2.2.2 (<https://sites.google.com/site/danposdoc/>)
- CrossMap v0.2.8 (<http://crossmap.sourceforge.net/>)

## Reference

1. Natsume T, Kiyomitsu T, Saga Y, Kanemaki MT: Rapid Protein Depletion in Human Cells by Auxin-Inducible Degron Tagging with Short Homology Donors. *Cell Rep* 2016, 15:210-218.
2. Cong L, Ran FA, Cox D, Lin SL, Barretto R, Habib N, Hsu PD, Wu XB, Jiang WY, Marraffini LA, Zhang F: Multiplex Genome Engineering Using CRISPR/Cas Systems. *Science* 2013, 339:819-823.
3. Jain S, Ba Z, Zhang Y, Dai HQ, Alt FW: CTCF-Binding Elements Mediate Accessibility of RAG Substrates During Chromatin Scanning. *Cell* 2018, 174:102-116 e114.
4. Arrigoni L, Al-Hasani H, Ramirez F, Panzeri I, Ryan DP, Santacruz D, Kress N, Pospisilik JA, Bonisch U, Manke T: RELACS nuclei barcoding enables high-throughput ChIP-seq. *Commun Biol* 2018, 1:214.
5. Corces MR, Trevino AE, Hamilton EG, Greenside PG, Sinnott-Armstrong NA, Vesuna S, Satpathy AT, Rubin AJ, Montine KS, Wu B, et al: An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. *Nat Methods* 2017, 14:959-962.
6. Rao SSP, Huntley MH, Durand NC, Stamenova EK, Bochkov ID, Robinson

- JT, Sanborn AL, Machol I, Omer AD, Lander ES, Aiden EL: A 3D Map of the Human Genome at Kilobase Resolution Reveals Principles of Chromatin Looping. *Cell* 2014, 159:1665-1680.
7. Lajoie BR, Dekker J, Kaplan N: The Hitchhiker's guide to Hi-C analysis: practical guidelines. *Methods* 2015, 72:65-75.
  8. Nora EP, Goloborodko A, Valton AL, Gibcus JH, Uebersohn A, Abdennur N, Dekker J, Mirny LA, Bruneau BG: Targeted Degradation of CTCF Decouples Local Insulation of Chromosome Domains from Genomic Compartmentalization. *Cell* 2017, 169:930-944 e922.
  9. Durand NC, Shamim MS, Machol I, Rao SS, Huntley MH, Lander ES, Aiden EL: Juicer Provides a One-Click System for Analyzing Loop-Resolution Hi-C Experiments. *Cell Syst* 2016, 3:95-98.
  10. Vian L, Pekowska A, Rao SSP, Kieffer-Kwon KR, Jung S, Baranello L, Huang SC, El Khattabi L, Dose M, Pruett N, et al: The Energetics and Physiological Impact of Cohesin Extrusion. *Cell* 2018, 173:1165-1178 e1120.
  11. Lareau CA, Aryee MJ: hichipper: a preprocessing pipeline for calling DNA loops from HiChIP data. *Nat Methods* 2018, 15:155-156.
  12. Pertea M, Kim D, Pertea GM, Leek JT, Salzberg SL: Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. *Nat Protoc* 2016, 11:1650-1667.
  13. Love MI, Huber W, Anders S: Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 2014, 15:550.
  14. Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK: Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* 2010, 38:576-589.
  15. Bonev B, Mendelson Cohen N, Szabo Q, Fritsch L, Papadopoulos GL, Lubling Y, Xu X, Lv X, Hugnot JP, Tanay A, Cavalli G: Multiscale 3D Genome Rewiring during Mouse Neural Development. *Cell* 2017, 171:557-572 e524.
  16. Whyte WA, Bilodeau S, Orlando DA, Hoke HA, Frampton GM, Foster CT,

- Cowley SM, Young RA: Enhancer decommissioning by LSD1 during embryonic stem cell differentiation. *Nature* 2012, 482:221-225.
17. Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dundar F, Manke T: deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res* 2016, 44:W160-165.
  18. Durand NC, Robinson JT, Shamim MS, Machol I, Mesirov JP, Lander ES, Aiden EL: Juicebox Provides a Visualization System for Hi-C Contact Maps with Unlimited Zoom. *Cell Syst* 2016, 3:99-101.
  19. Li GP, Chen Y, Snyder MP, Zhang MQ: ChIA-PET2: a versatile and flexible pipeline for ChIA-PET data analysis. *Nucleic Acids Research* 2017, 45.
  20. Althammer S, Gonzalez-Vallinas J, Ballare C, Beato M, Eyraes E: Pyicos: a versatile toolkit for the analysis of high-throughput sequencing data. *Bioinformatics* 2011, 27:3333-3340.
  21. Chen K, Xi Y, Pan X, Li Z, Kaestner K, Tyler J, Dent S, He X, Li W: DANPOS: dynamic analysis of nucleosome position and occupancy by sequencing. *Genome Res* 2013, 23:341-351.
  22. Weintraub AS, Li CH, Zamudio AV, Sigova AA, Hannett NM, Day DS, Abraham BJ, Cohen MA, Nabet B, Buckley DL, et al: YY1 Is a Structural Regulator of Enhancer-Promoter Loops. *Cell* 2018, 171:1573-1588 e1528.
  23. Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, Rahl PB, Lee TI, Young RA: Master transcription factors and mediator establish super-enhancers at key cell identity genes. *Cell* 2013, 153:307-319.
  24. Zhao H, Sun Z, Wang J, Huang H, Kocher JP, Wang L: CrossMap: a versatile tool for coordinate conversion between genome assemblies. *Bioinformatics* 2014, 30:1006-1007.

How the deposited data were processed for this re-analysis (not part of the article)

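PolyA RNA-Seq was analysed for 6 libraries in 3 groups of 2: untreated Pol II degron mESCs, the same cells treated with auxin for 6 h, and wild-type mESCs. The authors sequenced paired reads, aligned them to mm10 with hisat2, and counted them per gene of the GENCODE annotation with salmon and htseq-count. The release of the annotation and the strand setting are not named in the paper's text. The authors deposited whole-number counts of 39017 genes for each library, not normalized, with the Pol II degron libraries in one table and the wild-type libraries in another. Both tables hold the same genes, so their counts were put side by side, but the libraries of the tables may have been prepared at different times, which the paper's text does not state. The deposited table of the degron libraries also holds the authors' comparison by DESeq2, with a log2 fold change, a linear fold change or ratio and an adjusted p-value per gene. These columns were read only to set them beside the values computed here. The header of the linear fold names the inverse of the ratio that its values hold, and only the log2 column was used. Columns of per-sample values whose names matched no sample of the series, 2 in all, stand in the table of the wild-type libraries under the label of a knockout and were not used here. The records of the wild-type libraries name retinas in the extraction of RNA, so that their identity as mESCs rests on their labels and on the genes they express.

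The total counts per library lay between 14094022 and 15358714. Counting error alone is large for genes with few counts and small for genes with many, so changes of weakly expressed genes are known less well. A level at or under 3 counts in every library of a group was taken as the floor, and a fold against such a group was given as a lower bound. These bounds cover counting error only, since the reads carried no molecular identifiers that the paper's text names.

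Genes were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood functions glmQLFit and glmQLFTest with TMM normalization and Benjamini-Hochberg adjustment, on the genes kept by filterByExpr with a minimum count of 10. Each comparison, auxin-treated against untreated and wild-type against untreated, was fitted on its own 4 libraries. A gene was called at an adjusted p-value under 0.05, and in a separate count, after the paper's methods, with an absolute log2 fold change over 1. Fold changes were given with a prior count of 0.125. Correlations between libraries were Pearson's r across all genes on log2(CPM + 1), where CPM is counts per 1000000 of the library total. Levels of single genes in CPM were instead taken after the TMM scaling of each comparison. Both comparisons use the same untreated libraries, so a chance deviation of these libraries enters both, and the results of the comparisons were not set against each other.

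The genes named in the text were chosen by a rule. They are the targeted gene and the largest subunits of the other polymerases, the genes that the paper names with an expression value or a locus, and, in each comparison and direction, the 3 called genes with the smallest p-value and the 3 with the largest change among genes whose groups do not overlap. Members of the gene lists were added where the result of a list is given. There were 17 lists: mitochondrial mRNAs, aryl hydrocarbon receptor targets, immediate early genes, pluripotency genes, feeder fibroblast genes, heart muscle genes, Pol III transcripts, rRNA-repeat transcripts, cohesin and CTCF genes, RNA polymerase II subunits, p53 targets, Y-linked genes, Dlk1-Dio3 imprinted genes, olfactory and vomeronasal receptor genes, ribosomal protein genes, ribosomal protein pseudogenes and replication-dependent histones. They were tested with limma 3.58.1, by camera with a preset correlation of 0.01 and by fry, with Benjamini-Hochberg adjustment over the lists of a comparison. The gene lists, the rule for named genes, the tests and the alternatives were fixed before the data were examined, except for the alternatives and tests that the closing section names as chosen later. The lists were written after Table S1 of the paper had been read, so that the study's own calls had informed them.

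The alternatives were DESeq2 1.42.0, which is the study's own tool, its size factors in the edgeR test, library totals as the only scaling, scaling to the mitochondrial mRNAs, no filter, at least 10 counts in every library, robust dispersion estimates, the replicate number as a block, all 3 groups in one fit, glmTreat, a prior count of 5, other scales and gene sets for the correlations, fry in place of camera, and each library left out in turn. Leaving out 1 library leaves 1 in its group, so those fits gave fold changes without a p-value or a call.

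The edgeR procedure was tested on simulated data drawn from the real libraries' means and sizes. The spread of each gene followed the trend with expression, without further differences between genes. Changed genes were set at log2 fold changes of at least 1 in either direction. Smaller changes, and as many differences as the wild-type comparison had, were not simulated, so the results below do not cover them. With 200 genes changed, of which 198 passed the filter in the auxin comparison (15891 genes tested), 96.5% of the changed genes were recovered with 7 false calls. In the wild-type comparison (15432 genes tested), 93.4% of 197 changed genes were recovered with 7 false calls. With no gene changed, 0 of 15846 and 0 of 15452 genes were called. DESeq2 recovered 86.9% and 85.3% in the same simulations, with 0 and 1 false calls.

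Positions, exon lengths, GC content and transcript sequences came from GENCODE vM21 on mm10, in which 37693 of the gene identifiers (96.6%) were found. Sequence shared between genes was measured as the share of a gene's 100-base stretches that also occur in a transcript of another gene. Random lists matched on mean counts were drawn 10000 times. Trends with GC content and exon length were fitted as splines with 4 degrees of freedom each. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The copy of Table S1 used here held 1998 of its 39017 genes together with its lists of 128 higher and 108 lower genes, so no overlap or enrichment was computed from it. The Hi-C, ChIP-Seq, ATAC-seq and other data of the paper were not analysed here.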

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

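The tests of depth, scaling and treatment for weakly expressed genes, of other cell types, of short transcripts, of rRNA, of treatment for the aryl hydrocarbon receptor targets, of single libraries for the receptor genes, of mitochondrial mRNAs, of extra copies of chromosome 8, of the Y chromosome and of expression level for the heart muscle, the pluripotency, the immediate early, the cohesin and the ribosomal protein genes and the aryl hydrocarbon receptor targets after auxin were chosen only after the results were seen, and the other tests before.

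The results below concern genes that the paper does not discuss or discusses singly, and each stood apart from all tested genes relative to the untreated control libraries. Lists were tested by limma's camera with Benjamini-Hochberg adjustment over the 17 lists of a comparison. After auxin 10 lists passed an adjusted p of 0.05 by camera, and the aryl hydrocarbon receptor targets alone also did so by fry (adjusted p = 0.0246, limma's fry with Benjamini-Hochberg adjustment). In the wild-type comparison 8 lists passed by camera. Of these, fry with the same adjustment also called the mitochondrial mRNAs, the aryl hydrocarbon receptor targets, the feeder fibroblast genes, the cohesin and CTCF genes and the Y-linked genes. Calls of single genes are those of edgeR's quasi-likelihood test at an adjusted p under 0.05, over all genes or over the list alone. The study's own calls informed the lists, so neither these counts nor the tests of the lists are independent evidence. For this reason expression level was tested after auxin without the genes called in the authors' deposited table, in the pluripotency, heart muscle, aryl hydrocarbon receptor and immediate early lists and in the random lists drawn for them.

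Weakly expressed genes were higher after auxin. The 3646 tested genes with fewer than 50 mean counts had a median log2 fold change of 0.17, against −0.03 for the 8189 genes with at least 300. The filter favours genes with few counts whose libraries differ, and with no filter the 3433 genes with 10 to under 50 mean counts had a median of 0.14. Deeper sequencing of the auxin-treated libraries is argued against, since at the depth of the smallest library the lower auxin-treated library still had counts on 1125 more genes than the higher untreated one. A scaling factor would move all genes of a library alike, but the medians of the classes differed by 0.19, from 0.19 to 0.24 with 1 library left out, compared with −0.03 between the untreated and −0.04 between the auxin-treated replicates. Background spread evenly over the genome, such as DNA, would reach silent genes as well. The weakly expressed genes gained 1.02 counts per kb of exon against 0.0282 for 1428 olfactory and vomeronasal receptor genes, a ratio of 36.1. Read-through from an expressed gene within 5 kb upstream was not more frequent than in random genes of the same expression. It could apply to 8.74% of the 183 annotated genes among the 187 weakly expressed genes called higher, against a median of 7.65% in 10000 random sets, whose central range was 3.83% to 11.5% (percentile 70.5). Loss of Pol II and an effect of auxin itself cannot be told apart here, because the number of auxin-treated wild-type libraries is 0. A loss of abundant mRNAs relative to rare ones also remains open, since no added RNA of known amount measures the total.

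Small nucleolar RNA genes were lower after auxin. Of 61 tested genes, 57 had a log2 fold change under 0, with a median of −0.67, from −0.75 to −0.62 with 1 library left out. Single genes called by edgeR's quasi-likelihood test numbered 3 lower, with 26 lower at an unadjusted p under 0.05 and 17 lower when adjusted over the class alone. Most of them (53) lie inside another tested gene on the same strand, so their counts are uncertain. The 40 genes that contain them had a median of −0.071, with 7 called lower, which argues against lower mature mRNA of these genes as the whole cause. PolyA RNA-Seq does not measure how much the containing genes are transcribed, so lower transcription of them was not tested and stays open. Expression level is argued against as well, since 0% of 10000 random sets of the same expression had a lower median. A poorer recovery of short transcripts in the auxin-treated libraries cannot be told apart from a change in the cells, because the 53 other genes with at most 200 bases of exon went both ways. Of these 28 were under 0, with a median of −0.031, and among them Mir291b, Mir292, Mir293, Mir294 and Mir295 had log2 fold changes from −1.83 to −1.13. PolyA selection captures these RNAs only in part, so a change in their processing or polyadenylation was not tested and stays open. Auxin itself and differences in library preparation were not tested and stay open as well.

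The pluripotency genes were lower after auxin. Their median log2 fold change over 24 genes was −0.32, from −0.36 to −0.31 with 1 library left out, and 1 gene was above 0 (adjusted p = 4.99e-23, limma's camera with Benjamini-Hochberg adjustment). By limma's fry with the same adjustment the adjusted p was 0.160. EdgeR's quasi-likelihood test called 11 genes lower and 0 higher, and 17 lower when adjusted over the list alone, with 0 higher at an unadjusted p under 0.05. All 24 genes are expressed in these mESCs with over 10 mean counts, 0 belong to another list, and 10 were called in the authors' deposited table. Nanog had a log2 fold change of −0.58 (adjusted p = 0.00092, edgeR). A smaller share of stem cells in the cultures would lower the genes alike. It is argued against by 15 genes more than 2 standard errors from the median of the list, with 8 below and 7 above, over a range from −0.90 to 0.08. After trends with GC content and exon length were removed the median was −0.36. The 14 genes not called in the authors' deposited table had a median of −0.17, and 0.01% of 10000 random lists of the same expression had a lower one, which argues against expression level. A faster decay of these mRNAs when transcription stops is a candidate explanation of the difference, but no decay rates were tested, and auxin itself was not tested apart from the loss of Pol II.

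Heart muscle genes were higher after auxin. The 16 genes had a median log2 fold change of 0.65, from 0.61 to 0.79 with 1 library left out, with 14 above 0 (adjusted p = 3.60e-16, limma's camera with Benjamini-Hochberg adjustment), and 8 were called higher by edgeR's quasi-likelihood test, over all genes and over the list alone. Among the 16, 12 had over 10 mean counts in the untreated mESCs, 0 belong to another list, and 6 were called in the authors' deposited table. Heart muscle cells or their RNA would bring all their abundant transcripts. Myh6 gained 12.2 CPM and Actc1 6.70 CPM, but 7 of the 16 genes, Pln, Myl3, Myl4, Myl7, Ryr2, Nppb and Tnni3, gained less than 10% of what Myh6 gained, which argues against such cells as the whole source. The 10 genes not called in the authors' deposited table had a median of 0.347, and 97.4% of 10000 random lists of the same expression had a lower one. The random lists had a median of 0.076 and a central range of −0.149 to 0.350. Weak expression is therefore not excluded for these 10 genes, but a typical random list rose far less. The loss of Pol II and the treatment itself stay open as well and were not tested apart.

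Targets of the aryl hydrocarbon receptor were higher after auxin. The 8 tested genes had a median log2 fold change of 0.51, from 0.49 to 0.55 with 1 library left out, with 6 above 0 (adjusted p = 2.80e-09, limma's camera with Benjamini-Hochberg adjustment). Called by edgeR's quasi-likelihood test were 3 higher and 1 lower, and 5 higher and 1 lower when adjusted over the list alone. Over 10 mean counts were seen in untreated cells for 8 of the 10 genes in the table, 0 belong to another list, and 4 were called in the authors' deposited table. Cyp1a1 went from 17 and 27 to 168 and 164 counts, a log2 fold change of 2.81 (adjusted p = 4.77e-05, edgeR), Cyp1b1 rose by 1.02 (adjusted p = 1.91e-05, edgeR) and Tiparp by 0.54 (adjusted p = 0.00324, edgeR), while Nfe2l2 fell by 0.35 (adjusted p = 0.0133, edgeR). Cyp1a2, not tested, had 0 counts in both untreated libraries and 11 and 5 after auxin, at least 2.47-fold higher, or at least 1.57-fold without auxin-treated replicate 1. The 4 tested genes not called in the authors' deposited table had a median of 0.36, and 96.4% of 10000 random lists of the same expression had a lower one. The random lists had a median of 0.038 and a central range of −0.25 to 0.40. Weak expression is therefore not excluded for these 4 genes, but a typical random list rose far less. Auxin is an indole, a class of compounds that can bind this receptor, so an action of auxin on the receptor is a candidate explanation. It cannot be told apart from the loss of Pol II, because the number of auxin-treated wild-type libraries is 0.

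The immediate early genes were higher after auxin, with a median log2 fold change of 0.25 over 20 genes and 17 above 0 (adjusted p = 2.06e-06, limma's camera with Benjamini-Hochberg adjustment). Without untreated replicate 1 the median was 0.46, and without untreated replicate 2 it was 0.16. EdgeR's quasi-likelihood test called 5 higher (Fos, Fosb, Jun, Fosl2 and Gadd45b) and 0 lower, and 8 higher and 1 lower over the list alone, with 1 lower at an unadjusted p under 0.05. Of the 22 genes in the table, 20 had over 10 mean counts in untreated cells and 4 were called in the authors' deposited table, and 0 belong to another list. The 16 tested genes not called in the authors' deposited table had a median of 0.16, and 99.99% of 10000 random lists of the same expression had a lower one, which argues against weak expression. Handling of the cells, auxin and the loss of Pol II stay open and were not tested apart.

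Transcripts of the rRNA-repeat list were higher after auxin, with a median log2 fold change of 0.51 over 3 genes, all above 0, from 0.43 to 0.59 with 1 library left out (adjusted p = 3.31e-17, limma's camera with Benjamini-Hochberg adjustment). All 3 were called higher by edgeR's quasi-likelihood test, over all genes and over the list alone, 3 were called in the authors' deposited table, 3 of the 4 genes in the table had over 10 mean counts in untreated cells, and 0 belong to another list. The log2 fold changes were 1.56 for Gm26917, 0.51 for Gm23935 and 0.41 for Gm26924. The annotation of Gm23935 lies on chromosome 16, away from the repeat on chromosome 17 that holds the other genes. More rRNA left after polyA selection would raise the repeat as a whole. A difference of 1.15 (standard error 0.127) between Gm26917 and Gm26924 argues against that as the whole cause. An uneven change of parts of the rRNA transcript, or of its capture, stays open and was not tested.

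The mitochondrial mRNAs were higher after auxin, with a median log2 fold change of 0.22 over 12 genes and 11 above 0 (adjusted p = 4.44e-07, limma's camera with Benjamini-Hochberg adjustment). Without auxin-treated replicate 2 the median was 0.13. Called by edgeR's quasi-likelihood test were 3 higher and 0 lower, and 6 higher and 0 lower over the list alone, with 0 lower at an unadjusted p under 0.05. Of 13 genes in the table, 12 had over 10 mean counts in untreated cells, 2 were called in the authors' deposited table, and 0 belong to another list. The 5 mRNAs with at least 97.6% of their stretches in transcripts of other genes rose by 0.73 to 1.04, and the other 7 changed by −0.01 to 0.24, a gap of 0.49. Reads shared with nuclear copies of mitochondrial genes are therefore a candidate explanation of the larger rise of these 5, while the other 7 kept a median of 0.14. For the same 5 mRNAs the counts of wild-type replicate 2 were 0.162 to 0.404 times those of replicate 1, against 0.975 to 1.03 for the other 7, so their counts vary between replicates as well. No biological explanation was tested.

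Ribosomal protein pseudogenes were higher after auxin, with a median log2 fold change of 0.24 over 71 of 222 genes and 60 above 0 (adjusted p = 2.80e-09, limma's camera with Benjamini-Hochberg adjustment). The median was 0.15 without untreated replicate 1, 0.43 without untreated replicate 2, 0.13 without auxin-treated replicate 1 and 0.43 without auxin-treated replicate 2. EdgeR's quasi-likelihood test called 9 higher and 0 lower, and 22 higher and 0 lower over the list alone, with 0 lower at an unadjusted p under 0.05. Of the 222, 69 had over 10 mean counts in untreated cells, 3 were called in the authors' deposited table, and 0 belong to another list. Reads shared with other genes are argued against as the whole cause, since the 46 pseudogenes with more than 50% of their stretches shared had a median of 0.26 and the 4 with less than 10% one of 0.46, a difference of −0.20, although 4 genes are few. Weak expression is argued against by 100% of 10000 random lists of the same expression having a lower median. Other causes were not tested, and counts of pseudogenes stay uncertain.

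Feeder fibroblast genes were higher after auxin, with a median log2 fold change of 0.28 over 14 genes, from 0.20 to 0.30 with 1 library left out, and 13 above 0 (adjusted p = 3.95e-05, limma's camera with Benjamini-Hochberg adjustment). Called by edgeR's quasi-likelihood test were 2 higher and 0 lower, and 6 higher and 0 lower over the list alone, with 0 lower at an unadjusted p under 0.05. These mESCs express 14 of the 16 genes with over 10 mean counts, 0 belong to another list, and 1 was called in the authors' deposited table. More feeder fibroblasts would bring their abundant collagens and matrix genes together. Col3a1, Dcn, Lum and Postn together gained 1.43 CPM of the 542 CPM gained by the list, and the highest count of Lum or Dcn in any of the 6 libraries was 4, which argues against feeder cells as the whole source. The list's other collagens rose too, with log2 fold changes of 0.34 for Col1a1, 0.36 for Col1a2, 0.40 for Col5a1 and 0.64 for Col6a1. Feeder cells as a part of the source therefore stay open, as does an effect of the treatment on these genes in the mESCs.

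Genes of the Dlk1-Dio3 locus were higher after auxin, with a median log2 fold change of 0.18 over 6 genes and 4 above 0 (adjusted p = 0.000728, limma's camera with Benjamini-Hochberg adjustment). Without untreated replicate 2 the median was 0.07. EdgeR's quasi-likelihood test called 1 higher, Dio3, and 0 lower, and 3 higher and 1 lower over the list alone, with 1 lower at an unadjusted p under 0.05. All 6 had over 10 mean counts in untreated cells, 1 was called in the authors' deposited table, and 0 belong to another list. Without Dio3 the median was 0.08, and 77.7% of 10000 random lists of the same expression had a lower one, so the change of Dio3 alone is a candidate explanation for the result of the list.

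Olfactory and vomeronasal receptor genes passed by camera after auxin as well (adjusted p = 0.0327, limma's camera with Benjamini-Hochberg adjustment), with a median log2 fold change of 0.20 over 10 of 1579 genes and 7 above 0. The median was 0.80 without untreated replicate 1, −0.081 without untreated replicate 2, 0.42 without auxin-treated replicate 1 and −0.08 without auxin-treated replicate 2, so single libraries may account for it. Called by edgeR's quasi-likelihood test were 2 higher and 0 lower, and 3 higher and 0 lower over the list alone, with 0 lower at an unadjusted p under 0.05. Of the 1579, 5 had over 10 mean counts in untreated cells, 1 was called in the authors' deposited table, and 0 belong to another list. No biological explanation was tested.

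Genes of chromosome 8 were lower in wild-type than in untreated cells. The 859 tested genes had a median log2 fold change of −0.24, with 571 (66.5%) under 0 compared with 49.7% of the other genes, and the medians of the other autosomes and the X chromosome lay between −0.06 and 0.09 (the Y chromosome is treated below). Expression level is argued against, since 0% of 10000 random sets had a lower median, and so is a single library, since the median stayed between −0.26 and −0.23 with 1 left out. After trends with GC content and exon length were removed the median was −0.13, outside the range of 0.02 to 0.15 of the other autosomes and the X chromosome, so these trends do not account for all of it. An extra copy of chromosome 8 in every cell of the tagged line would give a median of −0.58 where expression follows copy number. The median of −0.24 (−0.29 to −0.21 in 2000 bootstrap resamples) argues against that. A copy in part of the cells predicts a shift along the whole chromosome, and 12 of its 13 stretches of 10 Mb had a median under 0, so it is a candidate explanation, as is a compensated extra copy. The libraries stand in separate tables, and a difference between batches was not tested for this chromosome.

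Y-linked genes were lower in wild-type cells, with 5 of 5 tested genes called lower by edgeR's quasi-likelihood test, over all genes and over the list alone, and a median log2 fold change of −4.17 as fitted (adjusted p = 1.19e-13, limma's camera with Benjamini-Hochberg adjustment). With genes at the floor set at their bound the median was −3.69. Of the 7 genes in the table, 6 had over 10 mean counts in untreated cells, 0 were called in the authors' deposited table, and 0 belong to another list. The highest level of a tested gene was that of Ddx3y, at 13.3% of its untreated level. Female cells with 2 active X chromosomes are argued against by the 568 tested X-linked genes, with a median of −0.032. Loss of the Y chromosome from most wild-type cells needs all of these genes to be low together, as they were, and is a candidate explanation. Female cells with 1 active X chromosome, a mix of cell lines and a wrong label of the libraries were not tested.

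The mitochondrial mRNAs were higher in wild-type cells, with a median log2 fold change of 2.24 over 13 genes, all 13 called higher by edgeR's quasi-likelihood test over all genes and over the list alone (adjusted p = 1.42e-15, limma's camera, and 0.0312, limma's fry, both with Benjamini-Hochberg adjustment). The median was 1.60 without wild-type replicate 1 and 2.45 without wild-type replicate 2. Shared reads are argued against as the whole cause, since the lowest of the 6 mRNAs with less than 10% of their stretches shared had a log2 fold change of 1.04. More mitochondria would raise mitochondrial rRNA too, but the mitochondrial rRNAs changed by −1.37 and −1.06. A difference in library preparation that favours polyadenylated mitochondrial RNA was not tested and stays open, as the libraries of the groups stand in separate tables.

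Ribosomal protein genes were lower in wild-type cells, with a median log2 fold change of −0.42 over 87 genes and 17 above 0 (adjusted p = 2.78e-06, limma's camera with Benjamini-Hochberg adjustment). EdgeR's quasi-likelihood test called 14 higher and 63 lower, over all genes and over the list alone. Of the 88 genes in the table, 86 had over 10 mean counts in untreated cells, 1 was called in the authors' deposited table, and 0 belong to another list. After trends with GC content and exon length were removed the median was −0.24, and 0% of 10000 random lists of the same expression had a lower median, so neither accounts for all of the difference. For the ribosomal protein pseudogenes the median was 0.083 over 73 genes with 41 above 0 (adjusted p = 0.0119 from camera with the same adjustment), 23 called higher and 20 lower by edgeR's quasi-likelihood test, over all genes and over the list alone. It was 0.02 without untreated replicate 1, 0.25 without untreated replicate 2, 0.01 without wild-type replicate 1 and 0.14 without wild-type replicate 2. Among random lists of the same expression 90.2% had a lower median. The random lists had a median of −0.047 and a central range of −0.26 to 0.15, so expression level is not excluded for the pseudogenes. No biological explanation was tested for either.

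Cohesin and CTCF genes were higher in wild-type cells, with a median log2 fold change of 0.34 over 14 genes and 13 above 0 (adjusted p = 0.00412, limma's camera, and 0.0312, limma's fry, both with Benjamini-Hochberg adjustment). Called by edgeR's quasi-likelihood test were 10 higher and 1 lower, over all genes and over the list alone. All 14 had over 10 mean counts in untreated cells, 0 were called in the authors' deposited table, and 0 belong to another list. The median was 0.34 also after trends with GC content and exon length were removed. Of 10000 random lists of the same expression 91.7% had a lower median. The random lists had a median of 0.14 and a central range of −0.18 to 0.43, so the expression level of the genes is not excluded as an explanation. The pluripotency genes had a median of 0.15 over 24 genes, from 0.13 to 0.21 with 1 library left out, with 14 above 0, 12 called higher and 5 lower over all genes and over the list alone (adjusted p = 0.00412 from camera with the same adjustment). For them 65.3% of the random lists had a lower median, so expression level is a candidate explanation for the pluripotency genes. No biological explanation was tested.

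Targets of the aryl hydrocarbon receptor were lower in wild-type cells, with a median log2 fold change of −1.66 over 8 genes and 1 above 0 (adjusted p = 0.0119, limma's camera, and 0.0125, limma's fry, both with Benjamini-Hochberg adjustment), and 0 called higher and 7 lower by edgeR's quasi-likelihood test, over all genes and over the list alone, with 0 higher at an unadjusted p under 0.05. Feeder fibroblast genes were lower as well, with a median of −0.64 over 14 genes and 4 above 0 (adjusted p = 6.34e-06, limma's camera, and 0.0202, limma's fry, both with the same adjustment), and 1 called higher and 10 lower. Expression level is argued against for both, since 0.01% and 0.06% of 10000 random lists of the same expression had a lower median. A smaller share of feeder cells would lower their genes together, but Col3a1 and Postn had log2 fold changes of 0.36 and 1.07, beside −2.40 for Tagln and −1.83 for Vim. Doxycycline, the tag and a difference between the library tables stay open for both lists, as none was tested apart from the others.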

How the results depend on the processing

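The correlations on log2(RPKM + 0.1) and the gene lists of the wild-type comparison with library totals were tests chosen only after the values were seen.

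For auxin-treated against untreated cells, the mean correlation of 0.996 became 0.990 on log2(CPM + 0.1), 0.955 as Spearman's rho, 0.992 on the genes kept by filterByExpr and 0.977 on log2(RPKM + 0.1). The 413 higher and 264 lower calls became 128 and 108 with DESeq2, 43 and 12 with no filter, and 167 and 52 when scaled to the mitochondrial mRNAs. They became 246 and 186 with at least 10 counts in every library, and 567 and 668 with all 3 groups in one fit. With a log2 fold change past 1 as well, the 240 higher and 7 lower genes became 75 higher with DESeq2, 36 and 0 with no filter (66 lower at an unadjusted p under 0.05), 105 higher with at least 10 counts, 22 and 0 with glmTreat (10 lower at an unadjusted p under 0.05), and 15 lower with all groups in one fit. With robust dispersion, DESeq2's size factors or library totals as the scaling, the calls stayed within 1.5 times, at 477 and 317, 406 and 254, and 414 and 204. Of the 432 genes called with at least 10 counts, 426 were among the 677, as were 231 of the 236 called by DESeq2 and 608 of the 618 called with library totals. Apart from the filters, whose own construction changes the genes tested, and the fit of all groups, which adds libraries, the cause was not tested. The share of genes past a log2 fold change of 1, 3.52%, became 24.4% with no filter, 1.14% with at least 10 counts, 3.07% scaled to the mitochondrial mRNAs and 2.02% with a prior count of 5. It lay between 4.17% and 4.495% across the 4 fits that each left out 1 library. Of the lists, 10 passed by camera and 1 by fry.

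For wild-type against untreated cells, the mean correlation of 0.984 became 0.981 on log2(CPM + 0.1), 0.900 on raw counts, 0.944 as Spearman's rho, 0.954 on the genes kept by filterByExpr and 0.963 on log2(RPKM + 0.1). The calls stayed within 1.5 times under each alternative run for this comparison, which did not include scaling to the mitochondrial mRNAs, and 7015 of the 7086 genes called by DESeq2 were among them. With a log2 fold change past 1 as well, 1124 higher and 1737 lower genes became 472 and 794 with glmTreat, and 1137 lower with at least 10 counts. The share past 1, 18.7%, became 35.1% with no filter, 13.8% with at least 10 counts and 15.39% with a prior count of 5, and lay between 18.7% and 20.0% with 1 library left out.

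Some results close to 0 changed direction. With library totals as the only scaling, Polr1a after auxin was 0.0085, and in the wild-type comparison Pou5f1 was −0.036 and the median of the heart muscle genes −0.047. With 1 library left out, the results after auxin ranged from −0.11 to 0.050 for the p53 targets (0.050 without untreated replicate 1 and 0.013 without auxin-treated replicate 2), from −0.081 to 0.80 for the olfactory and vomeronasal receptor genes, and from −0.11 to 0.053 for the ribosomal protein genes (0.053 without untreated replicate 2). They ranged from −0.031 to 0.20 for Pou5f1 and from −0.030 to 0.11 for Smc1a (both lowest without untreated replicate 1), and from −0.044 to 0.032 for Polr1a (0.032 without untreated replicate 2). In the wild-type comparison they ranged from −0.11 to 0.073 for the immediate early genes (0.073 without untreated replicate 1), from −0.040 to 0.061 for the heart muscle genes (−0.040 without wild-type replicate 2), and from −0.12 to 0.0075 for the RNA polymerase II subunits (0.0075 without untreated replicate 2). They ranged from −0.24 to 0.10 for Esrrb (0.10 without untreated replicate 2), from −0.090 to 0.14 for Pou5f1 (−0.090 without untreated replicate 1) and from −0.077 to 0.057 for Polr3a (0.057 without wild-type replicate 1). The cause was not tested.

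Among the lists and named genes, DESeq2 gave 65 of 70 results with the same direction and call, and 5 no longer called: Esrrb (adjusted p = 0.173), Polr3a (0.246), Gm13351 and Mir294 after auxin, and Dio3 in the wild-type comparison (0.0592), all from DESeq2's Wald test with Benjamini-Hochberg adjustment. With library totals, 99 kept both, and Polr3a (adjusted p = 0.0631, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Gm13351 were no longer called. Under fry 21 lists kept direction and call, 12 were no longer called, and the heart muscle genes of the wild-type comparison were called in addition (adjusted p = 0.0349, limma's fry with Benjamini-Hochberg adjustment).

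The replicate numbers were also used as a block, although nothing in the paper's text says that they mark a shared batch. The deviations of libraries with the same number had a correlation of 0.053 over the genes of the auxin comparison and of −0.029 in the wild-type comparison, so the numbers pair the libraries only in name. With the block, 1081 genes were higher and 849 lower after auxin, 365 and 23 with a log2 fold change past 1, and all 677 genes were among the 1930. It changed no other call among the 104 lists and named genes.

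The depth of 14094022 to 15358714 counts per library limits what can be said about weakly expressed genes. The 2 libraries per group give little information on the spread of single genes.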

Differences from the paper's values

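The correlations on log2(RPKM + 0.1) were a test chosen only after the values were seen.

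In Table S1 the paper lists 128 genes as higher and 108 as lower after auxin, and edgeR's quasi-likelihood test gave 413 and 264. Of the alternatives set before the data were examined, DESeq2, the study's own tool, gave 128 and 108. Scaling to the mitochondrial mRNAs gave 167 higher genes, within 1.5 times the paper's 128, but 52 lower genes, not within 1.5 times its 108. DESeq2's size factors in the edgeR test, library totals, no filter, at least 10 counts in every library, robust dispersion, the replicate block and all 3 groups in one fit reached neither. Of the paper's 236 genes, 5 were not called by edgeR and all were called by DESeq2.

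For the correlation of the wild-type with the untreated libraries, the paper's value is about 0.97 in Fig. S1c, read by eye, for untreated replicate 1, and it was 0.983 here on log2(CPM + 1). For untreated replicate 2 the paper's value is about 0.96 in Fig. S1c, read by eye, against 0.985 here. Of the alternatives set before the data were examined, the genes kept by filterByExpr gave 0.957 for untreated replicate 2, which reaches the paper's value, and 0.952 for replicate 1, which does not. Values on log2(CPM + 0.1) (0.980 and 0.982), on raw counts (0.901 and 0.899) and as Spearman's rho (0.944 and 0.945) reached neither. On log2(RPKM + 0.1), chosen after seeing the values, untreated replicate 2 was at 0.965, which reaches the paper's value, and untreated replicate 1 at 0.962, which does not. In Fig. S1c untreated replicate 1 stands closer to the wild-type libraries than untreated replicate 2. On log2(CPM + 1) replicate 2 was the closer one, and on raw counts replicate 1 was.

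The paper states that about 10% of the genes were left out as very low expressed, and the filter used here left out 58.7%. With no filter, the 33.8% of genes without any count were left out, and with at least 10 counts in every library 61.6%, so none of the alternatives set before the data were examined reached the paper's share.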

Other observations

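The tests of a batch difference and of near-identical copies below were chosen only after the result was seen, and that of GC content and exon length before.

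Over 50% of the tested genes (60.6%) differed between wild-type and untreated cells. GC content and exon length are argued against as the whole cause, since 18.6% of the 15609 genes with both values were past a log2 fold change of 1 after these trends were removed and 18.5% before. Reads shared between near-identical copies are argued against for most large differences. Of the 231 genes past 3 with a value for shared sequence, 15.6% shared more than 50% of their stretches, compared with 3.75% of all tested genes. The tag, the clone, doxycycline and a difference between library batches cannot be told apart, because the number of untreated tagged libraries in the table of the wild-type libraries is 0.

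Values after auxin for the mRNAs of other genes that the paper names were as follows. Log2 fold changes were −0.01 for Polr1a (adjusted p = 0.964), 0.04 for Smc1a (0.836), −0.15 for Ctcf (0.22), −0.03 for Dhx9 (0.877), −0.15 for Tlk2 (0.243), −0.17 for Bclaf1 (0.219) and 0.08 for Pou5f1 (0.689), with adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Polr1a was at 0.032 without untreated replicate 2 and 0.0052 without auxin-treated replicate 1, Smc1a at −0.030 and Pou5f1 at −0.031 without untreated replicate 1, and Pou5f1 at −0.0044 without auxin-treated replicate 2. Without untreated replicate 1 Tlk2 was at −0.087, Bclaf1 at −0.076 and Dhx9 at −0.011, without untreated replicate 2 Bclaf1 was at −0.26 and Esrrb at −0.35, and Dhx9 was at −0.044 and −0.0074 without auxin-treated replicate 1 and replicate 2. Esrrb fell by 0.54 (adjusted p = 0.0129 from edgeR, 0.173 from DESeq2) and Polr3a by 0.31 (adjusted p = 0.0432 from edgeR, 0.0631 with library totals and 0.246 from DESeq2). Polr1a lies opposite Gm26628, Ctcf opposite Agrp and Gm5914, Tlk2 opposite 1700052K11Rik and Pou5f1 opposite Gm19553, so their counts are uncertain.

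In wild-type against untreated cells, log2 fold changes were 0.86 for Sox2, 0.46 for Nanog, 0.35 for Ctcf, 0.41 for Smc1a, 0.47 for Polr1a, 0.67 for Dhx9, 0.83 for Bclaf1 and −0.69 for Tlk2, each called by edgeR's quasi-likelihood test. Pou5f1 was at 0.02 (adjusted p = 0.835), Esrrb at −0.08 (0.463) and Polr3a at −0.01, not called by the same test. Without untreated replicate 1 Pou5f1 was at −0.090 and Polr3a at 0.044, Esrrb was at −0.24 without untreated replicate 1 and 0.10 without untreated replicate 2, and without wild-type replicate 1 Polr3a was at 0.057. Of the genes labelled in Fig. S1b, Fos had 60 and 60 counts in untreated and 218 and 175 in wild-type cells, Slc5a3 296 and 241 against 621 and 640, Nrarp 118 and 93 against 203 and 207, Star 61 and 63 against 137 and 100, Dio3 57 and 51 against 19 and 32, Myh6 73 and 73 against 49 and 57, and Actc1 10 and 15 against 12 and 5. Gm5878 had 10 and 6 against 10 and 9, and Gm22077 75 and 91 against 170 and 166. Over the 82 small nucleolar RNA genes tested in this comparison the median log2 fold change was 0.68, with 59 above 0. No explanation of it was tested. Mir291b, Mir292, Mir293 and Mir295 had 222 and 152, 127 and 79, 151 and 105, and 173 and 122 counts in untreated cells, and 121 and 104, 40 and 37, 71 and 57, and 91 and 91 in wild-type cells.

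The lists that did not pass after auxin, with adjusted p-values from limma's camera with Benjamini-Hochberg adjustment, had these medians. The 2 tested Pol III transcripts, Rn7sk and Rpph1, were at 0.94 (adjusted p = 0.0522; 0.64 to 1.34 with 1 library left out), with 0 called, 2 higher at an unadjusted p under 0.05 and 2 higher over the list alone. Cohesin and CTCF genes were at −0.07 over 14 genes (0.136), with 0 called and 2 lower at an unadjusted p under 0.05, and at −0.04 without untreated replicate 1 or auxin-treated replicate 2. RNA polymerase II subunits were at −0.04 over 12 genes (0.718), with 1 called higher and 1 lower, and at −0.066 without untreated replicate 1, −0.00042 without untreated replicate 2 and −0.071 without auxin-treated replicate 2. The p53 targets were at −0.03 over 17 genes (0.255), with 1 called lower, and at 0.050 without untreated replicate 1, −0.11 without untreated replicate 2, −0.10 without auxin-treated replicate 1 and 0.013 without auxin-treated replicate 2. The Y-linked genes were at 0.22 over 6 genes (0.208), with 0 called and 2 higher at an unadjusted p under 0.05, and at 0.03 without untreated replicate 2 and 0.12 without auxin-treated replicate 1. The ribosomal protein genes were at −0.03 over 87 genes (0.246), with 1 called lower, and at −0.11 without untreated replicate 1, 0.053 without untreated replicate 2 and −0.0082 without auxin-treated replicate 1. The replication-dependent histones were at −0.10 over 21 genes (0.246), with 0 called and 1 higher and 1 lower at an unadjusted p under 0.05. The histones were at −0.16 without untreated replicate 1, −0.17 without untreated replicate 2, −0.27 without auxin-treated replicate 1 and −0.04 without auxin-treated replicate 2. Apart from the Pol III transcripts, the counts adjusted over each of these lists alone equalled those over all genes.

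In wild-type against untreated cells the lists that did not pass, by the same camera test and adjustment, were these. The immediate early genes were at −0.02 over 20 genes (adjusted p = 0.850), with 5 called higher and 8 lower, and at 0.073 without untreated replicate 1, −0.11 without untreated replicate 2, −0.10 without wild-type replicate 1 and −0.093 without wild-type replicate 2. Heart muscle genes were at 0.01 over 12 genes (0.707), with 4 higher and 2 lower (4 and 1 over the list alone), and at 0.061, −0.0028, 0.048 and −0.040 without untreated replicate 1, untreated replicate 2, wild-type replicate 1 and wild-type replicate 2. Pol III transcripts were at −0.47 over 2 genes (0.850), with 1 higher and 1 lower, and at −0.07, −0.77, −0.95 and −0.11 without untreated replicate 1, untreated replicate 2, wild-type replicate 1 and wild-type replicate 2. The rRNA-repeat transcripts were at −0.61 over 3 genes (0.410), with 1 higher and 2 lower. RNA polymerase II subunits were at −0.06 over 12 genes (0.850), with 4 higher and 6 lower, and at 0.0075 without untreated replicate 2, −0.12 without wild-type replicate 1 and −0.018 without wild-type replicate 2. The p53 targets were at −0.17 over 17 genes (0.296), with 4 higher and 8 lower, and at −0.11 without wild-type replicate 1. Dlk1-Dio3 imprinted genes were at −0.63 over 6 genes (0.161), with 0 higher, 4 lower and 0 higher at an unadjusted p under 0.05. Olfactory and vomeronasal receptor genes were at −0.38 over 5 genes (0.410), with 1 higher and 2 lower, and at −0.59 without untreated replicate 1 and −0.74 without untreated replicate 2. The replication-dependent histones were at −0.89 over 24 genes (0.850), with 5 higher and 12 lower. Apart from the heart muscle genes, the counts over each list alone equalled those over all genes.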
